# Loss of SNORA73 reprograms cellular metabolism and protects against steatohepatitis

**DOI:** 10.1038/s41467-021-25457-y

**Published:** 2021-09-01

**Authors:** Arthur C. Sletten, Jessica W. Davidson, Busra Yagabasan, Samantha Moores, Michaela Schwaiger-Haber, Hideji Fujiwara, Sarah Gale, Xuntian Jiang, Rohini Sidhu, Susan J. Gelman, Shuang Zhao, Gary J. Patti, Daniel S. Ory, Jean E. Schaffer

**Keywords:** Lipids, Small RNAs, Metabolic disorders

## Abstract

Dyslipidemia and resulting lipotoxicity are pathologic signatures of metabolic syndrome and type 2 diabetes. Excess lipid causes cell dysfunction and induces cell death through pleiotropic mechanisms that link to oxidative stress. However, pathways that regulate the response to metabolic stress are not well understood. Herein, we show that disruption of the box H/ACA SNORA73 small nucleolar RNAs encoded within the small nucleolar RNA hosting gene 3 *(Snhg3*) causes resistance to lipid-induced cell death and general oxidative stress in cultured cells. This protection from metabolic stress is associated with broad reprogramming of oxidative metabolism that is dependent on the mammalian target of rapamycin signaling axis. Furthermore, we show that knockdown of SNORA73 in vivo protects against hepatic steatosis and lipid-induced oxidative stress and inflammation. Our findings demonstrate a role for SNORA73 in the regulation of metabolism and lipotoxicity.

## Abstract (web summary)

Lipid induced stress contributes to metabolic diseases. Here the authors identify small nucleolar RNA 73 (SNORA73) in a screen for genes that protect against lipotoxicity and show that deficiency of SNORA73 reprograms oxidative metabolism and protects against steatohepatitis in mice.

## Introduction

In states of nutrient excess, lipid overload exceeds the capacity of adipose tissue to store triglycerides and the ability of non-adipose tissues to metabolize fatty acids. This leads to ectopic lipid storage in tissues such as the liver, heart, and skeletal muscle. Although triglyceride stores in non-adipose cells initially serve a cytoprotective role^1^, ectopic steatosis is ultimately associated with cell dysfunction and cell death that impairs organ function through the process of lipotoxicity^2^. Studies in animal models provide compelling evidence that lipotoxicity contributes to the pathogenesis of non-alcoholic fatty liver disease (NAFLD), the most common complication of type 2 diabetes and metabolic syndrome^3,4^.

Lipotoxicity is characterized by activation of stress response pathways as a consequence of excessive supply of substrates to physiological pathways of lipid utilization. Saturated fatty acids fuel the de novo synthetic pathway for ceramides, which can initiate signaling that leads to cell death^5^. Excessive lipid uptake, particularly saturated fatty acids, causes rapid remodeling of endoplasmic reticulum (ER) membranes that impairs organelle integrity and leads to activation of the ER stress response^6,7^. Mitochondrial dysfunction, precipitated by both adverse membrane remodeling and by augmented substrate metabolism, impairs energy production and initiates mitochondrial programs of apoptosis^8,9^. Both ER stress and mitochondrial dysfunction lead to production of reactive oxygen species (ROS) that overwhelm endogenous antioxidant mechanisms^10^. ROS propagation is further compounded by saturated fatty acid-induced activation of NADPH oxidase, NF-κB-mediated transcription of pro-inflammatory cytokines, and death receptor signaling^11–13^. The observation that antioxidants mitigate lipotoxicity supports the notion that oxidative stress is a critical factor that promotes lipotoxic cell death^14^. Systemically, the intersection of ER and oxidative stress signaling pathways with inflammatory signaling also leads to chronic low-grade inflammation^15^. Nonetheless, the proximal molecular transducers that control the lipotoxic response remain incompletely characterized.

Unbiased genetic screens have elucidated a number of regulators of the response to metabolic overload^16–19^. These studies have established important roles for enzymes in phospholipid and triglyceride synthesis pathways and protein modulators of lipid droplet function. Furthermore, through a retroviral promoter trap mutagenesis screen for palmitate-resistance in Chinese hamster ovary (CHO) cells, our lab has discovered noncoding RNAs that control responses to lipotoxic stress. These RNAs include the long noncoding RNA (lncRNA), Gadd7, and the box C/D snoRNAs encoded within the ribosomal protein L13a locus^20–22^. Herein, we describe a mutant cell line from this screen in which the locus encoding small nucleolar RNA hosting gene 3 (*Snhg3*) has been disrupted. This locus produces the lncRNA, SNHG3, and two highly conserved snoRNAs, SNORA73A and SNORA73B (U17A and U17B in prior nomenclature). While the molecular function of the lncRNA is not well understood, SNORA73A and SNORA73B direct one of several steps in the processing of pre-rRNAs to produce mature 18S, 5.8S, and 28S rRNAs^23^. We show that these snoRNAs, but not the SNHG3 lncRNA, are critical for metabolic stress responses and regulate cell metabolism through the mammalian target of rapamycin (mTOR) pathway. Our findings in cultured cells and in vivo elucidate a role for SNORA73 in the regulation of metabolic stress.

## Results

### *Snhg3* mutants are resistant to lipotoxic cell death

Mutant 2E4 cells were isolated from a loss-of-function screen in CHO cells, designed to identify genes critical for fatty acid-induced cell death^20^. Cells were mutagenized by transduction with the ROSAβgeo retroviral promoter trap to achieve, on average, <1 integration per cell. Mutants were screened for the ability to grow in standard culture medium supplemented with 500 μM palmitic acid. Under these conditions, mutant 2E4 cells, but not wild-type (WT) CHO cells, survived. To assess the specificity of resistance to established inducers of cell death, we quantified cell death following treatment of 2E4 cells with palmitate, actinomycin D, or staurosporine. As expected, 2E4 cells were protected from palmitate-induced cell death compared to WT cells (Fig. 1a). However, sensitivity to staurosporine and actinomycin D was similar to WT, indicating that general apoptosis is intact in 2E4 mutants. Consistent with resistance to lipotoxicity, mutant 2E4 cells generated less ROS than WT cells in response to lipotoxic concentrations of palmitate (Fig. 1b). 2E4 cells are thus resistant to both lipid-induced oxidative stress and lipid-induced cell death.

**Fig. 1:**
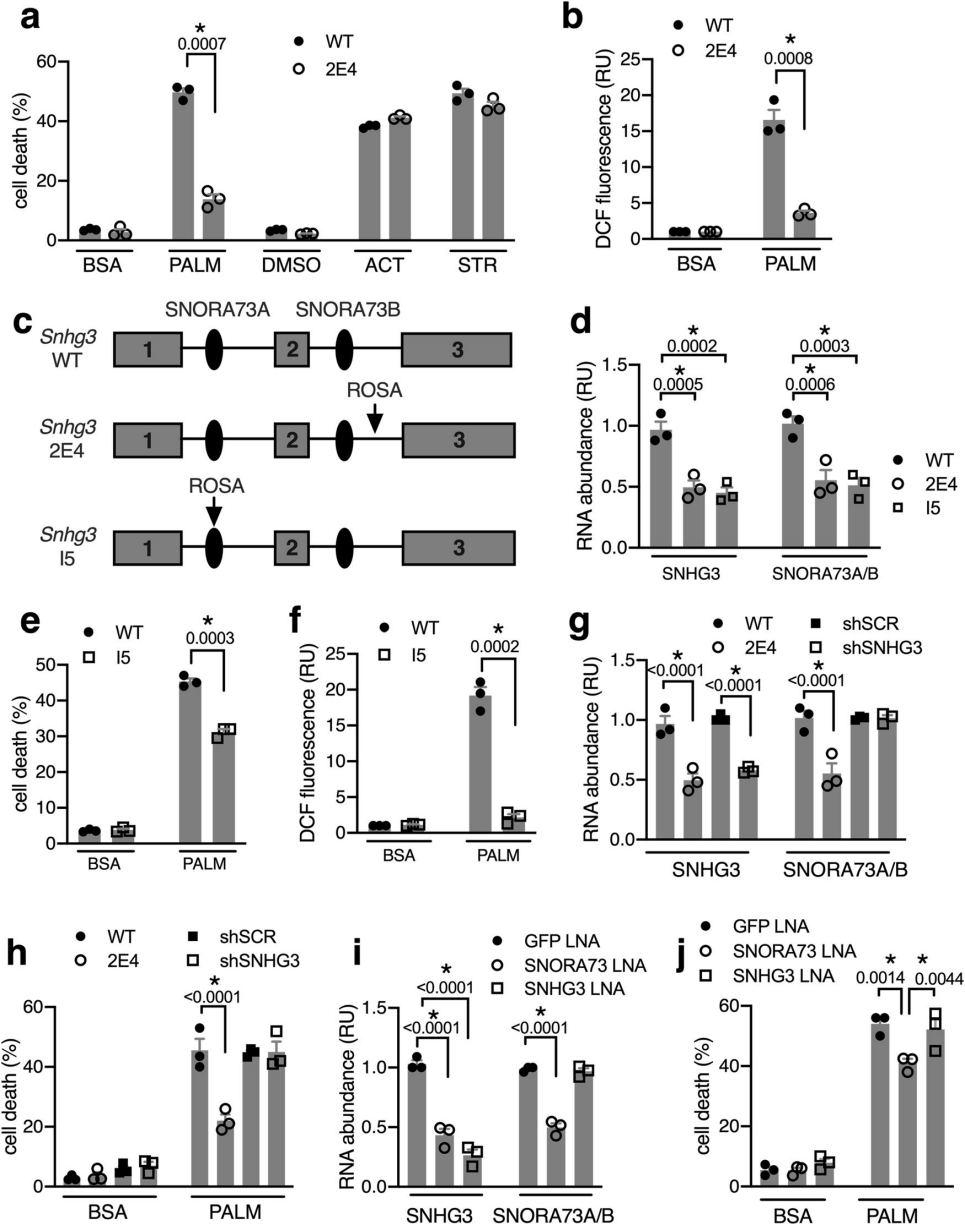
*Snhg3* mutants are resistant to lipotoxicity. **a** Cell death in CHO wild-type (WT) and mutant 2E4 cells treated with palmitate complexed to BSA (PALM) vs. BSA carrier alone, or treated with actinomycin D (ACT) or staurosporine (STR) vs. vehicle. **b** ROS by CM-H_2_DCFDA (DCF) staining in cells treated with PALM or BSA. RU, relative units. **c** *Snhg3* locus showing exons as gray rectangles, snoRNAs as black ovals, arrows for ROSAβgeo (ROSA) proviral integration sites in mutants 2E4 and I5. **d** RT-qPCR of SNHG3 lncRNA and SNORA73 relative to *Rplp0* mRNA in WT and mutant cells using qPCR primers that amplify shared regions of SNORA73A and SNORA73B. **e**, **f** PALM-induced cell death (**e**) and ROS (**f**) in WT and I5 cells. **g** RT-qPCR of SNHG3 lncRNA and SNORA73 in WT CHO and 2E4 cells, and in WT CHO cells stably expressing scrambled (shSCR, control) or SNHG3 (shSNHG3) shRNA constructs. **h** Cell death following treatment of cells in (**g**) with PALM vs. BSA. **i** RT-qPCR of SNHG3 lncRNA and SNORA73 in NIH 3T3 cells transfected with LNAs targeting GFP (control), SNHG3 lncRNA, or SNORA73. **j** Cell death following treatment of cells in (**i**) with PALM vs. BSA. Means + standard error (SE) for *n* = 3 independent experiments. *p < 0.05 for indicated comparisons (with *p*-values above brackets) by multiple unpaired *t*-tests with two-stage step-up method of Benjamini, Krieger, and Yuketieli (FDR 1%; **a**, **b**, **e**, **f**) or two-way ANOVA with Tukey’s multiple comparison test (**d**, **g**, **h**, **i**, **j**). Source data are provided as a Source data file.

Rapid amplification of cDNA ends (RACE) indicated that the retroviral promoter trap in 2E4 cells had integrated into one of two alleles of the small nucleolar RNA hosting gene 3 (*Snhg3*). This locus encodes a lncRNA, SNHG3, and two intronic box H/ACA snoRNAs, SNORA73A and SNORA73B, which are 97% identical (Fig. 1c). Among eukaryotes, SNORA73A/B are highly conserved, although the SNHG3 lncRNA sequence diverges widely^24^. The SNHG3 lncRNA is ubiquitously expressed in murine and human tissues^25^. Given that the lncRNA and snoRNAs are processed from the same pre-RNA, SNORA73A/B are also likely to be widely expressed in human and mouse tissues. Consistent with a model of haploinsufficiency at this locus, mutant 2E4 cells have 50% reduction in expression of both RNA components, SNHG3 lncRNA and SNORA73A/B, compared to WT cells (Fig. 1d). Since qPCR cannot distinguish between the highly related SNORA73A and SNORA73B, our quantification throughout refers to total SNORA73. This level of reduction in expression from the *Snhg3* locus was similar to I5 cells, an independently isolated mutant CHO line with disruption of *Snhg3*, previously shown by our group to manifest altered cellular cholesterol trafficking^26^. As with the 2E4 mutant, I5 cells are resistant to lipid-induced cell death and oxidative stress, providing independent confirmation of a role for the *Snhg3* locus in lipotoxicity (Fig. 1e, f).

To determine whether the lncRNA was the element from this locus that is required for lipotoxicity, we selectively depleted SNHG3 lncRNA in WT CHO cells and measured cell death in response to palmitate. We transduced WT cells with short hairpin constructs targeting SNHG3 lncRNA (shSNHG3) or a scrambled sequence (shSCR). Relative to shSCR cell lines, shSNHG3 cells showed 50% SNHG3 knockdown, similar to its expression in 2E4 cells, without altering abundance of SNORA73 (Fig. 1g). Upon treatment with lipotoxic concentrations of palmitate, shSNHG3 and shSCR cell lines showed no difference in cell death (Fig. 1h). This indicates that haploinsufficiency of the SNHG3 lncRNA alone is insufficient for protection from lipotoxic cell death.

Although shRNAs are highly effective for silencing RNAs in the cytoplasm, such as the SNHG3 lncRNA, an alternate approach was required to knockdown snoRNAs, which reside primarily in the nucleolus. We designed locked nucleic acid (LNA) oligomers complementary to the 3′ hairpin of SNORA73, a region that is accessible to nucleases in box H/ACA snoRNA ribonucleoproteins^27^. As controls, we designed a non-targeting LNA against GFP and an LNA to selectively deplete SNHG3 lncRNA by tiling across the exon 1-exon 2 splice junction of the mature SNHG3 lncRNA. Transfection of WT murine NIH 3T3 fibroblasts with SNORA73 LNAs resulted in 50% knockdown of SNORA73 as well as the SNHG3 lncRNA relative to the control GFP LNA, comparable to expression of these transcripts in the 2E4 mutant (Fig. 1i). This suggests that the SNORA73 LNA can target both the mature snoRNA and the *Snhg3* pre-RNA. However, transfection with the LNA targeting the splice junction of SNHG3 caused 75% knockdown of the lncRNA without affecting expression of SNORA73. Importantly, only transfection of NIH 3T3 cells with the SNORA73 LNA, but not the SNHG3 LNA, protected cells from palmitate-induced cell death (Fig. 1j). Together, our results in fibroblast lines from two different species support the hypothesis that SNORA73A/B are the elements of the *Snhg3* locus required for lipotoxicity and that the SNHG3 lncRNA is dispensable for lipotoxicity.

### *Snhg3* mutants are resistant to oxidative stress

Our finding that *Snhg3* mutants show reduced levels of palmitate-induced ROS raised the possibility that these cells are more broadly resistant to oxidative stress. Indeed, 2E4 cells treated with hydrogen peroxide show reduced cell death and ROS amplification relative to WT cells (Fig. 2a, b). Glutathione (GSH), a critical antioxidant for cell survival during oxidative stress^28^, is regenerated from its oxidized form, glutathione disulfide (GSSG), by glutathione reductases in a reaction that requires NADPH. Thus, to gauge cellular antioxidant capacity, we quantified the abundance of GSH and NADPH pools. 2E4 cells show higher GSH and a lower ratio of oxidized:reduced GSH relative to WT cells (Fig. 2c–e). They also have higher NADPH and a lower ratio of oxidized:reduced NADP(H) (Fig. 2f–h). These data suggest that reduced expression of the *Snhg3* locus leads to protection from oxidative stress by modulating the cellular redox environment.

**Fig. 2:**
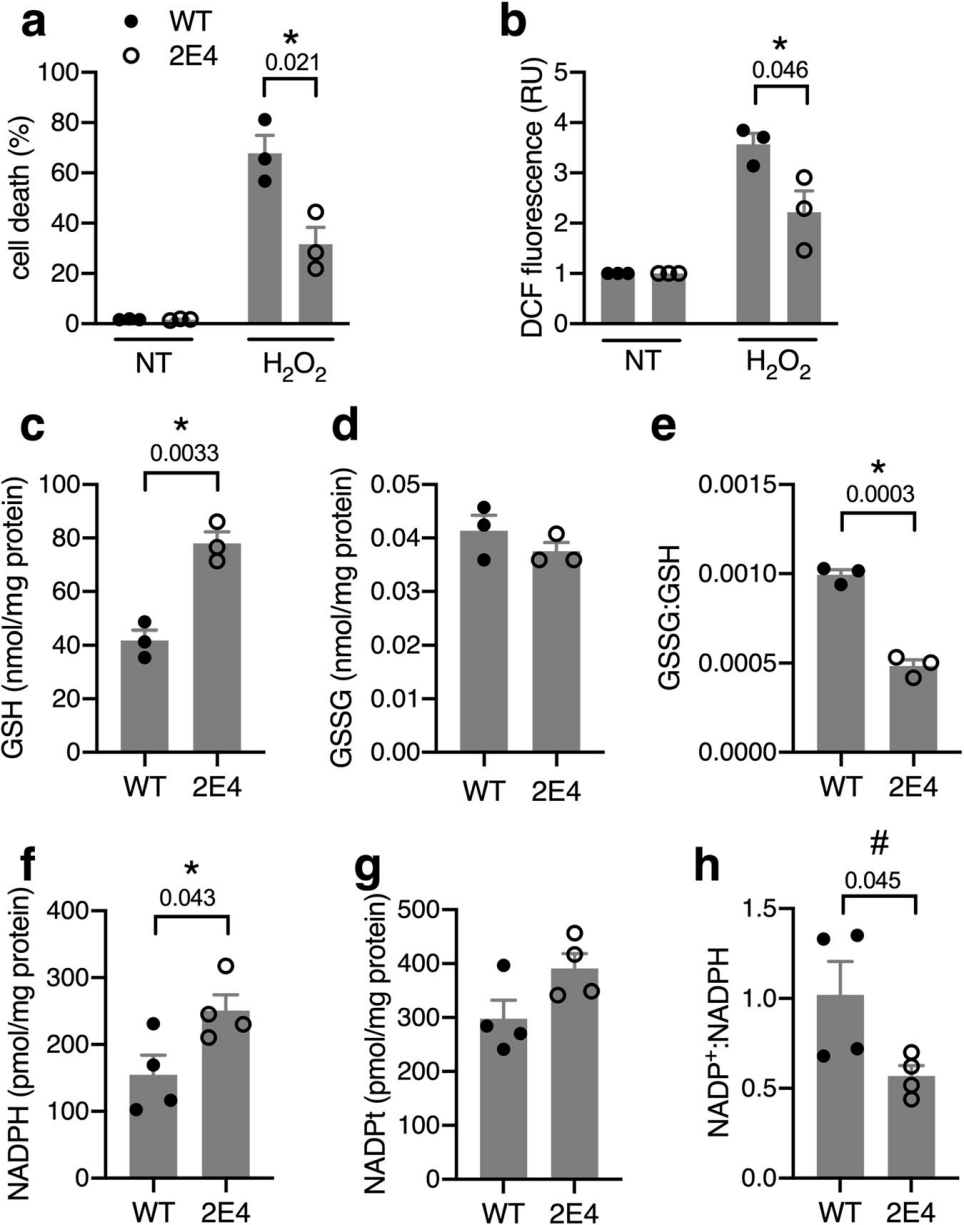
*Snhg3* mutants are resistant to oxidative stress. **a** Cell death following treatment of WT and 2E4 cells for 16 h with H_2_O_2_. NT, non-treated. **b** ROS in cells treated for 1 h with H_2_O_2_. **c**–**e** Glutathione (GSH, **c**), glutathione disulfide (GSSG, **d**), and the GSSG:GSH ratio (**e**) in WT and 2E4 cells. **f**–**h** NADPH (**f**), total NADP pool (NADPt, **g**), and NADP+:NADPH ratio (**h**) in WT and 2E4 cells. Means + SE for *n* = 3 (**a**–**e**) or 4 (**f**–**h**) independent experiments. *p < 0.05 for indicated comparisons (with *p*-values above brackets) by multiple unpaired *t*-tests with two-stage step-up method of Benjamini, Krieger, and Yuketieli (FDR 5%; **a**, **b**) or by unpaired two-tailed *t*-test (**c**, **e**, **f**). ^#^*p* < 0.05 by paired two-tailed *t*-test (**h**). Source data are provided as a Source data file.

### SNORA73 deficiency increases oxidative phosphorylation

Glucose flux through glycolysis and the pentose phosphate pathway (PPP) are major contributors to cellular redox balance and NADPH levels^29^. Moreover, in many tumors, a dramatic shift toward aerobic glycolysis and augmented PPP activity, a phenomenon known as the Warburg effect, contribute to increased NADPH production and oxidative stress resistance^30^. We hypothesized that these pathways might also be upregulated in 2E4 cells, as an explanation for their altered redox state. However, 2E4 cells showed significantly lower glucose-stimulated extracellular acidification rates, a proxy for rates of glycolysis, compared to WT cells, despite similar rates of glucose uptake (Fig. 3a–c). We also assessed the abundance of glycolysis metabolites by liquid chromatography-mass spectrometry (LC-MS). While there was a 20% increase in 2/3-phosphoglycerate levels in 2E4 compared to WT cells, other metabolites in the glycolysis pathway were not significantly increased (Supplementary Fig. 1a). Stable isotope tracer analysis with uniformly ^13^C-labeled ([U-^13^C]) glucose did not reveal any differences in the enrichment of glucose-6-phosphate, glyceraldehyde phosphate, 2/3-phosphoglycerate, or lactate (Supplementary Fig. 1b–e). PPP metabolites were not reliably detected in either WT or mutant CHO cells, consistent with prior tracing studies showing low PPP activity in CHO cell lines during the growth phase^31^.

**Fig. 3:**
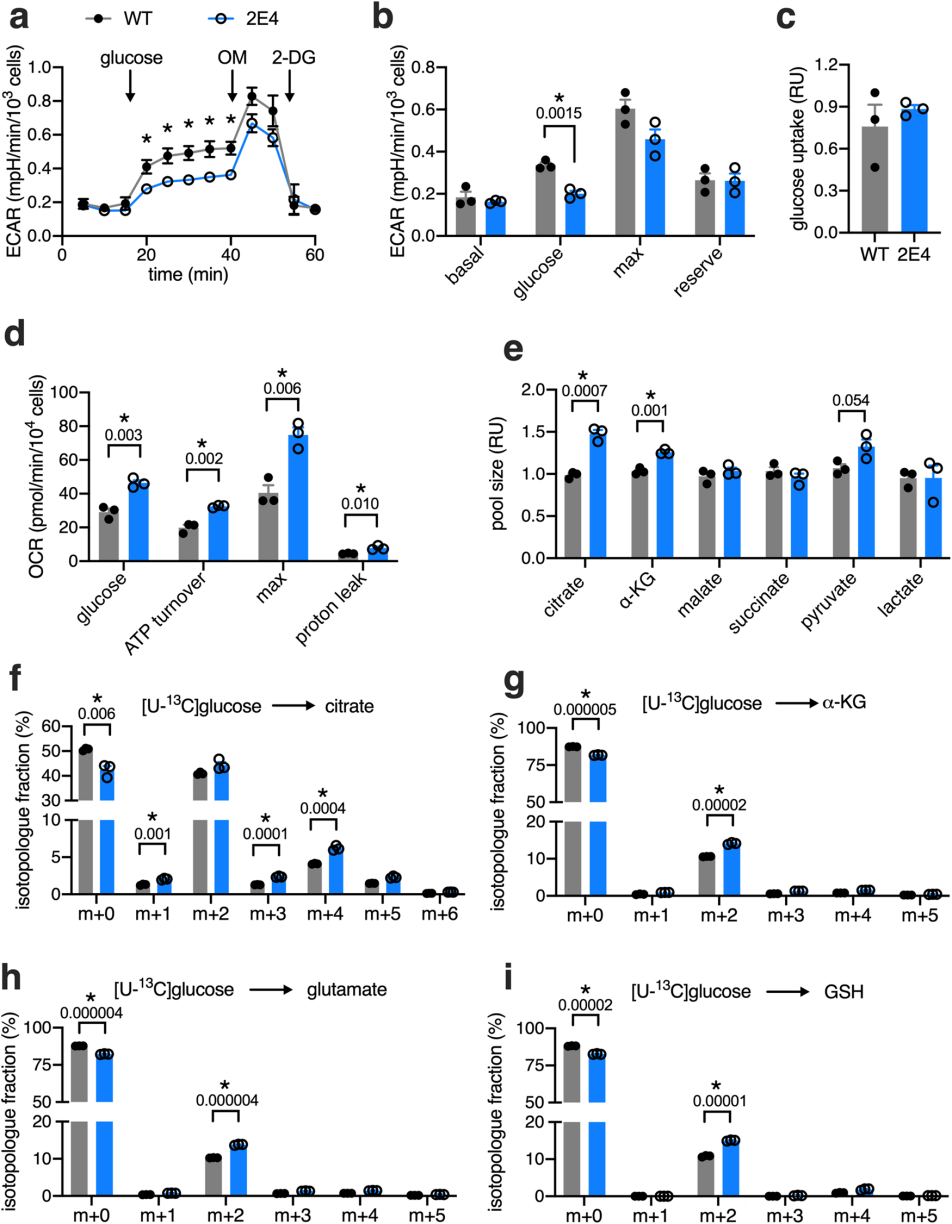
SNORA73 haploinsufficiency enhances oxidative glucose metabolism. **a**, **b** Extracellular acidification rates (ECAR) in WT and 2E4 cells in XF base medium supplemented with 2 mM glutamine (**a**). Arrows indicate injections of glucose, oligomycin (OM), and 2-deoxyglucose (2-DG). Quantification of ECAR in (**b**). **c** Glucose uptake, normalized to cellular protein content. **d** Oxygen consumption rates (OCR) in XF base medium following introduction of 5 mM glucose. Serial injections of oligomycin, FCCP, and antimycin A were used to calculate ATP turnover, maximal respiration (max), and proton leak. **e** TCA cycle intermediates (citrate, α-ketoglutarate (α-KG), malate, succinate), pyruvate, and lactate quantified by LC-MS and normalized to cellular protein content. **f**–**i** Isotopologue distribution as a fraction of total molecules of citrate (**f**), α-KG (**g**), glutamate (**h**), and GSH (**i**) by stable isotope tracing with [U-^13^C]glucose, with natural-abundance correction. Each species is identified by m + *n*, where *n* is the number of ^13^C labels incorporated and m + 0 is species without ^13^C label. Means + SE for *n* = 3 independent experiments. *p < 0.05 for indicated comparisons or for WT vs. 2E4 by two-way ANOVA with Sidak multiple comparisons test (**a**) or by multiple unpaired *t*-tests with two-stage step-up method of Benjamini, Krieger, and Yuketieli (FDR 1%; **b**–**i**). *P*-values indicated above brackets for panels (**b**) and (**d**–**i**). In panel **a**, *p*-values from left to right: 0.0456, 0.0157, 0.014, 0.0083, and 0.0124. Source data are provided as a Source data file.

Mitochondrial metabolism is another critical regulator of cellular redox balance through production of reducing equivalents, generation of GSH precursors, and neutralization of ROS. Electron transport chain integrity is also particularly critical in mounting defenses against hydrogen peroxide-induced cytotoxicity^32^. We reasoned that increased mitochondrial substrate oxidation could contribute to changes in redox balance and oxidative stress resistance. To assess whether *Snhg3* mutant cells have alterations in oxidative metabolism, we quantified oxygen consumption rates (OCR) in WT and 2E4 cells in response to glucose. Respiration on glucose was increased in 2E4 compared to WT cells (Fig. 3d). Oligomycin-sensitive respiration, proportional to ATP turnover, and FCCP-induced respiration, reflective of maximal oxidative capacity, were also higher in 2E4 cells than in WT cells. In addition, pool sizes of citrate and α-ketoglutarate were higher in 2E4 cells than WT cells (Fig. 3e). To determine whether this increased glucose oxidation represented augmented flux of glucose into the TCA cycle, we repeated metabolic tracing with [U-^13^C]glucose in WT and 2E4 cells and focused on TCA intermediates. 2E4 cells demonstrated significant increases in ^13^C-enrichment of citrate and α-ketoglutarate (Fig. 3f, g). Consistent with the notion that increased TCA metabolism augments GSH synthesis, we observed increased [U-^13^C]glucose enrichment in glutamate and GSH in 2E4 mutants relative to WT cells (Fig. 3h, i). Together, these data indicate that *Snhg3* loss-of-function rewires mitochondrial glucose metabolism toward increased oxidative phosphorylation and GSH biogenesis, resulting in an expanded GSH pool.

To ascertain whether this increased oxidative phosphorylation was specific to glucose, we quantified oxidation of additional substrates that feed into the TCA cycle. Consistent with a general upregulation of oxidative phosphorylation, respiration of glutamine was also significantly higher in 2E4 cells compared to WT cells (Fig. 4a). In fatty acid oxidation assays using radiolabeled palmitate, 2E4 mutants liberated significantly more ^14^CO_2_ from [1-^14^C]palmitate than WT cells, despite similar fatty acid uptake between these cell lines (Fig. 4b, c). Enhanced fatty acid oxidation was associated with lower cellular triglyceride content under both basal and lipotoxic conditions (Fig. 4d). Thus, in addition to changes in cellular redox regulation, 2E4 cells have an enhanced capacity to dispose of excess fatty acids under lipotoxic conditions. Also consistent with augmented mitochondrial oxidative capacity, we observed greater abundance of cellular NAD+ and NADH in 2E4 cells (Fig. 4e, f). NAD+ pool size is linked to mitochondrial function during oxidative stress^33^. In line with this, 2E4 cells were protected from mitochondrial ROS following challenge with H_2_O_2_ (Fig. 4g). The reprogramming of mitochondrial metabolism in 2E4 cells occurred in the absence of increases in expression of fatty acid oxidation or TCA cycle enzymes, increases in mitochondrial abundance, or altered gross mitochondrial morphology (Supplementary Fig. 2).

**Fig. 4:**
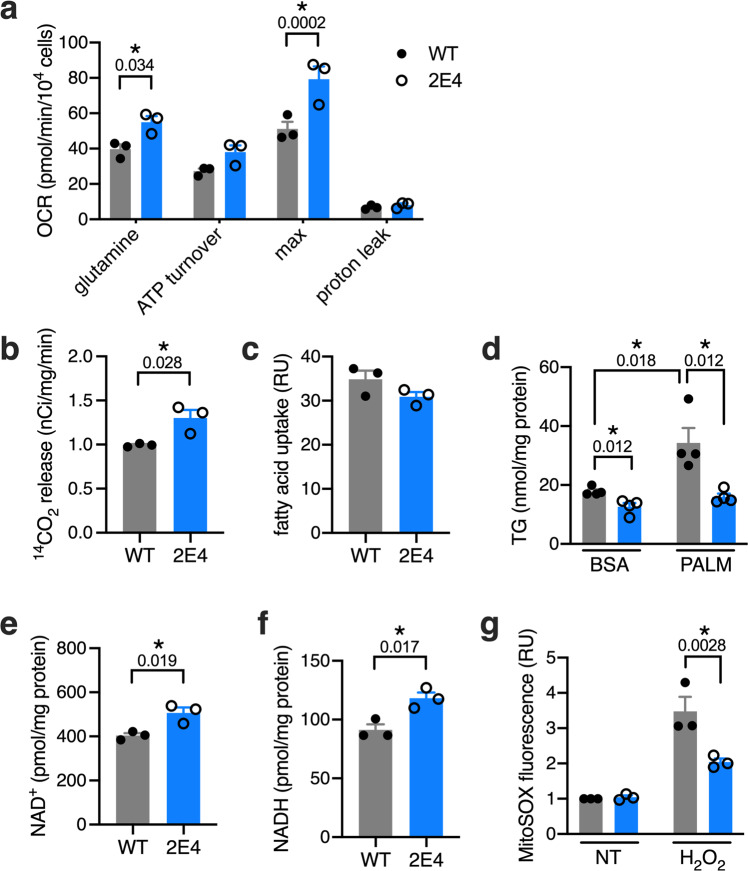
Augmented glutamine and fatty acid oxidation in 2E4 cells. **a** OCR in WT and 2E4 cells in XF base medium following introduction of glutamine. Oligomycin, FCCP, and antimycin used for calculation of ATP turnover, maximal respiration, and proton leak. **b** Fatty acid oxidation quantified by liberation of ^14^C-CO_2_ in cells incubated with [1-^14^C]palmitate. **c** BODIPY-labeled fatty acid uptake. **d** Triglyceride (TG) in cells treated with BSA or PALM for 16 h. **e**, **f** NAD+ (**e**) and NADH (**f**) in WT and 2E4 cells. **g** Mitochondrial superoxide (MitoSox) in cells treated with H_2_O_2_ for 1 h. Means + SE for *n* = 3 (**a**, **b**, **c**, **e**, **f**, **g**) or *n* = 4 (**d**) independent experiments. *p < 0.05 for indicated comparisons (with *p*-values above brackets) by two-way ANOVA with Sidak multiple comparisons test (**a**, **g**) or by unpaired two-tailed *t*-test (**b**–**f**). Source data are provided as a Source data file.

### Deficient rRNA processing remodels metabolism through mTOR

We next explored the mechanism through which SNORA73 deficiency leads to metabolic reprogramming. Although the canonical function of the box H/ACA class of snoRNAs is to direct isomerization of uridine to pseudouridine on nascent rRNAs, snRNAs, and tRNAs^34^, vertebrate SNORA73 and its yeast homolog snR30 are instead required for cleavage of pre-rRNAs during production of mature rRNAs^23^. However, we did not observe altered steady-state rRNA abundance in 2E4 cells, which are haploinsufficient for SNORA73 (Supplementary Fig. 3a, b). To evaluate the effects of SNORA73 deficiency on the kinetics of rRNA biosynthesis, we performed pulse-chase experiments with 5-ethynyl uridine (EU) to label newly synthesized rRNAs. During a 30 min pulse, compared to WT cells, 2E4 cells showed increased label incorporation into the 47/45S precursor species (Supplementary Fig. 3c). During a 6-h chase, the proportion of labeled 28S and 18S products steadily increased in WT cells (Supplementary Fig. 3d), whereas the proportion of labeled products failed to increase in 2E4 cells over the same time course (Supplementary Fig. 3e). These data are consistent with a model in which steady-state rRNA abundance is maintained in 2E4 cells in part through increased transcription of precursor rRNAs. The observation that labeled 28S and 18S increase over 6 h, while initial processing of the 47S rRNA precursor is essentially complete at 2 h is a function of the complex processing pathway that involves numerous endonucleolytic and exonucleolytic cleavages beyond the initial processing by SNORA73^35^. Inability to detect changes in the decay of the 47S rRNA species likely reflects the limited resolution of metabolic labeling in the setting of rapid *Xrn2*-mediated degradation of aberrantly cleaved pre-rRNAs^36^.

Ribosome biogenesis is a major energy-requiring pathway that is regulated by mTOR. In turn, defects in rRNA production activate mTOR signaling^37^. Because mTOR is also a master regulator of cellular energetics and metabolism^38^, we hypothesized that mTOR signaling might serve as a link between decreased SNORA73 and changes in cellular metabolism. Thus, we assessed signaling downstream of mTOR in WT and 2E4 cells. S6 kinase (S6K) phosphorylation at T389, a canonical target of mTORC1 signaling, was upregulated in 2E4 compared to WT cells after 16 h serum deprivation followed by administration of insulin (Fig. 5a). AKT phosphorylation at S473, mediated by mTORC2, is increased during oxidative stress where it orchestrates pro-survival responses^39,40^. We also observed increased AKT S473 phosphorylation in 2E4 relative to WT cells under both basal growth conditions and during treatment with H_2_O_2_ (Fig. 5b). In addition, expression of mTOR protein was increased in 2E4 mutants (Fig. 5c). Similarly, we observed that LNA-mediated knockdown of SNORA73 in normal human skin fibroblasts led to enhanced AKT phosphorylation, increased mTOR expression, and protection from metabolic stress (Supplementary Fig. 4). Consistent with the known function of mTOR to relieve inhibition of translational elongation and stimulate assembly of monosomes into polysomes, we observed a shift in the distribution of ribosomes toward polysomes in 2E4 cells compared to WT cells (Fig. 5d). Together, these results demonstrate that signaling pathways downstream of mTOR are activated by reduced SNORA73 expression in rodent and human cells.

**Fig. 5:**
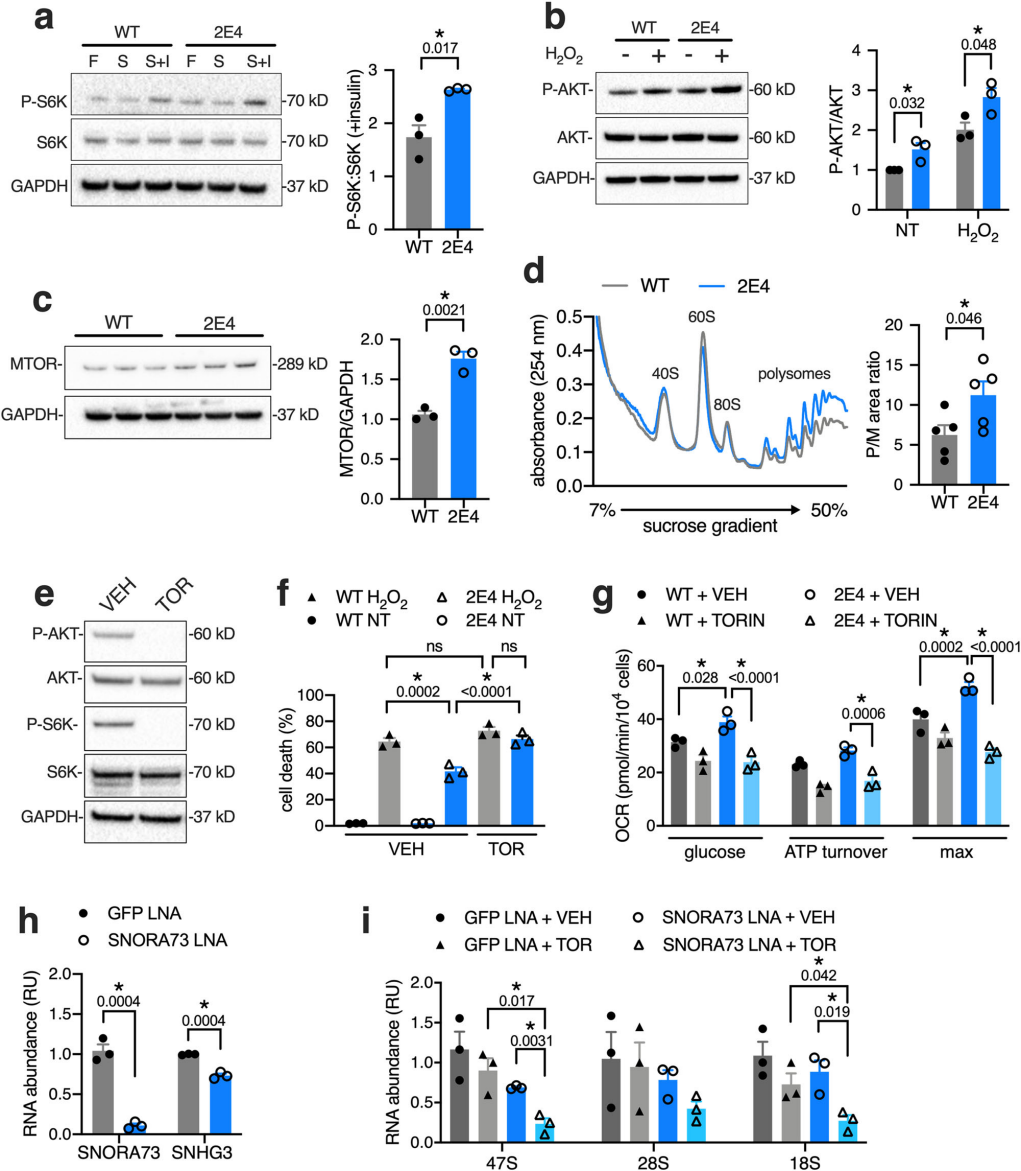
mTOR activation causes oxidative stress resistance, metabolic rewiring, and maintains rRNA production during SNORA73 deficiency. **a** Immunoblot of S6 kinase (S6K) and p-S6K (T389) in WT and 2E4 cells cultured 5% FBS medium (F), serum-free medium (S), or serum-free medium followed by treatment with insulin (S + I); quantification from independent experiments. **b** Immunoblot of AKT and p-AKT (S473) in cells treated with H_2_O_2_ with quantification. **c** Immunoblot of mTOR protein with quantification. **d** Representative polysome profiles of WT and 2E4 cells (left) with quantification of polysome to monosome peak areas (P/M ratio) for *n* = 5. **e** Representative immunoblot of P-AKT (S473), AKT, phospho-S6K (T389), S6K, and GAPDH in WT CHO cells treated for 24 h with vehicle (VEH, DMSO) or 250 nM Torin 1 (TOR). **f** Cell death in WT and 2E4 cells treated with H_2_O_2_ for 16 h in the presence of VEH or TOR. **g** OCR in XF base medium following introduction of 5 mM glucose in WT and 2E4 cells pre-treated with VEH or TOR for 24 h. **h** RT-qPCR of SNORA73 and SNHG3 lncRNA in WT cells treated with SNORA73 or GFP LNAs for 24 h. **i** RT-qPCR of 47S, 28S, 18S, and rRNAs following treatment of cells in (**h**) with TOR for 24 h. Immunoblots with quantification of independent experiments. Means + SE for *n* = 3 (**a**–**c**, **e**–**i**) or *n* = 5 (**d**). *p < 0.05 (unpaired *t*-test) for indicated comparisons (with *p*-values above brackets) by unpaired two-tailed *t*-test (**a**, **c**, **d**, **i**); by multiple unpaired *t*-tests with two-stage step-up method of Benjamini, Krieger, and Yuketieli (FDR 5%; **b**, **h**); or by one-way (**f**) or two-way (**g**) ANOVA with Tukey’s multiple comparisons test. ns, not significant. Source data are provided as a Source data file.

To determine the contributions of mTOR activity to the phenotype of cells deficient in SNORA73, we treated cells with 250 nM Torin 1 to inhibit the mTOR signaling axis (Fig. 5e). Torin 1 abrogated both resistance to H_2_O_2_-induced cell death (Fig. 5f) and increased glucose oxidation (Fig. 5g) in 2E4 cells relative to WT cells. Torin 1 treatment also unmasked deficiencies in processing of pre-rRNA and caused significant decreases in rRNAs in cells with knockdown of SNORA73 (Fig. 5h, i), indicating that maintenance of rRNA production during SNORA73 deficiency requires mTOR signaling. Our findings support a model in which deficiency of SNORA73 impairs rRNA biogenesis. Resulting low levels of 18S and 28S rRNA activate mTOR signaling to restore rRNA levels. In the process, mTOR signaling drives metabolic rewiring and leads to lipotoxicity resistance.

### SNORA73 regulates redox and lipid homeostasis in vivo

To extend our findings in vivo, we examined the effects of SNORA73 loss-of-function in the liver, where metabolic and oxidative stress responses are critical for organ homeostasis. We injected mice with LNAs targeting SNORA73 or GFP (control). Relative to control LNAs, SNORA73-1 and SNORA73-2 LNAs achieved 37% and 68% knockdown of SNORA73, respectively (Fig. 6a). In chow-fed animals, knockdown of SNORA73 in the liver led to higher NADPH levels, a lower NADP+:NADPH ratio, and a lower GSSG:GSH ratio, indicative of more robust antioxidant defenses (Fig. 6b–d, Supplementary Fig. 5a–d). We further examined in vivo effects of knockdown with SNORA73-2 LNA, which is more potent and does not alter expression of SNHG3 lncRNA (Fig. 6a). Knockdown of SNORA73 in the liver increased abundance of pre-rRNA, but did not impact abundance of 28S and 18S product species, leading to a higher 47S to 18S rRNA ratio (Fig. 6e, f). Consistent with our observations in SNORA73 haploinsufficient cells, SNORA73 knockdown increased AKT S473 phosphorylation and elevated mTOR expression in the livers of ad libitum-fed mice (Fig. 6g). Activation of mTOR signaling led to a concomitant shift of ribosome populations toward polysomes in the livers of mice treated with SNORA73 LNAs (Fig. 6h, i). Taken together, our findings demonstrate that loss of SNORA73 also activates mTOR signaling in vivo, and the associated increased transcription of precursor 47S rRNA species compensates to maintain wild-type levels of mature 18S and 28S rRNAs.

**Fig. 6:**
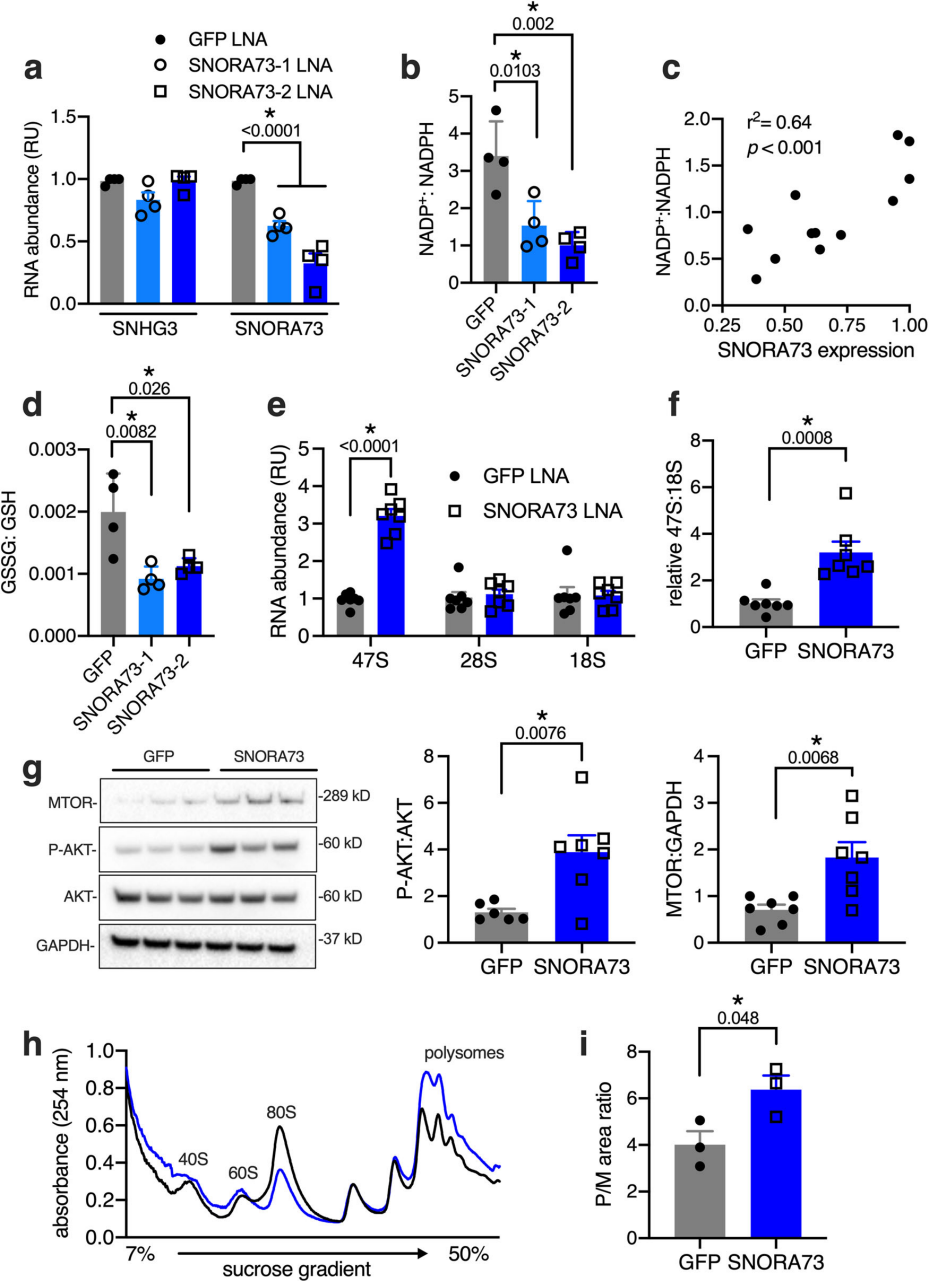
SNORA73 knockdown alters hepatic redox balance and activates mTOR. Analysis of livers of chow-fed mice treated with LNAs targeting SNORA73 (SNORA73-1, SNORA73-2) or GFP (control). **a** RT-qPCR of SNHG3 lncRNA and SNORA73 (*n* = 4 mice). **b** NADP+:NADPH (*n* = 4 mice). **c** NADP+:NADPH vs. SNORA73 expression (*n* = 12 mice). **d** GSSG:GSH (*n* = 4 mice). **e** RT-qPCR of 47S, 28S, and 18S rRNAs (*n* = 7 mice). **f**, Ratio of 47S to 18S rRNA (*n* = 7 mice). **g** Representative immunoblot of AKT, p-AKT (S473), and mTOR with quantification of P-AKT/AKT and mTOR for *n* = 7 mice (one outlier value excluded for p-AKT/AKT quantification with GFP LNA). **h**, **i** Representative polysome profiles (**h**) and quantification of polysome to monosome peak (P/M ratio, **i**) for *n* = 3 mice. Means + SE. *p < 0.05 for indicated comparisons (with *p*-values above brackets) by one-way (**b**, **d**) or two-way (**a**, **e**) ANOVA with Tukey’s multiple comparison test, or by unpaired two-tailed *t*-test (**f**, **g**, **i**). Source data are provided as a Source data file.

To determine whether SNORA73 knockdown impacted hepatic steatosis under conditions of lipid excess, mice fed a 60% high-fat diet (HFD) for 17 weeks were treated with SNORA73 or control LNA for the final four weeks of diet intervention. Levels of SNORA73 were unchanged by HFD and LNA targeting SNORA73 achieved 64% knockdown (Fig. 7a). Expression of SNHG3 was induced by HFD, and this was unaffected by SNORA73 LNA. HFD-fed mice were obese, and knockdown of SNORA73 did not impact body weight or liver mass, both of which were increased in HFD-treated mice (Fig. 7b, c). As expected, HFD-treated mice developed hepatic steatosis (Fig. 7d, e). However, liver triglycerides were reduced by 38% in animals receiving SNORA73 LNAs, indicating that depletion of SNORA73 can reverse hepatic steatosis in the setting of lipid overload. Together, our findings demonstrate that selective knockdown of SNORA73 in vivo is sufficient to recapitulate central phenotypic aspects of *Snhg3* mutant cells.

**Fig. 7:**
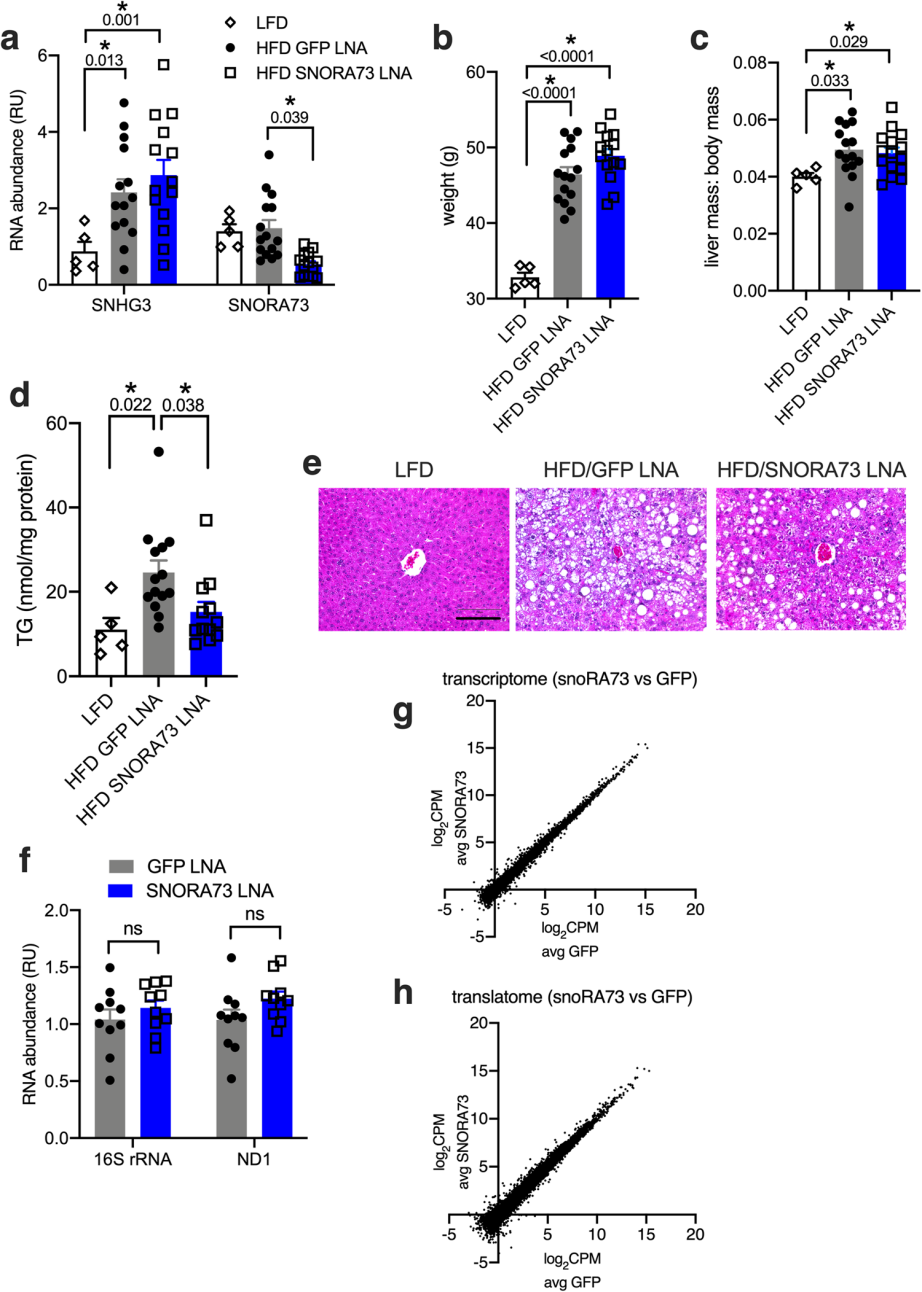
SNORA73 knockdown reduces hepatic steatosis. Mice fed a low-fat diet (LFD) or 60% high-fat diet (HFD) for 17 weeks were treated with LNAs targeting SNORA73 (SNORA73-2) or GFP (control) for the final 4 weeks of diet treatment. **a** RT-qPCR of SNHG3 lncRNA and SNORA73 in livers, **b** body weight, **c** liver mass to body mass ratio, **d** hepatic TG. **e** Representative H & E stained liver sections. Scale bar 150 µm. **f** Mitochondrial DNA (16S rRNA, mt-ND1) relative to nuclear DNA (HK2) by qPCR. **g**, **h** RNA-seq analysis of total RNA (**g**) and polysome RNA (**h**) from chow-fed animals treated with SNORA73 or GFP LNAs. For **a**–**d**, each data point derives from one mouse that received LFD (*n* = 5), HFD and GFP LNA (*n* = 15), or HFD and SNORA73 LNA (*n* = 15) with exclusion of data point outliers based on Grubbs or Rout test. For **f**, each data point derives from one mouse that received standard chow and either GFP LNA or SNORA73 LNA (*n* = 10 per group). For **g** and **h**, n = 4 mice for SNORA73 LNA and n = 4 mice for GFP LNA. Means + SE. *p < 0.05 for indicated comparisons (with *p*-values above brackets) by one-way (**b**, **d**) or two-way (**a**, **f**) ANOVA with Tukey’s (**a**) or Sidak (**f**) multiple comparison test or by unpaired two-tailed *t*-test (**c**). ns, not significant. Source data are provided as a Source data file.

It is well established that mTOR signaling has pleiotropic effects on mitochondrial metabolism that could contribute to increased disposal of excess lipid substrates. Mitochondrial biogenesis is unlikely the mechanism of increased mitochondrial metabolism^41^, because mitochondrial to nuclear DNA ratios were unchanged in SNORA73 knockdown versus control livers (Fig. 7f). Previous studies have shown that mTOR controls the abundance of mitochondrial oxidative function transcripts in skeletal muscle tissues and cells^42^. Thus, to comprehensively screen for changes in gene expression, we analyzed the transcriptomes of livers with SNORA73 knockdown vs. control from mice maintained on a chow diet (Fig. 7g, Supplementary Table I, *n* = 4 mice/condition). 

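Total RNA libraries were analysed from the livers of 10 chow-fed mice. Of these, 5 had received the GFP LNA as control (mice 1, 2, 3, 8 and 9) and 5 the SNORA73 LNA (mice 4, 6, 10, 11 and 12), where an LNA is an antisense oligonucleotide stabilized with locked nucleic acids. The mice were given 3 injections. For its chow diet study the paper states 3 mg/kg, given to mice aged 8 weeks. For its liver polysomes it states mice aged 10 weeks, after 1 week of LNA treatment. Which age at the first injection applies to the sequenced livers is not stated. The sample labels write the target as Snora37, and these libraries were taken as the SNORA73 LNA group because the only LNAs the paper describes in mice are those against GFP and SNORA73. The authors selected polyadenylated RNA, sequenced it as paired 100 bp reads, removed reads that aligned to rRNA, estimated the count of each Ensembl 102 transcript with kallisto 0.46.2 and summed transcripts to genes with tximport. The deposited values are these estimated counts, without normalization, and they were rounded to whole numbers before testing. The total per library ranged from 24098067 to 42023390 counts (median 31996106) with GFP LNA and from 20005389 to 29887649 counts (median 22543046) with SNORA73 LNA. The paper used 4 mice per group, and its reporting summary states that 1 sample of each group was excluded because it failed to cluster with its group in principal component analysis, without naming it. Each of the 25 ways of leaving out 1 mouse per group was therefore fitted with limma-voom and compared with the log2 fold changes in the paper's Supplementary Table 1. Without GFP LNA mouse 9 and SNORA73 LNA mouse 10, the median absolute difference over 140 genes was 0.0071, against 0.034 for the next nearest choice. Mouse 9 had 26425079 counts and mouse 10 had 22543046. Values are given first for the 8 remaining mice, taken as the paper's, and then for all 10. Genes with a CPM above 0.5 in at least 4 libraries were tested with edgeR's quasi-likelihood test after normalization by trimmed mean of M values (TMM), and p-values were adjusted by the Benjamini-Hochberg method (FDR). CPM values are scaled by the TMM factors, which were 1.03 to 1.07 in the GFP LNA libraries and 0.882 to 0.998 in the SNORA73 LNA libraries, without overlap. With scaling by library totals alone, the median log2 fold change of all genes over the 10 mice was −0.14. Snora73a had at most 1 count and Snora73b at most 4 counts in any total RNA library, so the knockdown itself could not be read from these libraries.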

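Over the paper's 8 mice, 72 of 13017 genes tested were higher in SNORA73 LNA livers at a log2 fold change of at least 0.5 and FDR under 0.05. Over all 10 mice, 4 of 13195 genes were higher, and 1141 genes in either direction had an unadjusted p under 0.05. Without any effect, a share of 0.05 of the genes tested is expected under that p, here and below. The choice of mice and test moved the count of genes higher most, to 75 genes with limma-voom over the 8 mice. All 93 genes called in either direction over the 8 mice had groups that did not overlap in log2 CPM. So did 7.41% of all genes tested, where chance gives 2.86% for mice that were not selected. Mice that failed to cluster had been left out, which favours groups that do not overlap. Over all 10 mice, 1.80% of genes tested had such groups, where chance gives 0.794%. Among the genes higher over the 8 mice, the 5 with the largest changes were Gm15387, Trio, Herc2, Pard3b and Obp2a. The 70 of the 72 genes with a known length had a median length of 88774.5 bp, against 22291 bp for the genes tested. Positions are those of the GRCm38.p6 assembly. Trio (ENSMUSG00000022263, chromosome 15, 27730649 to 28025848) had 0.756 ± 0.261 CPM (SD, n = 4) with GFP LNA and 4.19 ± 0.698 with SNORA73 LNA, a log2 fold change of 2.43 (standard error 0.24, adjusted p = 0.00211 from edgeR). Mouse 9 had 5.02 and mouse 10 had 4.02 CPM, and over all 10 mice the log2 fold change was 1.39 (adjusted p = 0.485 from edgeR). Herc2 (ENSMUSG00000030451, chromosome 7, 56050124 to 56231800) had 4.84 ± 0.794 CPM with GFP LNA and 21.1 ± 2.87 with SNORA73 LNA, a log2 fold change of 2.12 (standard error 0.14, adjusted p = 0.000131 from edgeR). Its CPM was 16.4 in mouse 9 and 18.5 in mouse 10, which brought the log2 fold change over all mice to 1.54 (adjusted p = 0.245 from edgeR). The log2 fold change of Pard3b (ENSMUSG00000052062, chromosome 1, 61638667 to 62642284) fell from 1.94 (adjusted p = 0.00433 from edgeR) over the 8 mice to 1.32 (adjusted p = 0.357) over all mice, with 3.69 CPM in mouse 9 and 2.81 in mouse 10. Obp2a (ENSMUSG00000062061, chromosome 2, 25697577 to 25703326) kept its size, with a log2 fold change of 1.71 (adjusted p = 0.0224 from edgeR) over the 8 mice and 1.86 (adjusted p = 0.0518) over all, and 0.253 and 1.91 CPM in mice 9 and 10. The genes higher over all 10 mice were Gm15387, Gm5641, Stab2 and Virma. Gm15387 (ENSMUSG00000082585, chromosome 15, 74093154 to 74094473) is a pseudogene whose reads may be shared with other genes. In total RNA it had no count in any GFP LNA library, mouse 9 included. With SNORA73 LNA it had 50 to 278 counts there, and 125 in mouse 10. Against a floor of 3 counts (0.0963 CPM by library totals without TMM), it was at least 79.6-fold higher over the 10 mice (adjusted p = 0.0375 from edgeR). In polysome RNA of the same livers, however, it had 1067 to 1970 counts with GFP LNA and 843 to 3753 with SNORA73 LNA. The zeros, and this fold, may therefore come from how shared reads were assigned. Gm5641 (ENSMUSG00000069014, chromosome 3, 54481415 to 54482925), also a pseudogene, had a log2 fold change of 0.96 over the 8 mice and 0.93 over all (adjusted p = 0.00446 from edgeR), with 71.3 CPM in mouse 9 and 124 in mouse 10. Stab2 (ENSMUSG00000035459, chromosome 10, 86841194 to 87008038) changed by 1.23 over the 8 mice and 1.06 over all (adjusted p = 0.0497 from edgeR), with 8.03 and 11.0 CPM in mice 9 and 10. For Virma (ENSMUSG00000040720, chromosome 4, 11485958 to 11551143) these values were 0.87 and 0.81 (adjusted p = 0.0414 from edgeR), with 11.1 and 17.1 CPM. With each mouse left out in turn, 1 to 49 genes were higher, 49 being the count without mouse 9.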

There were 74 transcriptionally upregulated genes (log_2_ ≥ 0.50, FDR < 0.05). In pathway analyses, genes related to transmembrane receptor protein phosphatase activity, cell adhesion, and cell–cell junctions were over-represented. 

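The gene lists behind the paper's pathway terms were not used here, and gene families chosen by symbol stood in for them. The paper found those terms over-represented in these same livers. Tests of the families here are therefore not independent evidence for them. Of the 12 receptor-type protein tyrosine phosphatase genes tested (symbols beginning with Ptpr), 3 were among the 72 genes higher over the paper's 8 mice, where 0.0664 would be expected (two-sided Fisher's exact test, p = 3.44e-05, adjusted p = 0.000138 over 4 families). Against a background of 4768 genes limited by mean CPM and length, this p was 0.000190 (Fisher's exact test). That background held genes within the mean CPM range of the genes called and no shorter than the lower quartile of their lengths. It was not matched gene by gene, so the test does not exclude gene length. The 3 genes were Ptprg, Ptprk and Ptprd, with log2 fold changes of 1.62 (adjusted p = 0.00229 from edgeR), 0.65 (adjusted p = 0.0179) and 0.64 (adjusted p = 0.0410). None of the 16 cadherin superfamily, 19 integrin or 8 claudin genes tested was among the 72. These families do not stand for all genes of the paper's adhesion and junction terms. Pard3, Pard3b, Magi1, Cgn, Cadm1, Pkp4 and Lpp lie outside them and were among the 72. Their log2 fold changes were 0.97, 1.94, 1.16, 0.84, 0.66, 0.62 and 0.95. They were picked after their values were seen, and their membership of the paper's terms was not tested. None of the 4 genes higher over all 10 mice belonged to any of these families, and the log2 fold changes of Ptprg, Ptprk and Ptprd were 0.96, 0.57 and 0.38 (adjusted p = 0.494, 0.245 and 0.587 from edgeR). As a set, the Ptpr genes were shifted upward over the 8 mice (limma camera with an inter-gene correlation of 0.01, adjusted p = 6.30e-05, median log2 fold change 0.32, 8 of 12 genes higher) and over all 10 (adjusted p = 0.0169, median 0.19, 7 of 12 genes higher). The estimate of the correlation between genes moved this result most. With the correlation estimated from the data, the adjusted p from limma camera was 0.186 over the 8 mice and 0.874 over all 10. The sets of cadherins, integrins and claudins had adjusted p-values from limma camera of at least 0.179 over the 8 mice and at least 0.452 over all 10.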

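Fewer genes fell than rose in SNORA73 LNA livers when counts were scaled by TMM. Over all 10 mice, 654 genes were higher and 487 lower at an unadjusted p under 0.05. With library totals this balance reversed, to 197 higher and 1893 lower. Over the paper's 8 mice, 21 genes were lower at FDR under 0.05, of which 20 fell by at least 0.5 on the log2 scale. No gene was lower at this FDR over all 10 mice, while 487 were lower at an unadjusted p under 0.05. The largest falls over the 8 mice were those of Slc13a5, Gm47626, Gm48765, Gbp10 and Cdkn1a. Slc13a5 (ENSMUSG00000020805, chromosome 11, 72241990 to 72267295) had 1.86 ± 0.700 CPM (SD, n = 4) with GFP LNA and 0.440 ± 0.247 with SNORA73 LNA, a log2 fold change of −2.14 (standard error 0.38, adjusted p = 0.0321 from edgeR). With 0.687 CPM in mouse 9 and 4.93 in mouse 10, it was −0.34 (standard error 0.72, adjusted p = 0.931 from edgeR) over all mice. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722) had 16.3 ± 3.68 CPM with GFP LNA and 6.55 ± 2.21 with SNORA73 LNA, a log2 fold change of −1.32 (standard error 0.22, adjusted p = 0.0267 from edgeR). Its CPM was 3.11 in mouse 9, below all 4 other GFP LNA mice, and 35.1 in mouse 10, above all other mice, and over the 10 mice the log2 fold change was −0.17 (adjusted p = 0.964 from edgeR). Gbp10 (ENSMUSG00000105096, chromosome 5, 105215699 to 105239533) changed by −1.43 (adjusted p = 0.00994 from edgeR) over the 8 mice and by −0.77 (adjusted p = 0.662) over all, with 1.66 CPM in mouse 9 and 7.44 in mouse 10. The unplaced transcripts Gm47626 (ENSMUSG00000112557) and Gm48765 (ENSMUSG00000114407) changed by −2.09 (adjusted p = 0.0124 from edgeR) and −1.47 (adjusted p = 0.0179) over the 8 mice. Over all mice these were −1.67 (adjusted p = 0.215) and −1.17 (adjusted p = 0.250), with 0.398 and 0.868 CPM in mouse 9 and 0.402 and 1.01 in mouse 10. Gm47626 had at most 40 counts in any library.

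**Figure D1:**
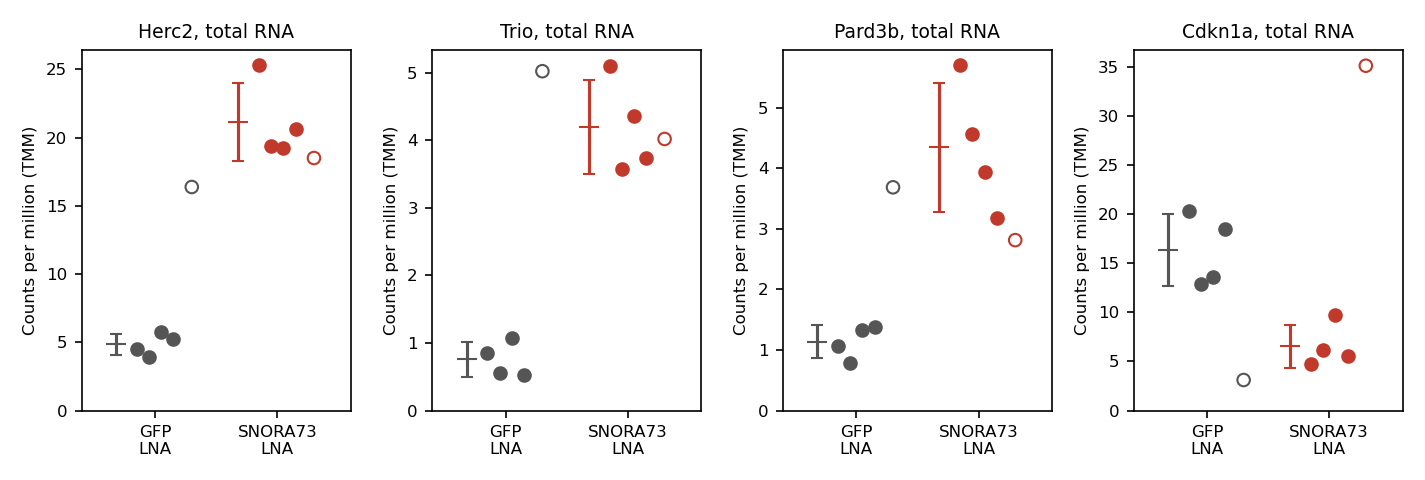
CPM (scaled by TMM, linear axis from 0) of Herc2, Trio, Pard3b and Cdkn1a in total RNA of GFP LNA and SNORA73 LNA livers. Filled circles are the 4 mice per group used in the paper, open circles are mouse 9 (GFP LNA) and mouse 10 (SNORA73 LNA), and the horizontal mark and bar are the mean and SD of the 4. For Herc2, mouse 9 had 16.4 CPM against 3.91 to 5.72 in the other GFP LNA mice.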

There were 20 transcriptionally downregulated genes (log_2 _< 0, FDR < 0.05). 

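The genes lower over the paper's 8 mice included Gbp6, Gbp10, Ifit1, Irgm2, Isg15, Ly6a and Zbp1, as well as Irs2, Gclc and Alms1, chosen from the 21 after their values were seen. Gbp6 had a log2 fold change of −1.01 (adjusted p = 0.0010 from edgeR) over the 8 mice and −0.33 (adjusted p = 0.852) over all 10. Ifit1 changed by −0.72 (adjusted p = 0.0246 from edgeR) and −0.31 (adjusted p = 0.783), and Isg15 by −0.74 (adjusted p = 0.0482 from edgeR) and −0.32 (adjusted p = 0.792). Zbp1 changed direction, from −0.82 (adjusted p = 0.0396 from edgeR) over the 8 mice to 0.21 (adjusted p = 0.935) over all. For Irs2 the log2 fold changes were −0.95 (adjusted p = 0.0267 from edgeR) and −0.49 (adjusted p = 0.714), and for Irgm2 −0.49 and −0.23. Over all mice Ly6a, Gclc and Alms1 kept most of their change, at −0.75, −0.55 and −1.01 against −0.91, −0.62 and −1.11 over the 8. Their adjusted p over all 10 mice was 0.235, 0.357 and 0.184 from edgeR. A list of 5 interferon-response genes set in advance (Ifit1, Ifit3, Isg15, Oasl1 and Rsad2) had a mean log2 CPM of 3.70 to 4.15 in the 4 GFP LNA mice used in the paper and 3.22 to 3.56 in the 4 SNORA73 LNA mice. The difference between the groups was −0.59 (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). Mouse 9 lay at 3.44, among the SNORA73 LNA mice, and mouse 10 at 4.21, above every GFP LNA mouse. With mice 9 and 10 the difference was −0.32 (exact permutation test, p = 0.190, adjusted p = 0.267 over 14 scores).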

Pathways related to cytokine responses, response to hormone, and alpha-actinin binding were over-represented in this group. 

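The genes mt-Nd6 and Pparg are listed in the files as ENSMUSG00000064368 and ENSMUSG00000000440. In GRCm38.p6, mt-Nd6 spans 13552 to 14070 of the mitochondrial genome and overlaps the end of mt-Nd5 (11742 to 13565). The libraries were stranded, and the methods do not state whether kallisto used the strand. The split of reads between these overlapping genes is therefore uncertain. Polyadenylated RNA was selected for these libraries, and how well mt-Nd6 is captured by that selection was not examined. Its counts may therefore not follow its abundance. Over the paper's 8 mice, mt-Nd6 had 1279 ± 89.8 CPM (SD, n = 4) with GFP LNA and 2599 ± 707 with SNORA73 LNA, a log2 fold change of 1.02 (standard error 0.17, adjusted p = 0.0249 from edgeR). Every SNORA73 LNA mouse (2099 to 3609 CPM) lay above every GFP LNA mouse (1182 to 1397 CPM). Mouse 9 had 1762 CPM and mouse 10 had 2340 CPM. The groups still did not overlap over all 10 mice, and the log2 fold change was 0.89 (standard error 0.17, adjusted p = 0.184 from edgeR). Pparg lies on chromosome 6 from 115360879 to 115490404. Its CPM was 4.70 ± 0.322 with GFP LNA and 2.81 ± 0.441 with SNORA73 LNA over the 8 mice, a log2 fold change of −0.73 (standard error 0.14, adjusted p = 0.0467 from edgeR). It was 2.71 in mouse 9, below the other 4 GFP LNA mice, and 1.96 in mouse 10, the lowest of all mice. Over the 10 mice the groups overlapped, and the log2 fold change was −0.70 (standard error 0.19, adjusted p = 0.357 from edgeR). With each mouse left out in turn, the log2 fold change stayed between 0.72 and 0.98 for mt-Nd6 and between −0.83 and −0.61 for Pparg.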

Among genes related to mitochondrial metabolism, we observed upregulation of mt-ND6 (1.97-fold) and downregulation of PPARγ (−1.67-fold). Expression of mt-ND6 is critical for mitochondrial complex IV activity in skeletal muscle^43^ and disruption of hepatic PPARγ improves hepatic steatosis in ob/ob mice^44^, prompting us to consider whether changes in these mRNAs might underlie enhanced mitochondrial metabolism and decreased steatosis. Nonetheless, the changes we observed in abundance of these protein-coding transcripts are of uncertain significance in the absence of corresponding changes for these genes in the translatome (see below). 

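In RNA recovered from the polysomes of the same livers, mt-Nd6 had 1562 ± 425 CPM (SD, n = 4) with GFP LNA and 2913 ± 872 with SNORA73 LNA over the paper's 8 mice. The groups overlapped, and the log2 fold change was 0.90 (standard error 0.24, adjusted p = 0.145 from edgeR). Mouse 9 had 2039 CPM and mouse 10 had 2055 CPM, and over all 10 mice the log2 fold change was 0.73 (standard error 0.23, adjusted p = 0.218 from edgeR). The change in polysome RNA beyond that in total RNA, tested as an interaction in one edgeR model over all 20 libraries, was −0.17 for mt-Nd6 (standard error 0.30) and −0.26 for Pparg (standard error 0.30) on the log2 scale, with an adjusted p of 1.00 for each. With the mouse number as a replicate block these values were −0.16 (standard error 0.15, adjusted p = 0.811 from edgeR) and −0.25 (standard error 0.24, adjusted p = 0.809). Whether reads of mt-Nd6, a mitochondrially encoded gene, in the polysome fractions came from RNA under translation was not tested.

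**Figure D2:**
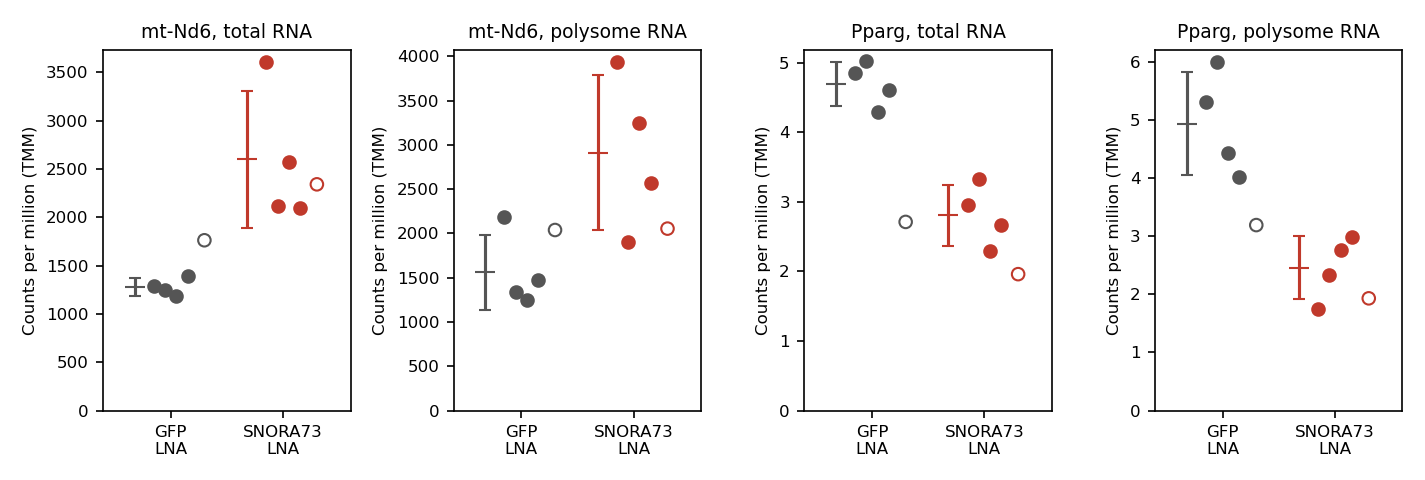
CPM (scaled by TMM, linear axis from 0) of mt-Nd6 and Pparg in total and polysome RNA of GFP LNA and SNORA73 LNA livers. Filled circles are the 4 mice per group used in the paper, open circles are mouse 9 (GFP LNA) and mouse 10 (SNORA73 LNA), and the horizontal mark and bar are the mean and SD of the 4. For mt-Nd6 in polysome RNA, GFP LNA mice reached 2184 CPM and the lowest SNORA73 LNA mouse had 1905 CPM.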

Abundance of mRNAs for other metabolic transcription factors, enzymes, and oxidative phosphorylation complexes was not significantly changed.

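All 140 metabolic genes listed in the paper's Supplementary Table 1 passed the filter in total RNA. In the paper's 8 mice, 3 of them had an FDR under 0.05 over all genes tested, namely mt-Nd6, Pparg and Foxo3. Adjusted over the list alone, 6 genes passed, and 18 had an unadjusted p under 0.05. Over all 10 mice, 0 genes passed over all genes tested and 2 over the list alone, and 8 had an unadjusted p under 0.05. Foxo3 (ENSMUSG00000048756, chromosome 10, 42181845 to 42276695) had 18.7 ± 1.23 CPM (SD, n = 4) with GFP LNA and 25.6 ± 0.956 with SNORA73 LNA, a log2 fold change of 0.45 (standard error 0.085, adjusted p = 0.0400 from edgeR). Mouse 9 had 26.2 CPM and mouse 10 had 13.5 CPM, each nearer the other group, and over all mice the log2 fold change was 0.20 (standard error 0.18, adjusted p = 0.809 from edgeR). Over the 8 mice, 102 of the 140 genes were higher and 38 lower, with a median log2 fold change of 0.08. Over all mice, 84 were higher and 56 lower, with a median of 0.03, and with library totals in place of TMM 113 of them were lower. By class, 28 of 31 complex I genes were higher over the 8 mice (median 0.14) and 24 of 31 over all mice (median 0.06). For the 13 ATP synthase genes the medians were 0.10 and 0.03, and for the 14 complex IV genes 0.09 and 0.0011. Among the 12 mitochondrially encoded protein genes, log2 fold changes over the 8 mice ran from −0.23 (mt-Atp8) to that of mt-Nd6. Ndufb7 (ENSMUSG00000033938, chromosome 8, 83566758 to 83571623) changed by 0.43 (adjusted p = 0.0865 from edgeR) over the 8 mice and by 0.35 (adjusted p = 0.378) over all, with 59.7 CPM in mouse 9 and 58.6 in mouse 10. Ndufb10 (ENSMUSG00000040048, chromosome 17, 24722060 to 24724423) changed by 0.30 (adjusted p = 0.177 from edgeR) and 0.20 (adjusted p = 0.715), with 125 and 101 CPM in these mice. Tested as a set with limma camera, the whole list was shifted upward over the 8 mice (adjusted p = 0.000946) and not over all 10 (adjusted p = 0.681). With the inter-gene correlation estimated from the data, the adjusted p over the 8 mice was 0.616.

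**Figure D3:**
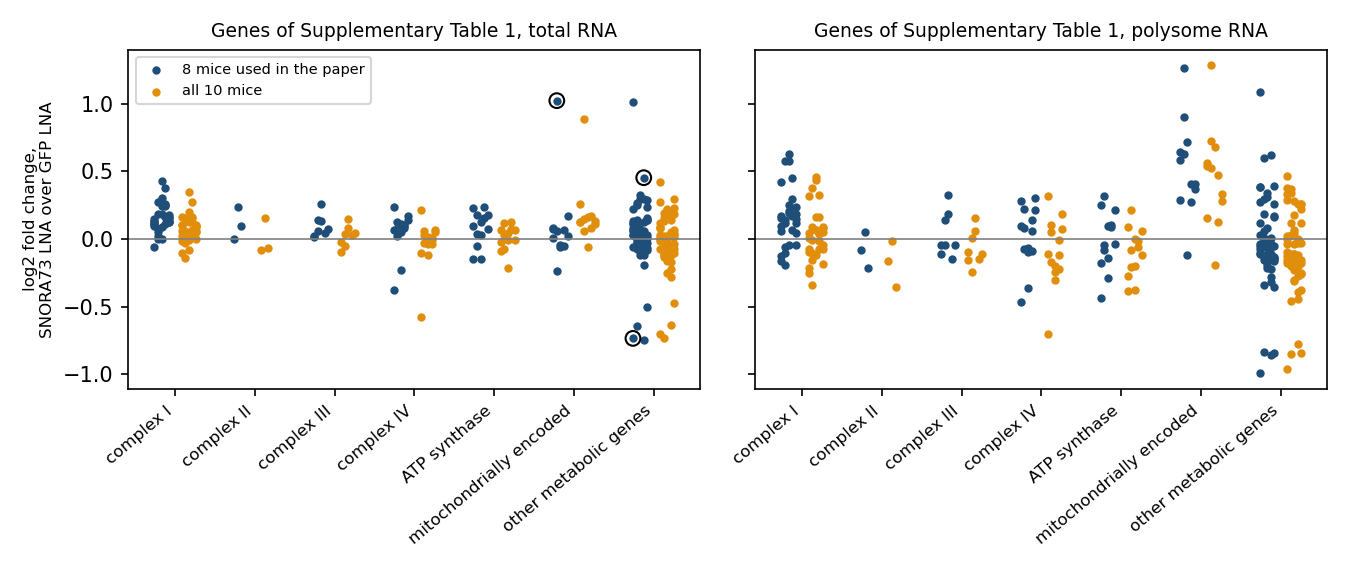
Log2 fold change (SNORA73 LNA over GFP LNA) of each of the 140 genes in Supplementary Table 1, by class, in total RNA (left) and polysome RNA (right). Each point is a gene, blue from the 8 mice used in the paper and orange from all 10 mice, and black circles mark FDR under 0.05. The only circled genes are mt-Nd6, Foxo3 and Pparg, in total RNA from the 8 mice.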

mTOR activation can also act downstream of transcription to increase translation of mRNAs that promote mitochondrial oxidative function^45^. 

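Polysome RNA libraries were made from the same 10 livers at 10 weeks of age. The authors recovered RNA from the polysome fractions of sucrose gradients after cycloheximide injection, treated it with heparinase and processed it from polyadenylated selection to estimated gene counts as for total RNA. Library totals ranged from 17751846 to 33824659 counts (median 23851776) with GFP LNA and from 14852951 to 24905687 counts (median 20084750) with SNORA73 LNA, with 23851776 in mouse 9 and 24905687 in mouse 10. The 4 mice per group used by the paper were sought separately for polysome RNA, and the same mice were found. Without mice 9 and 10, the median absolute difference from the log2 fold changes in Supplementary Table 1 was 0.0033, against 0.053 for the next nearest choice. The tests, filters and thresholds were those used for total RNA. Mitochondrially encoded genes made up 2.06% to 3.05% of counts with GFP LNA and 1.76% to 3.89% with SNORA73 LNA, against 11.2% to 15.4% and 11.6% to 13.2% in total RNA. With scaling by library totals in place of TMM, the median log2 fold change of all genes was −0.17.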

To address the possibility that mTOR activation of translation may drive enhanced mitochondrial metabolism, independent of transcriptional regulation, we sequenced polysomal RNAs from the livers of SNORA73 and control LNA-treated mice (Fig. 7h, Supplementary Table I). 

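Of 12825 genes tested in polysome RNA over the paper's 8 mice, 27 were higher in SNORA73 LNA livers. Over all 10 mice, 2 of 13060 genes were higher, Anp32b and Smarce1, and 1755 genes in either direction had an unadjusted p under 0.05. A single fit of all 20 libraries moved this count most, to 221 genes. The largest changes over the 8 mice were in Pard3b, Orm3, Trio, Hdac8 and Herc2. Orm3 (ENSMUSG00000028359, chromosome 4, 63356069 to 63359506) had 0.645 ± 0.173 CPM (SD, n = 4) with GFP LNA and 3.42 ± 0.830 with SNORA73 LNA, a log2 fold change of 2.40 (standard error 0.30, adjusted p = 0.00977 from edgeR). Mice 9 and 10 had 9.95 and 13.3 CPM, each above every other mouse, and over all mice the log2 fold change was 1.12 (standard error 0.80, adjusted p = 0.587 from edgeR). Hdac8 (ENSMUSG00000067567, chromosome X, 102284638 to 102505381) changed by 2.19 (standard error 0.35, adjusted p = 0.0367 from edgeR) over the 8 mice and by 1.48 (standard error 0.45, adjusted p = 0.203) over all, with 2.65 CPM in mouse 9 and 1.66 in mouse 10. Pard3b, Trio and Herc2 changed in polysome RNA by 2.70, 2.24 and 2.14 (adjusted p = 0.0306, 0.0231 and 0.00977 from edgeR) over the 8 mice and by 1.94, 1.44 and 1.62 (adjusted p = 0.162, 0.216 and 0.0990) over all. Their CPM was 5.14, 3.07 and 18.0 in mouse 9 and 3.46, 2.43 and 18.6 in mouse 10. Anp32b (ENSMUSG00000028333, chromosome 4, 46450926 to 46472657) had 89.7 to 129 CPM with GFP LNA and 250 to 684 with SNORA73 LNA over the 8 mice, a log2 fold change of 1.90 (standard error 0.28, adjusted p = 0.0251 from edgeR). With 132 CPM in mouse 9 and 342 in mouse 10, it was 1.79 (standard error 0.25, adjusted p = 0.0437 from edgeR) over all mice. Smarce1 (ENSMUSG00000037935, chromosome 11, 99209047 to 99231017) changed by 1.01 and 1.03 (adjusted p = 0.0306 and 0.0437 from edgeR), with 29.1 and 63.4 CPM in mice 9 and 10. Of the 27 genes higher in polysome RNA over the 8 mice, 19 were also among those higher in total RNA. The receptor phosphatase genes Ptprg and Ptprk were among the 27 (log2 fold changes 1.85 and 0.78). They were 2 of 11 Ptpr genes tested where 0.0232 would be expected (two-sided Fisher's exact test, p = 0.000232, adjusted p = 0.000928 over 4 families). This family was chosen from the paper's report on these livers, so the test is not independent evidence. None of the 15 cadherin, 18 integrin or 8 claudin genes tested was among them, and over all 10 mice neither gene higher was in these families. Pard3, Pard3b, Magi1, Pkp4 and Lpp, which lie outside these families, were among the 27. As a set, the Ptpr genes had an adjusted p of 0.00224 over the 8 mice (median log2 fold change 0.56, 8 of 11 genes higher) and 0.00915 over all (median 0.44, 7 of 11 genes higher) from limma camera. With the inter-gene correlation estimated from the data these were 0.0882 and 0.234.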

There were 30 genes whose translation was upregulated (log_2_ ≥ 0.5 FDR < 0.05), and in pathway analyses, genes related to transmembrane receptor protein phosphatase activity and cell adhesion were enriched. 

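In polysome RNA, 4 genes were lower over the paper's 8 mice at FDR under 0.05, Dnaic1, Enho, Frg2f1 and Gm10319. With all 10 mice 0 genes were lower, with 695 lower at an unadjusted p under 0.05. The number lower was 3 with limma-voom over the 8 mice and up to 75 in the single fit of all libraries. Dnaic1 (ENSMUSG00000061322, chromosome 4, 41569647 to 41638158) had 4.19 ± 0.717 CPM (SD, n = 4) with GFP LNA and 0.941 ± 0.244 with SNORA73 LNA, a log2 fold change of −2.15 (standard error 0.27, adjusted p = 0.00977 from edgeR). It had 0.664 CPM in mouse 9 and 3.23 in mouse 10, and the log2 fold change over all mice was −1.29 (standard error 0.51, adjusted p = 0.298 from edgeR). Enho (ENSMUSG00000028445, chromosome 4, 41638144 to 41640302) overlaps the end of Dnaic1, so their reads may be shared. It changed by −1.32 (standard error 0.22, adjusted p = 0.0402 from edgeR) over the 8 mice and −0.89 (standard error 0.34, adjusted p = 0.291) over all, with 16.1 CPM in mouse 9 and 40.5 in mouse 10. Frg2f1 (ENSMUSG00000087385, chromosome 4, 119530308 to 119538769) changed by −1.20 (standard error 0.20, adjusted p = 0.0402 from edgeR) and −1.14 (standard error 0.21, adjusted p = 0.0823), with 3.07 and 1.89 CPM in mice 9 and 10. Gm10319 (ENSMUSG00000071204, chromosome 6, 122136628 to 122150958), a transcribed pseudogene whose reads may be shared with other genes, changed by −0.94 (standard error 0.12, adjusted p = 0.00977 from edgeR) and −0.86 (standard error 0.17, adjusted p = 0.0857), with 16.4 and 13.3 CPM. Of the 4 genes, Enho and Gm10319 were also lower in total RNA over the 8 mice.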

Translation was downregulated (log_2_ < 0; FDR < 0.05) for only 3 genes (pathway analysis not performed). Among genes related to mitochondrial metabolism, none were significantly upregulated in the polysomes (FDR < 0.05). 

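All 140 genes of Supplementary Table 1 passed the filter in polysome RNA, and 0 had an FDR under 0.05 over the paper's 8 mice, adjusted over all genes tested or over the list alone. With an unadjusted p under 0.05 there were 22. The counts over all 10 mice were likewise 0, with 21 genes at an unadjusted p under 0.05. DESeq2 over all 10 mice called 4 genes of the list and the single fit of all libraries 3, in either direction. Over the 8 mice 73 genes were higher and 67 lower (median log2 fold change 0.04), and over all mice 59 were higher and 81 lower (median −0.04). With library totals in place of TMM 32 were higher and 108 lower over all mice (median −0.20), with 46 genes at an unadjusted p under 0.05 and 5 passing when adjusted over the list alone. The largest rise was that of mt-Atp8, by 1.27 (standard error 0.61, adjusted p = 0.379 from edgeR) over the 8 mice and 1.28 (standard error 0.51, adjusted p = 0.303) over all. Ndufb7 and Ndufb10 rose by 0.63 and 0.58 (adjusted p = 0.137 and 0.111 from edgeR) over the 8 mice and by 0.46 and 0.44 (adjusted p = 0.275 and 0.246) over all, with 209 and 270 CPM in mouse 9 and 183 and 244 CPM in mouse 10. Foxo3 rose by 0.62 (adjusted p = 0.123 from edgeR) and 0.26 (adjusted p = 0.669), with 33.4 and 15.7 CPM in mice 9 and 10. Of the 12 mitochondrially encoded protein genes, 11 were higher over the 8 mice and over all 10, with a median log2 fold change of 0.50 in both. As a set these had an adjusted p of 0.00791 over the 8 mice and 0.00915 over all 10 from limma camera. With the inter-gene correlation estimated from the data, the adjusted p was 0.800 and 0.728. Whether reads of mitochondrially encoded genes in the polysome fractions came from RNA under translation was not tested. These values therefore cannot be read as changes in their translation. Complex I genes had an adjusted p of 0.00869 from limma camera over the 8 mice (24 of 31 higher, median 0.15) and 0.836 over all 10.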

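In polysome RNA, Pparg had 4.94 ± 0.887 CPM (SD, n = 4) with GFP LNA and 2.46 ± 0.548 with SNORA73 LNA over the paper's 8 mice. All 4 SNORA73 LNA mice (1.75 to 3.00 CPM) lay below the 4 GFP LNA mice (4.02 to 6.00 CPM). The log2 fold change was −0.99 (standard error 0.23, adjusted p = 0.108 from edgeR). Mouse 9 had 3.19 CPM and mouse 10 had 1.93 CPM, and over all 10 mice the groups still did not overlap, with a log2 fold change of −0.96 (standard error 0.22, adjusted p = 0.118 from edgeR). Over the alternatives tried, the log2 fold change ran from −1.11 to −0.84 and the adjusted p from 0.0117 to 0.288. It was under 0.05 with DESeq2 (0.0117) and in the single fit of all libraries.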

While we observed a trend for reduced translation of PPARγ in SNORA73 LNA-treated livers (−1.99-fold), this did not reach statistical significance (FDR > 0.1). Thus, in contrast to findings in cultured breast cancer and embryonic fibroblast cell lines, we did not find broad genome-wide changes in gene expression that are likely to underlie increases in mitochondrial oxidative function. This suggests that mTOR signaling in our model impacts metabolism downstream of gene expression, through signaling nodes such as AKT that converge on the mitochondria^46,47^.

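Over the paper's 8 mice, 93 of 13017 genes in the transcriptome and 31 of 12825 genes in the translatome passed the thresholds, 19 of them higher and 2 lower in both. When all 10 mice were used, 4 and 2 genes passed, none in both. The log2 fold changes in total and polysome RNA correlated across genes. The r was 0.560 over the 8 mice (12545 genes) and 0.583 over all (12736 genes), and genes are not independent replicates. Both RNAs came from the same livers, so differences between mice alone can raise r. The r to be found without an effect of the LNA was not obtained. Of the 93 genes, 92 kept their direction over all 10 mice, 69 had an unadjusted p under 0.05 and 4 an FDR under 0.05. For the 31 genes these counts were 31, 30 and 2. The 10 mice include the 8 on which these genes were called, so kept directions and small p-values are favoured and are not independent evidence. A change in polysome RNA beyond that in total RNA was tested as an interaction over all 20 libraries in edgeR. Without the mouse number as a replicate block, 1 of 13795 genes had an FDR under 0.05, Gm15387. At an unadjusted p under 0.05 there were 401 genes, fewer than the share of 0.05 expected without any effect. With the mouse number as a replicate block, 1 gene passed, Anp32b, by 1.28 on the log2 scale (standard error 0.17, adjusted p = 0.0349 from edgeR), with 1108 genes at an unadjusted p under 0.05. The pairing rests on the mouse numbers. Deviations of total and polysome libraries of the same mouse from their group means had a mean correlation of 0.396 across genes (0.127 to 0.635 over 10 mice). No gene passed over the paper's 8 mice with or without the block, with 952 and 409 genes at an unadjusted p under 0.05. Of the metabolic gene sets tested with limma camera in total RNA, complex I was shifted upward over the 8 mice (adjusted p = 8.48e-06, 29 of 31 genes higher by limma-voom, on which camera was run, where edgeR had 28) and not over all 10 (adjusted p = 0.120, 22 of 31 genes higher by limma-voom and 24 by edgeR). The mitochondrially encoded genes had an adjusted p of 0.234 over the 8 mice and 0.0494 over all (median 0.13, 11 of 12 genes higher). With the inter-gene correlation estimated from the data, complex I had an adjusted p of 0.542 over the 8 mice, and no metabolic set passed 0.05 in either RNA over either set of mice. The paper reports no broad changes across the genome that would be likely to underlie the increased mitochondrial oxidative function, and proposes that mTOR signaling acts downstream of gene expression.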

### Knockdown of SNORA73 ameliorates diet-induced lipotoxicity

In cultured cells, knockdown or haploinsufficiency of SNORA73 protects against lipid-induced oxidative stress and cell death. While the 60% HFD-fed model develops steatosis, this is well-tolerated up to 19 weeks, without robust inflammation or progression to fibrosis^48^. To test whether knockdown of SNORA73 protects against lipid-induced liver injury, we examined the effects of SNORA73 knockdown in mice fed a methionine- and choline-deficient diet (MCD). We administered LNAs targeting SNORA73 or control LNAs targeting GFP to C57BL6/J male mice and placed these animals on the MCD for 3 weeks. LNAs achieved effective knockdown of SNORA73 in mice on both control and MCD diets (Fig. 8a). Relative to animals receiving control diet, expression of the SNHG3 lncRNA, but not SNORA73, was significantly induced by the MCD diet, consistent with our findings in the 60% HFD. MCD diet feeding caused similar weight loss and elevations of plasma transaminases in animals that received control and SNORA73 LNAs (Supplementary Fig. 6a, b). Liver sections of MCD-fed control knockdown animals showed marked steatosis and inflammatory mononuclear and polymorphonuclear (PMN) infiltrates (Fig. 8b). In comparison, liver tissue of MCD-fed animals with SNORA73 knockdown showed less lipid accumulation and fewer PMNs (Fig. 8c). Overall F4/80 staining intensity was increased in animals on the MCD diet but was not affected by SNORA73 knockdown (Supplementary Fig. 6c). However, the abundance of crown-like structures of F4/80 positive cells surrounding dying hepatocytes was decreased with SNORA73 knockdown compared to control. Biochemical analyses confirmed that knockdown of SNORA73 significantly reduced hepatic triglyceride content (Fig. 8d). Furthermore, cholestane-3β, 5α, 6β-triol, and 7-ketocholesterol, robust lipid markers of tissue oxidative stress^49^, were diminished by SNORA73 knockdown in animals on the MCD diet (Fig. 8e, f). Treatment with the MCD diet for this short duration produced minimal fibrosis (Supplementary Fig. 6d). However, transcripts associated with stellate cell activation and fibrosis, including collagens and matrix remodeling proteins, were significantly increased in MCD-fed animals that received control LNAs relative to MCD-fed animals receiving SNORA73 LNAs (Fig. 8g). The observations that knockdown of SNORA73 in vivo reduced steatosis and markers of tissue damage are consistent with a model in which depletion of SNORA73 protects against lipotoxicity.

**Fig. 8:**
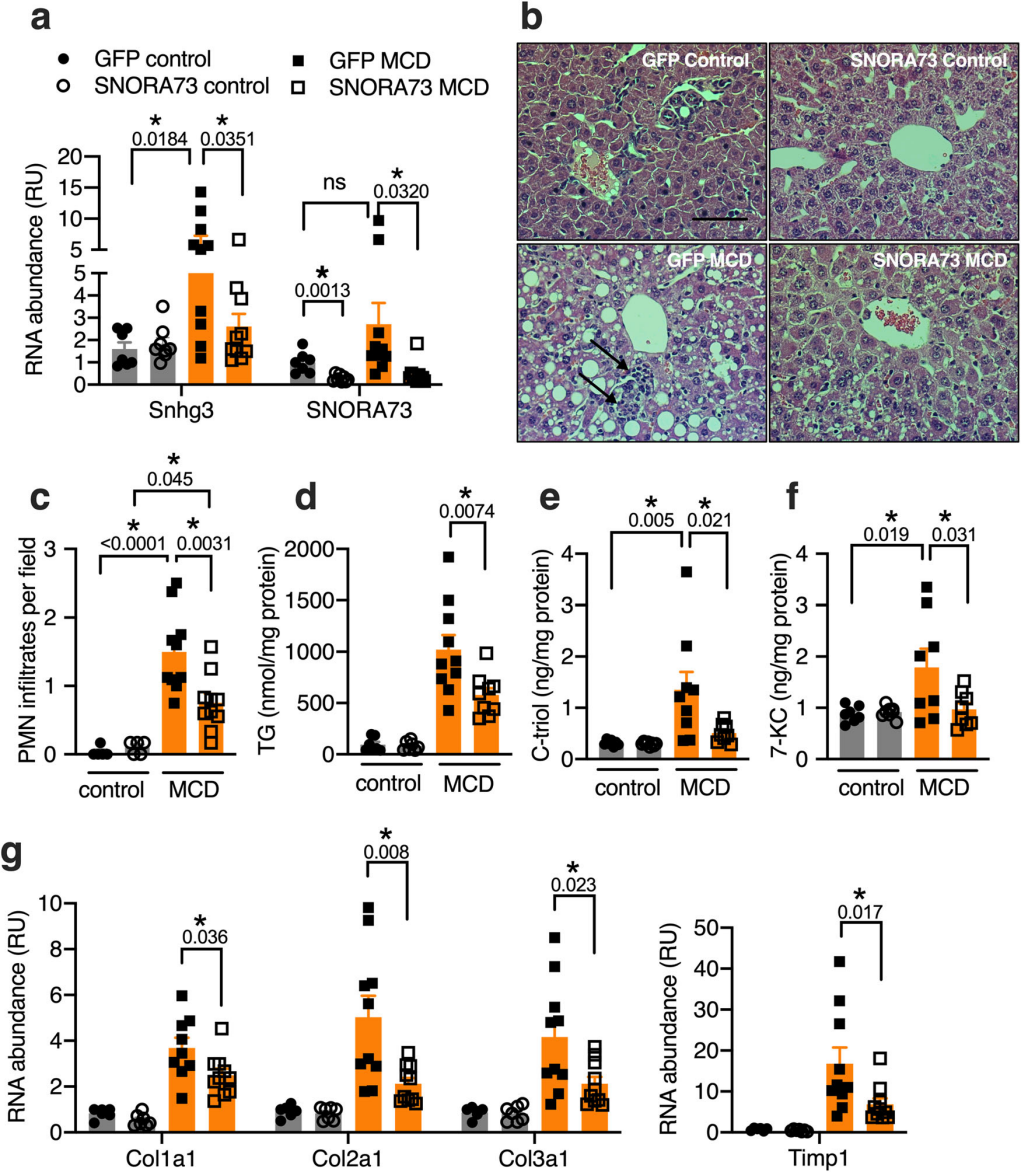
SNORA73 knockdown ameliorates steatohepatitis. Mice were treated with control (GFP) or SNORA73 (SNORA73-2) LNAs during feeding with control or MCD diets for 3 weeks. **a** RT-qPCR of SNHG3 and SNORA73. **b** Representative hematoxylin/eosin-stained liver tissue. Arrows indicate polymorphonuclear (PMN) infiltrates. Scale bar, 50 µm. **c** Quantification of PMN infiltrates in (**b**). **d** Liver TG. **e**, **f** LC/MS-MS quantification of liver cholestane-3β, 5α, 6β-triol (C-triol, **e**), and 7-ketocholesterol (7-KC, **f**). **g** RT-qPCR of transcripts associated with fibrogenic response. Col1a1, collagen type 1 alpha 1; Col2a1, collagen type 2 alpha 1; Col3a1, collagen 3 alpha 1; Timp1, tissue inhibitor matrix metalloprotease 1. Each data point derives from one mouse that received GFP LNA and control (*n* = 7) or MCD (*n* = 10) diet, or SNORA73 LNA and control (*n* = 8) or MCD (*N* = 10) diet. In **c**, 5 representative control diet samples were quantified. In **e** and **f**, samples were analyzed from GFP LNA and control (*n* = 7) or MCD (*n* = 9) diet, or SNORA73 LNA and control (*n* = 8) or MCD (*N* = 9) diet. In **g**, RNA was not available for one GFP LNA mouse (*n* = 6). Data point outliers were excluded based on Grubbs or Rout test. Means + SE. *p < 0.05 for indicated comparisons (with *p*-values above brackets) by unpaired two-tailed *t*-test (**a**, **g**), or by one-way ANOVA with Tukey’s multiple comparison test (**c**–**f**). Source data are provided as a Source data file.

## Discussion

In this study to identify regulators of the response to lipid-induced metabolic stress, we establish links between snoRNAs, oxidative metabolism, and cellular redox regulation. We show that cells deficient in SNORA73—generated by promoter trap mutagenesis and independently confirmed by knockdown—are protected from lipotoxic and oxidative stress. This resistance is associated with increased levels of the major antioxidant, GSH, with a shift in the GSSG:GSH ratio away from oxidation and increased cellular levels of NADPH and NADH. Mutant cells haploinsufficient for SNORA73 have increased mitochondrial oxidative metabolism that drives GSH biogenesis. We demonstrate that the critical link between loss of SNORA73 and this metabolic rewiring is altered kinetics of rRNA production that leads to enhanced mTOR signaling. In cells deficient in SNORA73, mTOR signaling compensates to maintain cellular rRNA levels, and in the process drives metabolic rewiring that confers resistance to metabolic stress. We extend these findings in vivo in a setting in which lipotoxicity plays a key role in pathogenesis. Our studies show that selective knockdown of SNORA73 in mice confers protection from HFD-induced steatosis, and from steatosis, inflammation, and oxidative stress induced by the MCD diet. Thus, our study provides a link between snoRNA loss of function and amelioration of lipotoxicity in vivo.

Rewiring of mitochondrial oxidative metabolism in 2E4 cells may protect against lipotoxicity in several ways. First, similar to observations in cells treated with the AMPK activator AICAR^7^, increased fatty acid oxidation enables 2E4 cells to dispose of excess fatty acid substrates through β-oxidation. Diminished cellular triglyceride stores in 2E4 cells under lipotoxic conditions are a reflection of this enhanced utilization. Second, TCA metabolism fuels mitochondrial ROS-neutralizing enzymes, including superoxide dismutases, GSH peroxidases, and thioredoxins through the generation of α-ketoglutarate, a precursor for GSH synthesis, and through NADPH-producing enzymes including malic enzyme, isocitrate dehydrogenase 2, glutamine dehydrogenase, and NADP(H) transhydrogenase^50,51^. The importance of these mitochondrial antioxidant defenses is underscored by the observations that mitochondrial dysfunction is associated with insulin resistance, NAFLD, and development of type 2 diabetes^52–54^. In the present study, we show that the 2E4 mutant has an expanded pool of α-ketoglutarate with greater contribution of carbons from labeled glucose into this intermediate, findings indicative of enhanced TCA flux. In addition, 2E4 cells have enhanced production of GSH and a diminished GSSG/GSH ratio. Although fatty acid and glucose metabolism are often regulated reciprocally, 2E4 cells have upregulation of oxidative metabolism of both fatty acids and glucose, consistent with previous findings in a number of physiological stresses^55^.

Both metabolic reprogramming and protection from oxidative stress in 2E4 cells require activation of mTOR signaling pathways. In the setting of SNORA73 deficiency, mTOR signaling is also required for maintenance of cellular rRNA content. It is well appreciated that signaling via mTOR regulates rRNA biogenesis. In the presence of mitogenic stimuli, mTORC1 associates with promoters of rRNA genes and recruits RNA polymerase I to increase transcription of new rRNA^56^. At the same time, mTORC1 activates numerous rRNA processing events that lead to mature 18S, 28S, and 5.8S rRNA^57^. Our findings in the 2E4 mutant are consistent with a model in which communication between mTOR signaling pathways and rRNA synthesis is bidirectional, such that 2E4 cells sense low levels of 18S and 28S rRNA and provide feedback to activate mTOR signaling pathways in a compensatory manner^37,58^.

Our study provides mechanistic insights regarding SNORA73 and lipid metabolism in vivo. Both the 60% HFD and the MCD diet produce robust steatosis, and the MCD diet induces rapid steatohepatitis with oxidative stress that has been used as a model of NAFLD^48,59,60^. Here, we show that deficiency of SNORA73 reduces lipid accumulation in both models and limits tissue damage with MCD. We used a 3-week study endpoint in the MCD model to focus on the early consequences of hepatic steatosis and to avoid the increased mortality associated with longer MCD treatments. While we cannot fully assess the function of SNORA73 in development of fibrosis due to the short duration of our MCD study, SNORA73 knockdown blunted MCD diet-induced expression of stellate cell activation markers. We acknowledge limitations of these models. The 60% HFD induces weight gain, hyperlipidemia, and insulin resistance, and leads to hepatic steatosis in C57BL6J mice over weeks^48^. However, there is little evidence for multifocal inflammatory infiltrates, fibrosis, or hepatocellular damage, unless exposures are carried out for extended periods (~50 weeks), and there is no evidence for hepatocellular ballooning. Thus, while this model recapitulated many of the systemic features of early NAFLD, it does not progress to NASH. The MCD diet exhibits many features of the intrahepatic pathology of human NAFLD including steatosis with lobular and periportal inflammation, oxidative stress, and hepatocellular injury that progresses to fibrosis^59^. However, substantial weight loss and insulin sensitivity are features of this model that do not reflect systemic features of NAFLD. Despite these limitations, we chose the HFD and MCD models and the short duration of studies, because our goal was to evaluate the effects of SNORA73 deficiency on steatosis and early markers of lipotoxic injury (e.g., oxidative stress and inflammation). Moreover, we sought a time frame suitable for achieving SNORA73 deficiency via LNA-mediated knockdown, as several attempts by our group to use CRISPR/Cas9 to insert LoxP sites into this locus have been unsuccessful. An important extension of this work will be to move to models such as the fructose, palmitate, cholesterol (FPC) diet, which better recapitulates both hepatocellular and systemic features of NASH^61^ and to achieve stable haploinsufficiency of the intronic snoRNAs (e.g., by knockin of a locus lacking the snoRNAs^62^).

Our data links snoRNAs from the *Snhg3* locus to the progression of NAFLD. To our knowledge, there are no prior reports linking SNORA73 abundance to human NAFLD and no known variants, SNP, or eQTL associations for SNORA73. Previous studies have correlated levels of more than 20 lncRNAs with NAFLD by virtue of up or downregulation of the lncRNA in mouse models of the disease or in samples from affected human subjects, but notably the SNHG3 lncRNA is not among this list^63^. Our finding that abundance of SNHG3 is increased following 1*7* weeks of HFD, along with the presence of multiple metabolically regulated transcriptional response elements upstream of the promotor (e.g., CREB, PPARα, SREBP), suggest that the *Snhg3* locus could be subject to transcriptional regulation in response to nutrients. However, HFD has no impact on levels of SNORA73, implicating distinct post-transcriptional mechanisms for regulation of steady-state abundance of the two classes of RNAs produced from the same precursor RNA. Studies of hepatocellular carcinoma tumor tissues have reported increased abundance of RNA from the *Snhg3* locus compared to normal liver tissue that predicts worse clinical outcomes^64–66^, and gain- and loss- of an SNHG3 cDNA in hepatoma cells impacts proliferation and expression of genes involved in epithelial–mesenchymal transition^65–67^. However, these studies examined tumors outside the context of NAFLD, and the methods employed neither quantified nor targeted SNORA73.

Disruption of the *Snhg3* locus was previously reported by our group in the I5 mutant, which was isolated in a screen for mutants defective in intracellular cholesterol trafficking^26^. While both the I5 mutant and the 2E4 mutant in the present study are protected against lipotoxicity, resistance is stronger in 2E4 cells, despite similar decreases in SNORA73 as detected by a qPCR assay that quantifies total SNORA73. In I5 cells, promotor trap integration occurred within SNORA73A sequences in the first intron, whereas promotor trap integration in 2E4 cells occurred within intron 2 that contains SNORA73B. Subtle differences in phenotypes of the cells may relate to the functional differences between the two SNORAs. Nonetheless, our previous studies established that haploinsufficiency of SNORA73 is associated with remodeling of mitochondria-associated ER membranes (MAM), with evidence for an important role of the mRNA encoding HUMMR, an outer mitochondrial membrane adapter whose expression is regulated by SNORA73. In the present study, we show that haploinsufficiency of SNORA73 upregulates mTOR signaling to maintain rRNA levels and drives mitochondrial metabolism. mTOR signaling has been shown to be required for MAM formation, which is important for mitochondrial glucose and lipid metabolism^46^.

Our genetic screen identified a role for SNORA73 in modulating the cellular response to lipotoxic and oxidative stress. The promoter trap mutagenesis strategy we used enabled disruption of noncoding elements that are not typically targeted in standard genome-wide shRNA or CRISPR screens and may have been facilitated by the propensity of snoRNA hosting loci to serve as sites for integration of proviruses and other mobile genetic elements^68^. Demonstration that loss of SNORA73 leads to metabolic rewiring and abrogates lipotoxicity in vitro and in vivo reveals a way in which snoRNAs regulate cellular metabolism and metabolic stress. Our findings raise the possibilities that variation in snoRNA abundance or function could underlie metabolic phenotypic variability in humans and that these noncoding RNAs could serve as therapeutic targets for metabolic diseases.

## Methods

Further information and requests for resources should be addressed to the Lead Contact, Jean Schaffer ().

### Mice

All experimental procedures were approved by the Washington University and Joslin Diabetes Center Animal Studies Committees and conducted in accordance with the Public Health Service Policy for the Humane Care and Use of Laboratory Animals.

### Cell culture

CHO-K1 cells (ATCC CCL-61) and CHO-derived cell lines were cultured in a 1:1 mixture of Dulbecco’s modified Eagle’s medium and Ham’s F-12 nutrient medium (Sigma N6658) supplemented with 5% fetal bovine serum (Sigma F2442), 2 mM L-glutamine, and 1 mM sodium pyruvate. NIH 3T3 cells (ATCC CRL-1658) were maintained in DMEM with 10% fetal calf serum and 2 mM glutamine. For lipotoxicity experiments, growth medium was supplemented with 500 μM palmitate (Nu-Chek Prep) complexed to BSA (Sigma A8806) at a 2:1 molar ratio, as described previously^14^. Normal human skin fibroblasts (NSF, ATCC CRL-1474) were grown in DMEM supplemented with 10% inactivated fetal bovine serum.

### Chow diet study

Male C57BL/6J mice were obtained from the Jackson Laboratory (JAX 000664). Mice were housed with a 12 h:12 h light:dark cycle and fed standard chow ad libitum. For in vivo knockdown experiments, locked nucleic acids (LNA, Qiagen) targeting SNORA73 or GFP (control) were injected intraperitoneally into 8-week-old mice at a dose of 3 mg/kg every other day for 3 injections (see Supplementary Table 2). Animals were euthanized 2 days after the final injection for analyses.

### High-fat diet study

C57BL/6J male mice fed ad libitum a 60% high-fat diet (HFD, Research Diets D12492) or low-fat diet (LFD, Research Diets D12450B) beginning at 6 weeks of age. Beginning at 19 weeks, animals on HFD were injected intraperitoneally with U17 snoRNA or control LNAs at a dose of 3 mg/kg every other day for 3 injections and once weekly thereafter, while being maintained on study diet. Animals were euthanized for tissue analyses at 23 weeks, 1 week after final injection.

### Methionine-choline-deficient (MCD) diet study

Seven-week-old C57BL/6J male mice were injected intraperitoneally with SNORA73 or control LNAs (3 mg/kg every other day for 3 injections, once weekly thereafter for 3 weeks). Following the first week of LNA treatment, animals were placed on MCD diet (MP Biomedicals 960439) or matched control diet (MP Biomedicals 960441) for 3 weeks. Animals were euthanized one week after the final LNA injection for analyses. Livers were fixed in neutral buffered formalin and processed for immunohistochemistry. Plasma AST and ALT activity was quantified using the UV-kinetic method (Teco Diagnostics, AST: A559, ALT: A524).

### Genetic screen

The loss-of-function genetic screen in CHO-K1 cells to isolate lipotoxicity-resistant mutants was described previously^69^. Genes disrupted at the site of retroviral insertion were identified by 5′ RACE using an oligonucleotide tag and ROSAβgeo sequences. 5′ RACE products were TA-cloned, sequenced, and analyzed by NCBI BLASTN 2.2.16 [Mar-25-2007].

### In vitro *Snhg3* knockdown

LNAs (Qiagen) were designed to target SNORA73 and the SNHG3 lncRNA, or GFP as a control. pGFP-C-shLENTI lentiviral shRNA constructs (Origene TR30023) were designed to target hamster SNHG3 lncRNA or GFP as a control. See Supplementary Table 2. For LNA knockdown experiments in NIH 3T3 cells, 4.0 × 10^4^ cells were seeded per well in a 6-well dish and transfected the following day with 25 nM LNA using Lipofectamine 3000 (ThermoFisher L3000015). SNHG3 and SNORA73 expression and palmitate-induced cell death were analyzed 48 h following transfection. For LNA knockdown in CHO cells, 2.5 × 10^5^ cells were plated in 6-cm dishes and transfected the next day with 25 nM LNA using Lipofectamine 3000. For LNA knockdown in primary human fibroblasts, 5.0 × 10^4^ cells were plated in 6-well plates, or 1.5 × 10^5^ cells were seeded in 6-cm dishes. Cells were transfected with 25 nM LNA the following day using Lipofectamine 3000. For shRNA transduction experiments, virus was harvested from HEK293T cells (ATCC CRL-3216) that were transfected using Lipofectamine 3000 with shRNA constructs and Mission helper plasmids (Sigma SHP001). 5.0 × 10^5^ CHO cells were seeded in 6-cm dishes, grown for 24 h, and transduced with shSCR or shSNHG3 lentiviral particles. After expansion of the population, the top 20 percent of cells were flow-sorted and maintained as the transduced population.

### Cell death assays

WT and mutant CHO cells were treated for 48 h with 500 µM palmitate complexed to BSA (PALM) vs. BSA carrier alone, or treated for 24 h with 2 µM actinomycin D or 80 nM staurosporine vs. DMSO vehicle, or treated for 16 h with 2 mM H_2_O_2_. NIH 3T3 cells transfected with LNAs were treated for 24 h with 400 µM PALM vs. BSA. NSFs transfected with LNAs were treated for 48 h with 1 mM PALM vs. BSA or with 750 µM H_2_O_2_ for 16 h. Cell death was quantified by flow cytometric analysis (10^4^ cells/sample) of annexin V-EGFP (BioVision 1004) and propidium iodide (ThermoFisher 1304MP) staining using a BD LSRFortessa and BD FACSDiva software and using FlowJo v10.6.1 for analyses (Supplementary Fig. 7). Annexin V-EGFP and/or propidium iodide positive cells were considered dead.

### Detection of ROS

Following treatment of WT and mutant CHO cells with PALM or BSA for 16 h, or with 2 mM H_2_O_2_ for 1 h, cells were rinsed with PBS and incubated in PBS containing 0.5 mM MgCl_2_, 0.92 mM CaCl_2_, and 3 μM CM-H_2_DCFDA (ThermoFisher C6827) for 1 h at 37 °C or 2.5 μM MitoSox Red (ThermoFisher M36008) for 20 min at 37 °C. Cells were trypsinized and mean fluorescence was determined by flow cytometric analysis of 10^4^ cells/sample.

### Live cell imaging

CHO and 2E4 cells were transduced with retroviral particles containing plasmids encoding roGFP1 tagged with a mitochondrial localization sequence^70^. 1 × 10^5^ cells were seeded in 35 mm glass-bottom culture dishes and visualized using a Zeiss LSM 880 Airyscan microscope.

### Cellular respiration assays

Oxygen consumption rates (OCR) were measured using a Seahorse XF24 analyzer (Agilent). 4.0 × 10^4^ cells were seeded per well in Seahorse culture plates (Agilent 100850) and incubated overnight in growth medium. Cells were incubated in XF base medium (Agilent 102353) for 1 h at 37 °C in a CO_2_-free incubator. OCR was determined after injection of 5 mM glucose or 2 mM glutamine, and following serial additions of 1 μM oligomycin (Sigma 75351), 2 μM fluorocarbonyl cyanide phenylhydrazone (FCCP, Sigma C2920), and 2 μM antimycin A (Sigma A8674) in order to calculate ATP turnover, maximal respiration, and proton leak, respectively. After the assay, cells were rinsed with PBS, trypsinized, and quantified by trypan blue staining. For experiments measuring OCR with mTOR inhibitors, 2.0 × 10^4^ cells were seeded per well in Seahorse culture plates. The following day, cells were treated with DMSO or Torin 1 (250 nM, Tocris 4247) for 24 h prior to measurement of OCR as described above.

### Measurement of NAD(H) and NADP(H)

Nicotinamide adenine nucleotides were quantified in CHO and 2E4 cells (1 × 10^6^ cells) and liver tissue (10 mg) using an NAD + /NADH Assay Kit (Abcam ab65348) and an NADP/NADPH Assay Kit (Abcam ab65349) according to manufacturer instructions.

### LC-MS metabolite analysis

1 × 10^6^ CHO and 2E4 cells were seeded in 6-cm dishes and incubated overnight in growth medium. Cells were rinsed in PBS and incubated in growth medium (DMEM-low glucose (Sigma D6046), 5% FBS, 2 mM glutamine) containing 15 mM [U-^13^C]glucose (Cambridge Isotope Laboratories CLM-1396) for 6 h. Polar metabolites were extracted from cellular and culture medium samples with 80% methanol in water (v/v). Samples were analyzed on a Dionex UltiMate 3000 UHPLC coupled to a Thermo Scientific Q Exactive Plus Orbitrap. 3 µL of the reconstituted cell extracts and 2 µL of media samples (1:100 and 1:1000 dilution) were injected onto a SeQuant ZIC-pHILIC column (2.1 × 100 mm, 5 µm) at 40 °C. Mobile phase A was 95% water, 5% acetonitrile (v/v) with 20 mM ammonium bicarbonate, 0.1% ammonium hydroxide, and 4 µM medronic acid. Mobile phase B was 95% acetonitrile, 5% water (v/v). The flow rate was set to 0.25 mL/min and the following gradient was applied: 0–1 min, 90% B; 1–14 min, 90–25% B; 14–15.5 min, 25% B; 15.5–18 min, 25–90% B; 18–31 min, 90% B. From 19.5–27.5 min, the flow rate was increased to 0.4 mL/min for faster equilibration. Electrospray ionization (ESI) was used in negative polarity with 2.8 kV spray voltage. High-resolution mass spectrometry data were acquired in full scan mode from 65 to 900 *m*/*z* with 140,000 resolution and an automatic gain control (AGC) target of 1e6. The data were analyzed using Skyline 4.2^71^ and natural isotope abundance correction was performed with AccuCor^72^. For glucose uptake, glucose depletion from the culture medium was determined by LC-MS over 6 h and used to calculate relative glucose uptake, normalized to cellular protein content.

### Glutathione quantification

GSH and GSSG were extracted from 1 × 10^6^ cells or 5 mg liver tissue with 50% acetonitrile in water (v/v) spiked with 500 ng internal standards (GSH-d5 (Santa Cruz sc-489493) and ^13^C^15^N-GSSG (Toronto Research Chemicals G597972)) and derivatized with 310 mM *N*-methylmaleimide. Samples were analyzed using a 20AD Shimadzu HPLC system coupled to an Applied Biosystems API 4000 tandem mass spectrometer. Samples (3 µL) were injected onto a ThermoFisher Hypercarb column (3 μm, 150 mm × 3 mm). Mobile phase A was 1% formic acid in water and mobile phase B was 1% formic acid in 1:1 acetonitrile:methanol (v/v). The HPLC gradient was started at 30% of solvent B and 70% of solvent A and increased to 100% of B in 4 min, which was held for 2 min. The MS analysis was conducted in positive ion electrospray ionization with multiple reaction monitoring (MRM) using methods previously described^73^.

### Oxysterol quantification

Liver tissues were homogenized in PBS buffer (4x volume of tissue wet weights) using an Omni Bead Ruptor homogenizer (Omni International, Inc). Oxysterols (cholestane-3β, 5α, 6β-triol, and 7-keto-cholesterol) were extracted with 200 µL of methanol from 50 µL of the homogenate. Deuterated oxysterol compounds (7-keto-cholesterol-d7 and triol-d7, 10 ng each) were used as internal standards and were added to the samples before extraction. The calibration standards of these two oxysterols containing their deuterated internal standards were also prepared for the absolute quantification of the oxysterols in liver tissues. Oxysterols and their standards were derivatized with *N*, *N*-dimethylglycine (DMG) to increase the MS sensitivity. Sample analysis was performed with a Shimadzu 20AD HPLC system, a Shimadzu autosampler coupled to a triple quadrupole mass spectrometer (Sciex 6500+Qtrap: Applied Biosystems) operated in MRM mode. The positive ion ESI mode was used for detection of derivatized oxysterols. An Agilent C18 HPLC column (Eclipse XDB-C18 3.0 × 100 mm, 3.5 µm) was used with mobile phases (A: 1 % formic acid in water, B: 1% formic acid in 1:1 acetonitrile/methanol). The study samples were injected in duplicate for data averaging. Data processing was conducted with Analyst 1.6.3 (Applied Biosystems).

### Triglyceride quantification

1 × 10^6^ CHO and 2E4 cells were seeded in 6-cm dishes and incubated overnight in growth medium. Cells were treated for 16 h with 500 µM PALM or control BSA medium, as described above. After rinsing with PBS, cells were harvested and lysed in 5% NP-40. Lysates were incubated at 85 °C for 3 min to solubilize triglycerides. Samples were treated with lipase and total glycerol quantified using a Triglyceride Assay Kit (Abcam ab65336).

### Fatty acid uptake

Fluorescent fatty acid uptake was performed as previously described^69^. 1 × 10^6^ CHO and 2E4 cells were seeded in 6-cm dishes. The following day, cells were trypsinized and counted by trypan blue staining. 2 × 10^6^ cells were incubated at 37 °C for 1 min in fatty acid uptake solution (20 μM fatty acid-free BSA and 6 μM BODIPY-3821 (ThermoFisher D3821). Cells were washed with ice-cold PBS, pelleted, resuspended in growth medium. Mean BODIPY fluorescence was determined by flow cytometry (10^4^ cells/sample).

### ^14^C-palmitate oxidation

Palmitate oxidation rates were determined by ^14^CO_2_ capture as described previously^74^. 5 × 10^5^ CHO and 2E4 cells were seeded in T25 flasks. The next day, cells were incubated in growth medium spiked with 0.2 μCi/ml [1-^14^C]palmitate (Perkin-Elmer EC075H250UC), and flasks were sealed with rubber septa pierced by a center well device carrying Whatman chromatography paper. After 6 h, cells were quenched in 70% perchloric acid and ^14^CO_2_ was captured by adding 2 M NaOH to the chromatography paper. After 30 min, the chromatography paper was removed from flasks, placed in scintillation fluid, and incubated overnight at room temperature. ^14^CO_2_ was quantified by scintillation counting and normalized to cellular protein.

### Mitochondrial DNA copy number

Analysis of mitochondrial: nuclear DNA ratio was performed as previously described^75^.

### mTOR signaling

To assess mTOR activity in WT and 2E4 cells, 2.5 × 10^5^ cells were seeded in 6-cm dishes. The following day, cells were rinsed in PBS and incubated either in complete or serum-free culture medium overnight (16 h). Serum-starved cells were then treated with or without 250 nM insulin for 30 min prior to cell lysis and immunoblot analyses. To measure mTOR activity in WT and 2E4 cells during oxidative stress, 2.5 × 10^5^ cells were seeded in 6-cm dishes. The following day, cells were treated with 1 mM H_2_O_2_ for 16 h. To assess mTOR activity in human skin fibroblasts in the setting of SNORA73 knockdown, 1.5 × 10^5^ cells were seeded in 6 cm plates. The following day, cells were transfected with 25 nM LNA targeting GFP (control) or SNORA73 for 24 h. Cells were then rinsed twice with PBS and incubated 16 h in serum-free culture medium. The next day, serum-starved cells were treated with 100 nM insulin for 30 min prior to cell lysis. For inhibition of mTOR signaling, cells were treated with Torin 1 (250 nM) as described in figure legends. To measure mTOR activity in tissues following euthanasia, livers were rapidly excised and homogenized.

### Immunoblotting analyses

Cell lysates and tissue homogenates were prepared using RIPA buffer (50 mM Tris-Cl, 150 mM NaCl, 0.5% Nonidet P-40, 0.1% SDS) supplemented with 1X Protease Complete (Roche 11697498001) and Phosphatase Inhibitor Mini Tablets (ThermoFisher A32957). Proteins (20 μg) were separated by 4–12% Bis-Tris polyacrylamide gel electrophoresis and transferred to PVDF membranes using an iBLOT 2 system (ThermoFisher). Blots were blocked in 5% non-fat milk for 1 h at room temperature and probed overnight with antibodies against phospho-Akt (Cell Signaling 4060, 1:1000 dilution), Akt (Cell Signaling 4691, 1:1000 dilution), mTOR (Cell Signaling 2983, 1:1000 dilution), phospho-S6K (Cell Signaling 9234, 1:1000 dilution), S6K (Cell Signaling 2708, 1:1000 dilution), and GAPDH (Fisher AB2302MI; 1:10,000 dilution). Appropriate secondary antibodies conjugated to horseradish peroxidase (HRP) were used to visualize proteins in combination with HRP substrate (Jackson Immunoresearch 703-035-155 and 111-035-144, 1:10,000 dilution).

### Measurement of newly synthesized rRNA

rRNA synthesis was assessed by Click-it Nascent RNA Capture kit (ThermoFisher C10365). Cells were incubated with 0.4 mM 5-ethynyl uridine (5-EU) in growth medium for 30 min and total RNA was collected with TRIzol. Cells were washed twice with PBS and chased in normal growth medium for indicated time points. 5-EU-labeled rRNAs were chemically clicked to biotin and captured by streptavidin T1 beads. Isolated RNAs were purified and quantified by RT-qPCR.

### Ribosome analyses

1 × 10^6^ CHO and 2E4 cells were seeded in 10-cm dishes and incubated in growth medium for 24 h. Cells were treated with 10 μg/ml cycloheximide for 5 min, then trypsinized and counted using trypan blue staining. 15 × 10^6^ cells were lysed in polysome lysis buffer (20 mM Tris pH 7.2, 130 mM KCl, 10 mM MgCl_2_, 2.5 mM DTT, 0.5% NP-40, 0.2 mg/ml heparin) and loaded onto 7–47% sucrose gradients. Samples were centrifuged at 160,000 × *g* (36,000 rpm) for 3 h at 4 °C using a Beckman SW-41 rotor and Beckman L8-80M centrifuge. Gradients were fractionated using a Brandel Gradient Fractionator system with continuous monitoring of sample absorbance at 254 nm to generate polysome profiles. To assess liver ribosomes, 10-week-old ad libitum-fed male mice treated with GFP or SNORA73 LNAs for 1 week (3 injections) were injected with 100 μl of cycloheximide (20 mg/ml) in PBS by tail vein^76^. After 5 min, animals were sacrificed by cervical dislocation and livers were excised and snap-frozen in liquid nitrogen. To prepare polysome profiles, ~100 μg liver tissue was homogenized in polysome lysis buffer using a Dounce homogenizer (glass-glass). RNA content in lysates was determined and 60 μg RNA was loaded onto sucrose gradients and processed as above.

### RNA sequencing and bioinformatics

Input RNA for transcriptome studies was recovered from liver tissue lysed in polysome buffer using Trizol LS and RNeasy mini kit (Qiagen) including on-column DNase digestion. For translatome studies, RNA was recovered from corresponding polysome fractions by Trizol-LS extraction, followed by chloroform–isopropanol–ethanol precipitation, heparinase treatment (New England Biolabs, 15 min, 37 °C), and RNA cleanup step using RNA Clean & Concentrator (Zymo). Quality of RNA samples was assessed by Agilent Bioanalyzer. Sequencing libraries were prepared using Kapa mRNA Hyper Prep (Roche) according to the manufacturer’s protocol. Briefly, total RNA samples (100–1000 ng) were polyA-selected and reverse transcribed into double-stranded cDNA. High-throughput sequencing was performed using a NovaSeq 6000 Instrument (Illumina) at The Molecular Biology Core Facilities (MBCF) at Dana-Farber Cancer Institute (DFCI). RNA-seq raw reads were 100 bp reversely stranded paired-end reads.

Quality of RNA-seq reads was checked with fastqc, which computes various quality metrics for the raw reads. Reads were trimmed for adapters and filtered by sequencing Phred quality (>=Q15) by using fastp and aligned to mouse rRNA by using bowtie^77,78^. Unmapped reads were extracted by using samtools^79^. Reads were aligned to the mouse transcriptome (Ensembl version 102) using kallisto (version 0.46.2) and transcript counts were converted to gene counts using tximport^80,81^. Counts were normalized by weighted trimmed mean of M values if necessary^82^. Read counts were transformed to log 2 counts per million, their mean-variance relationship was projected, and their observational-level weights were computed with Voom^83^. Low expressing genes were filtered out by keeping genes that have counts per million (CPM) more than 0.5 in at least 4 samples. Differential gene expression was determined by performing linear modeling using limma (version 3.46.0)^84^. Statistical significance was examined by using *p*-value adjusted for multiple tests (by the Benjamini–Hochberg false discovery rate (FDR)), and genes below FDR < 0.05 were accepted as statistically significant. Gene Ontology and KEGG pathways enrichment analyses were performed using ToppFun and DAVID. ToppFun collects the content from multiple databases, including KEGG, WikiPathways, and REACTOME^85^. Bonferroni correction was applied to the analyses to select the most relevant terms.

### Statistics

For biochemical and cell biological analyses, results are expressed as mean + standard error (SE) for a minimum of three independent experiments, and each data point derives from an independent experiment. For mouse studies, results are expressed as a mean + SE for a minimum of 4 mice, and each data point derives from a different mouse. Multiple unpaired two-tailed *t*-tests with two-stage step-up method of Benjamini, Krieger, and Yuketieli, or one- or two-way ANOVA with Tukey’s or Sidak’s multiple comparison test was used for multiple comparisons, as appropriate. For directed comparisons, the statistical significance of differences in mean values was determined by a two-tailed unpaired or paired *t*-test. For all tests, *p* < 0.05 was considered significant. Data points were included unless identified as outliers based on Grubbs or Rout test. All statistical comparisons were performed using GraphPad Prism 9 for Mac OS (version 9.0.2).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

## Data Availability

The data supporting the findings of this study are available within the paper and its Supplementary Information files. RNA-sequencing data have been deposited in the Gene Expression Omnibus database under accession code GSE179228. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Loss of SNORA73 reprograms cellular metabolism and protects against steatohepatitis
**Source:** Nat Commun. 2021 Sep 1;12:5214. doi: 10.1038/s41467-021-25457-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Materials for**

Loss of SNORA73 reprograms cellular metabolism and protects against steatohepatitis

Arthur C. Sletten, Jessica W. Davidson, Busra Yagabasan, Samantha Moores, Michaela Schwaiger-Haber, Hideji Fujiwara, Sarah Gale, Xuntian Jiang, Rohini Sidhu, Susan Gelman, Shuang Zhao, Gary Patti, Daniel S. Ory, and Jean E. Schaffer

**CONTENTS**

Supplementary Figures 1-7

Supplementary Tables 1 and 2

**SUPPLEMENTARY FIGURES**

**
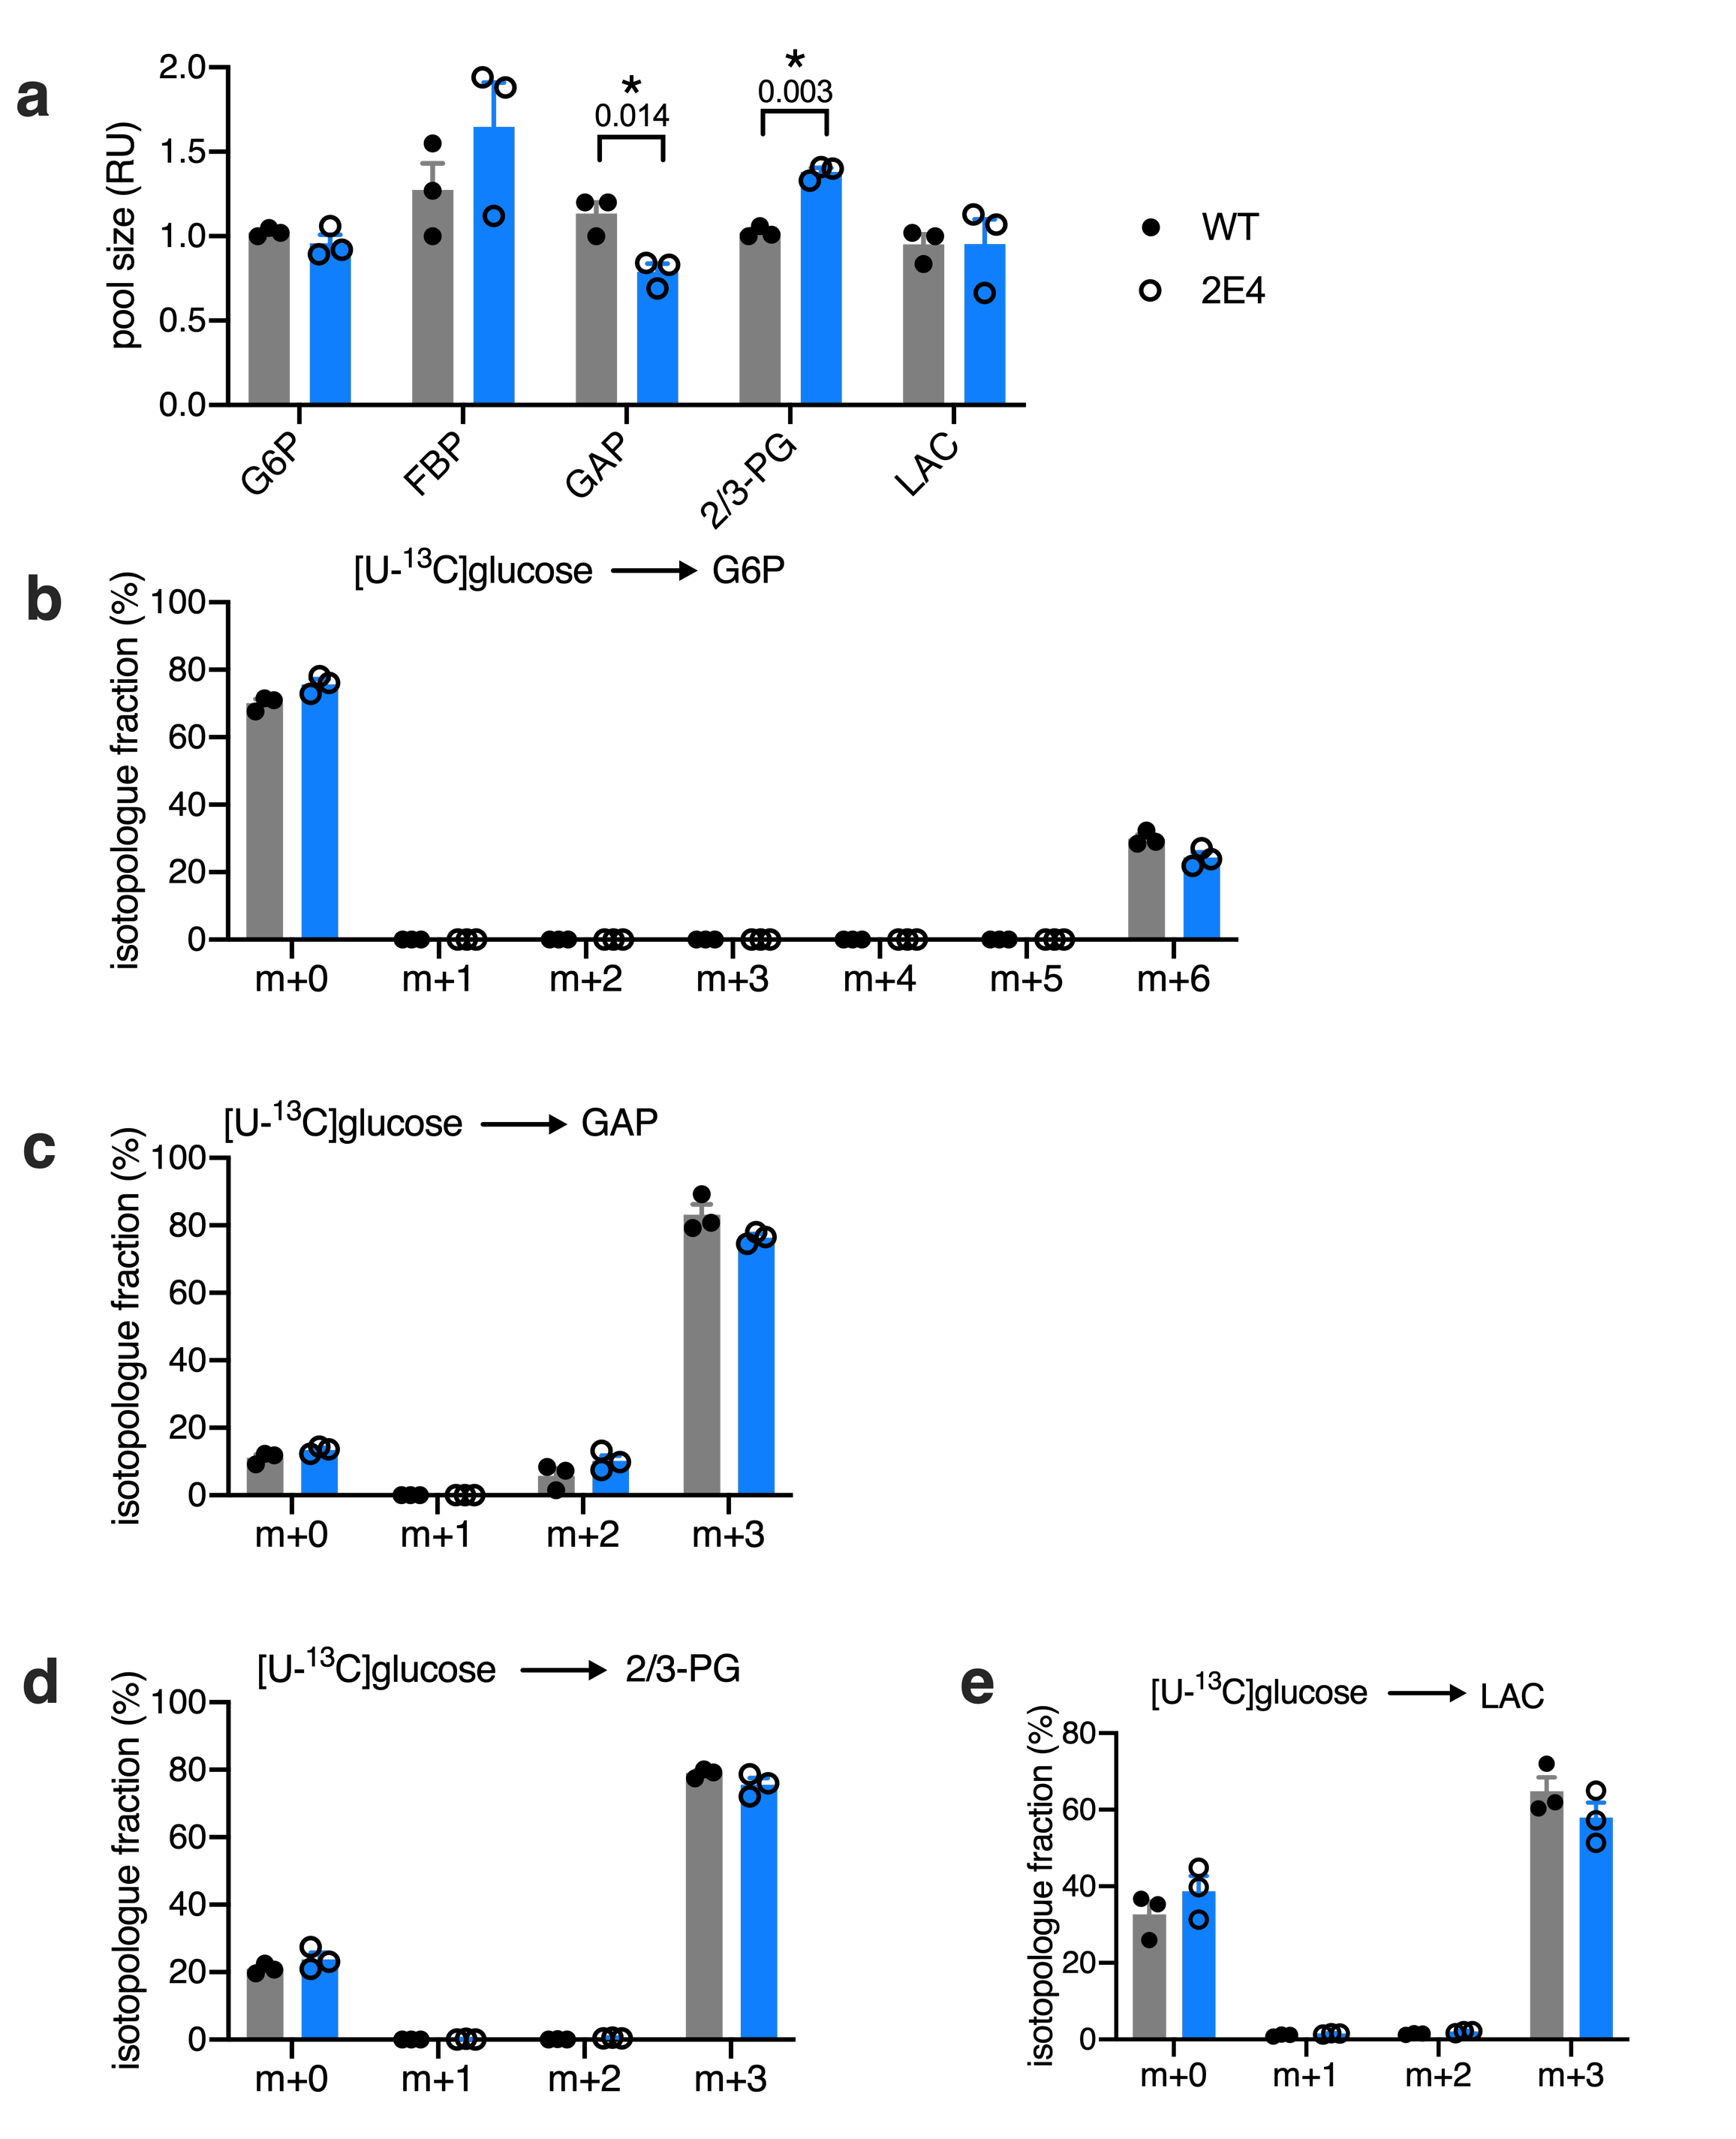
**

**Supplementary Fig. 1. Glycolysis metabolites in WT and 2E4 cells. a,** Abundance of glycolysis intermediates in WT and 2E4 cells, normalized to cellular protein content: G6P, glucose 6-phosphate; FBP, fructose 2,6-bisphosphate; GAP, glyceraldehyde 3-phosphate; 2/3-PG, 2/3-phosphoglycerate; LAC, lactate. **b**-**e**, Isotopologue distribution analysis of G6P (**b**), GAP (**c**), 2/3-PG (**d**), and LAC (**e**). Means + SE for n = 3 independent samples for each cell type. *, *p* < 0.05 for indicated comparisons (with p-values above brackets) by multiple unpaired t-test with 2-stage step-up method of Benjamini, Krieger and Yuketieli (FDR 5%). Source data are provided as a Source Data File.

**
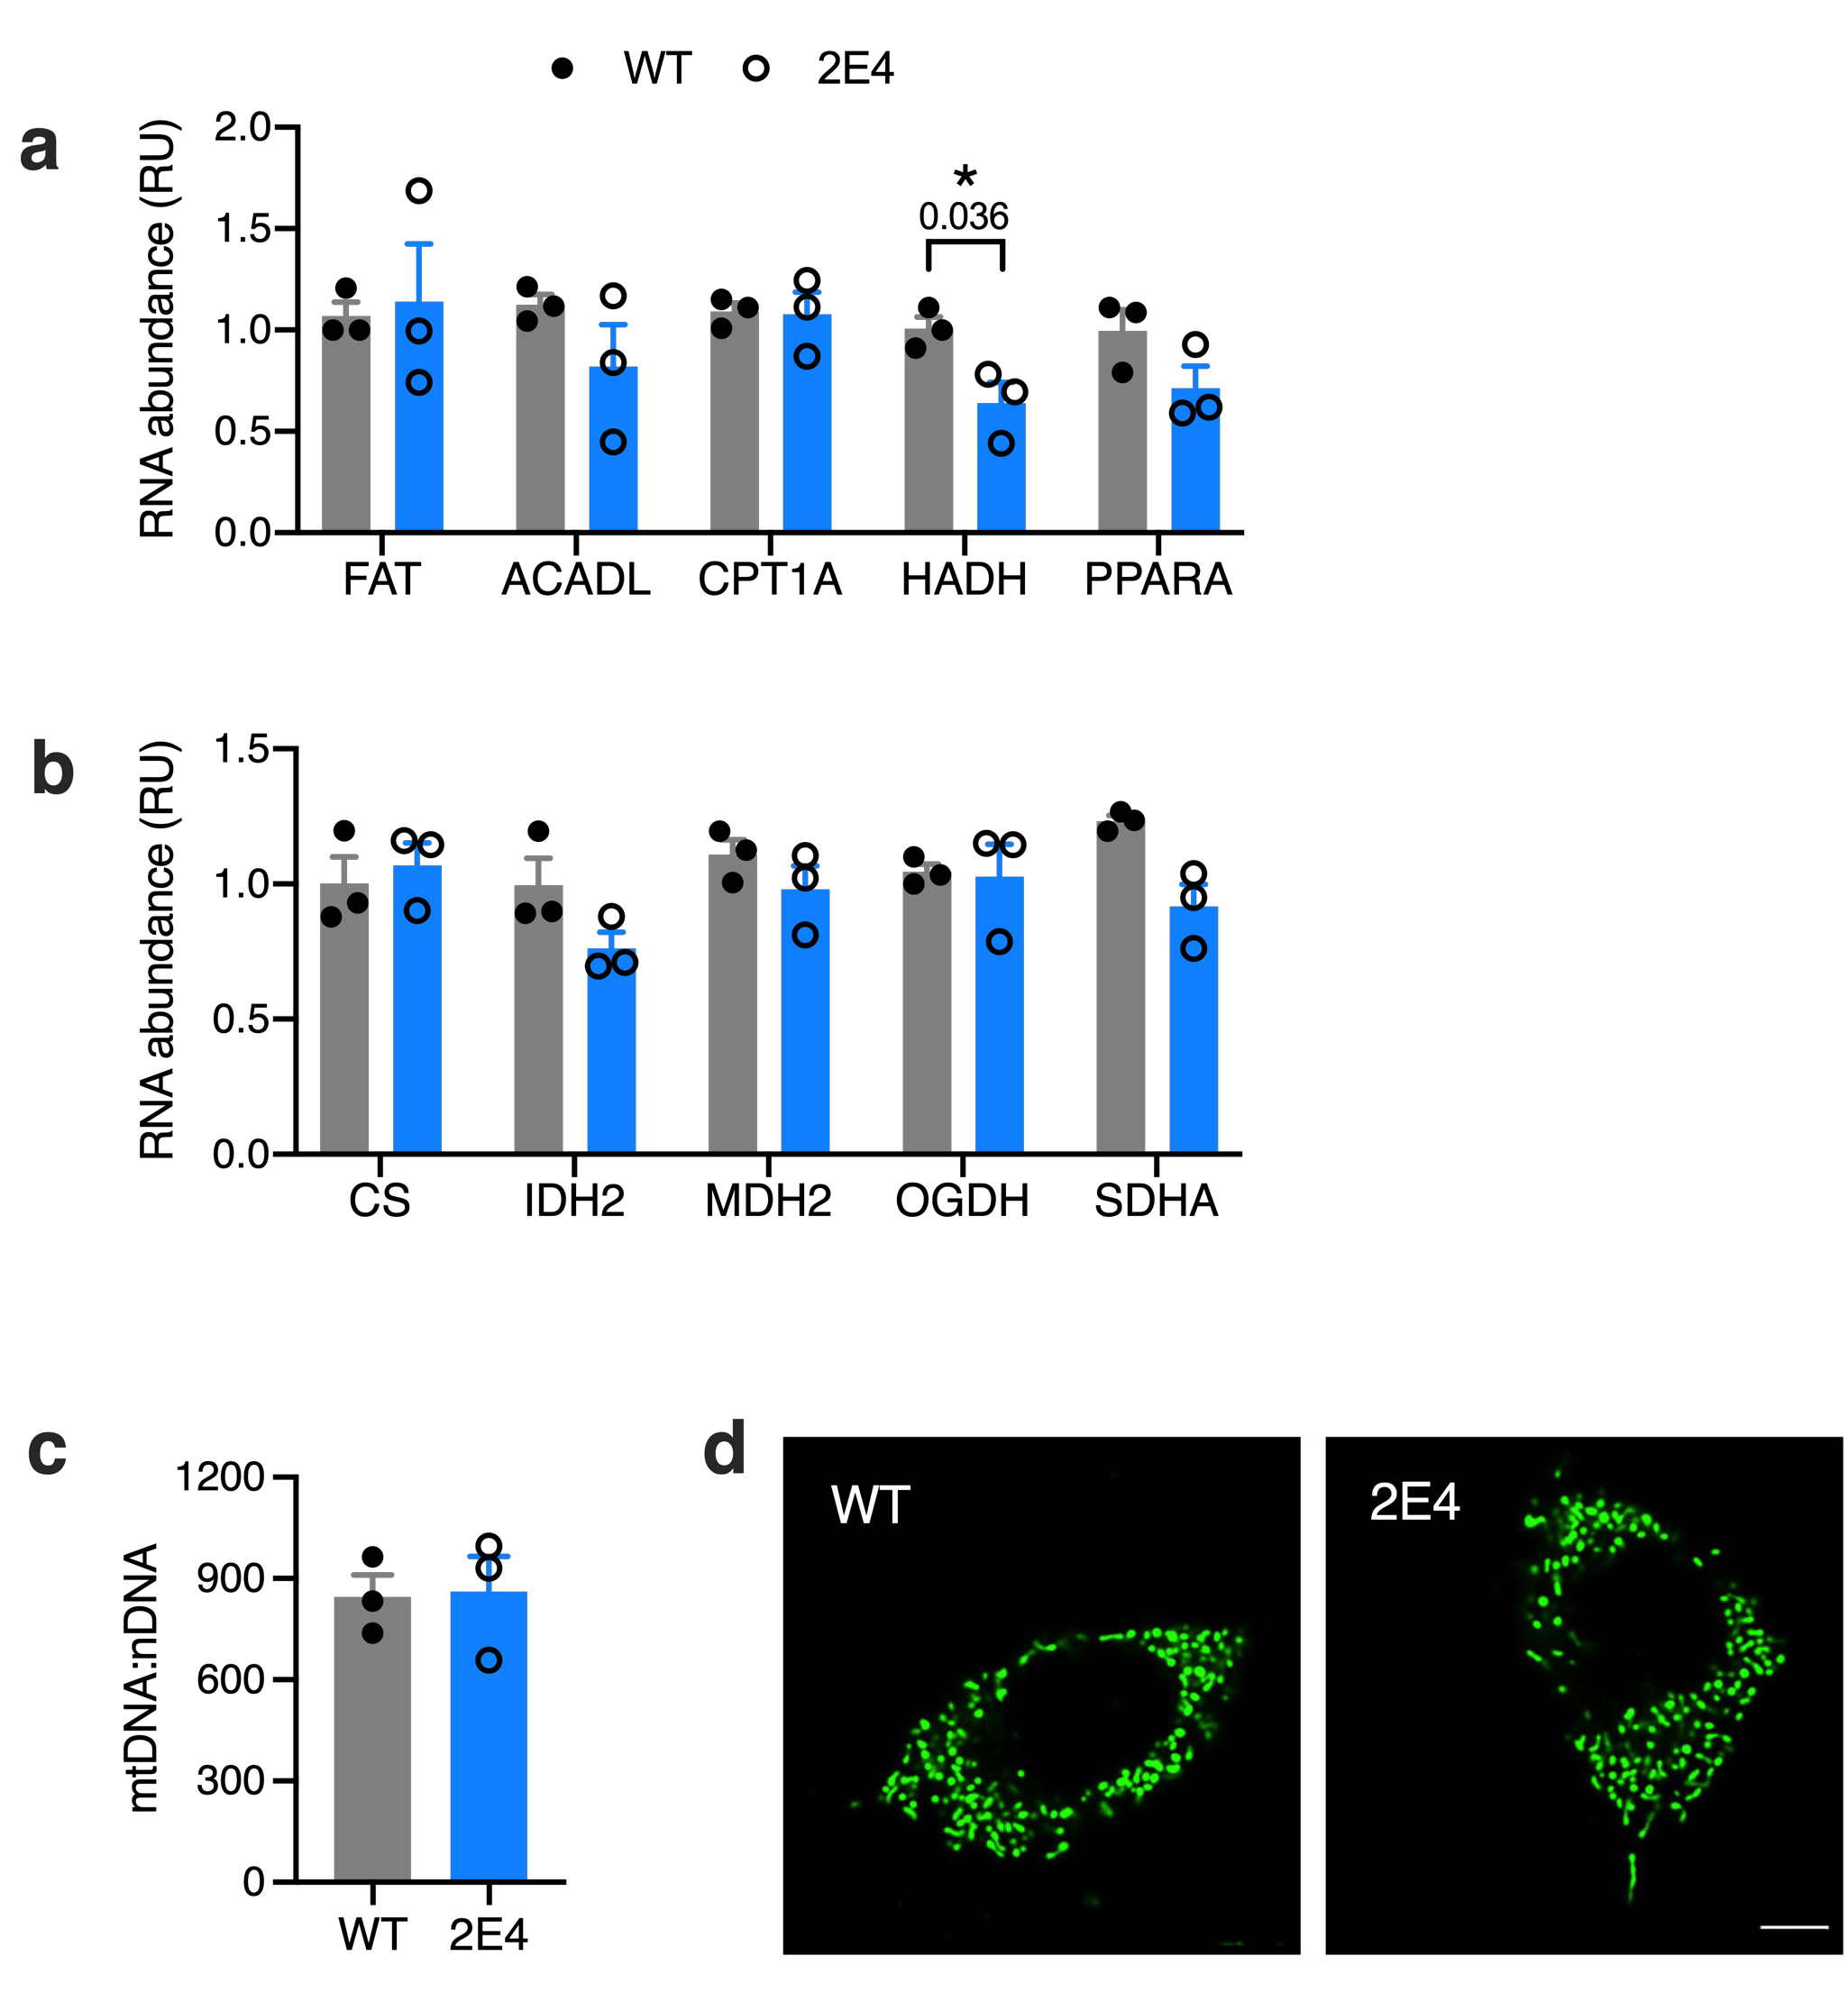
**

**Supplementary Fig. 2. Expression of TCA Cycle and β-oxidation enzymes and mitochondrial abundance in WT and 2E4 cells. a**, RT-qPCR of fatty acid oxidation genes in WT and 2E4 cells: FAT, fatty acid translocase; ACADL, acyl-coA dehydrogenase-long chain; CPT1A, carnitine palmitoyltransferase 1A; HADH, hydroxyacyl-CoA dehydrogenase; PPARA, peroxisome proliferator activated receptor-α. **b**, RT-qPCR of TCA cycle enzymes: CS, citrate synthase; IDH2, isocitrate dehydrogenase 2; MDH2, malate dehydrogenase 2; OGDH, 2-oxoglutarate dehydrogenase; SDHA, succinate dehydrogenase subunit A. **c**, Mitochondrial DNA (mtDNA) to nuclear DNA (nDNA) ratio by qPCR. **d**, Representative live cell images (3 independent experiments, 5 random cells in each of 10 random fields per cell-type-experiment) of CHO and 2E4 cells expressing GFP with mitochondrial targeting sequence. Scale bar, 5 µM. Means + SE for n = 3 independent samples for each cell type. *, *p* < 0.05 for indicated comparison (with p-value above bracket) by unpaired 2-tailed t-test. Source data are provided as a Source Data File.

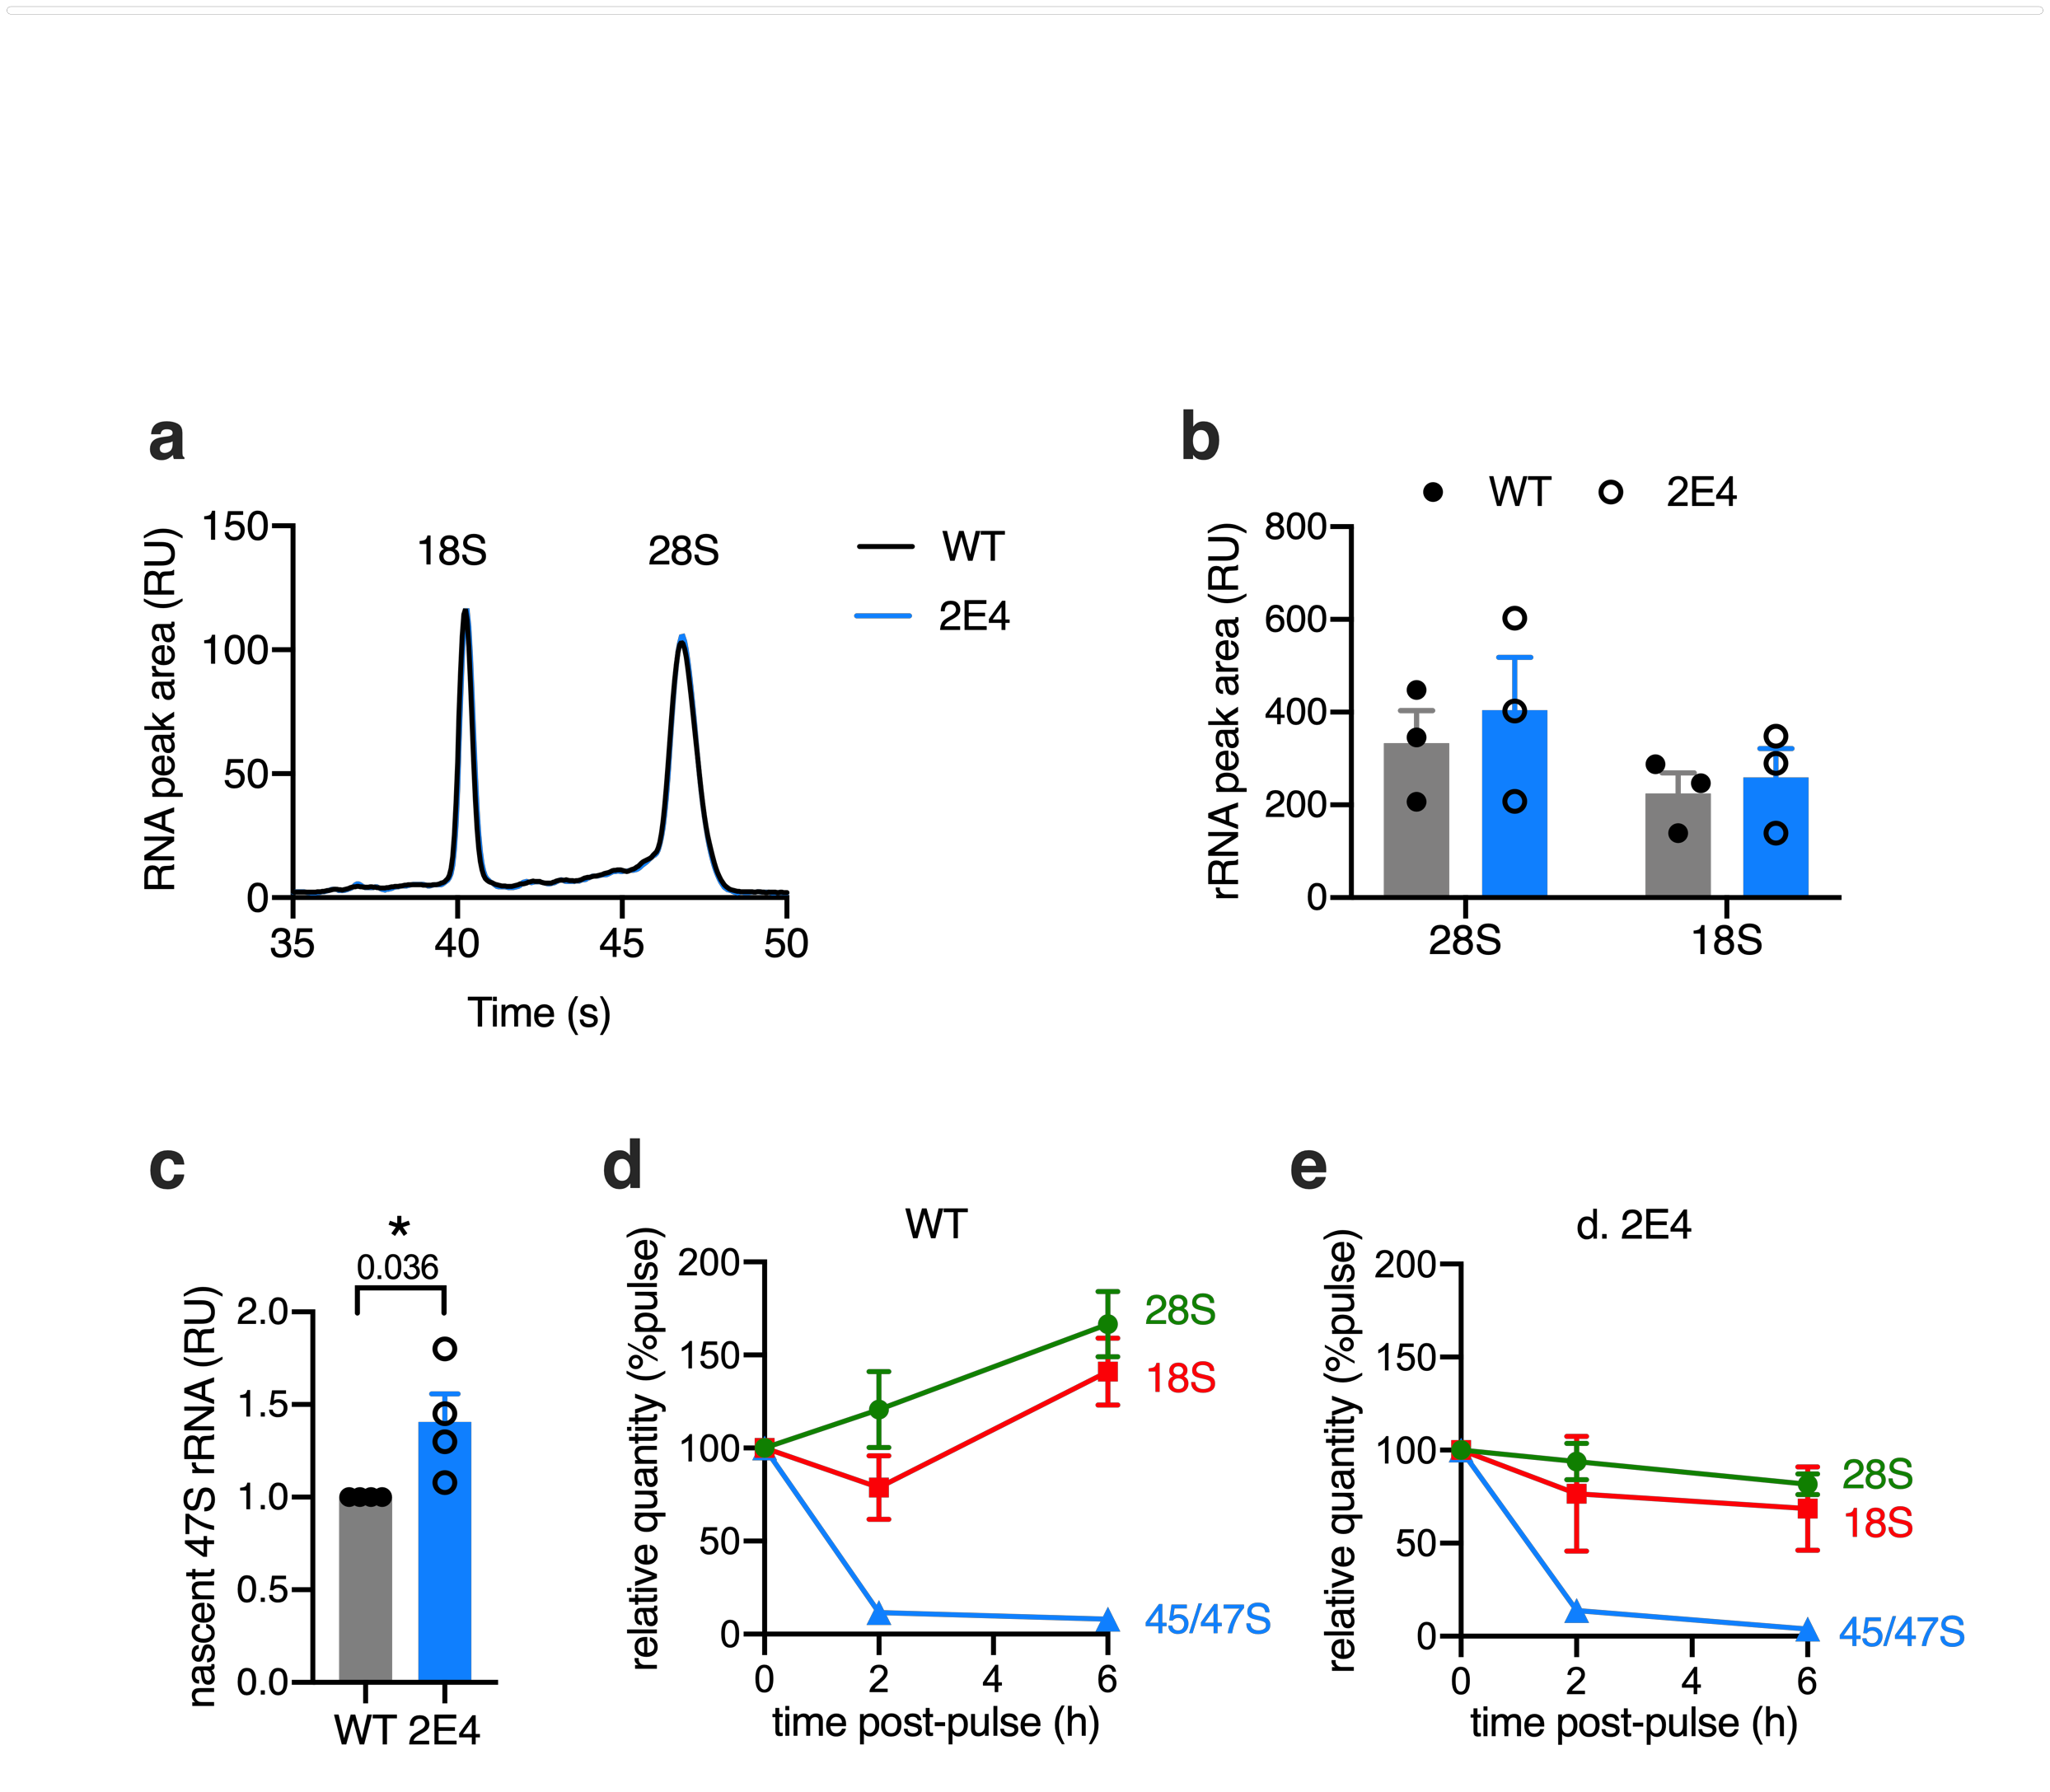

**Supplementary Fig. 3. SNORA73 haploinsufficiency alters kinetics of rRNA processing. a**-**b**, Representative bioanalyzer traces of total RNA from WT and 2E4 cells (**a**) with quantification of rRNA peak areas (**b**) from n = 3 independent experiments. **c**, RT-qPCR of 5-ethynyl uridine (5-EU)-labeled 47S rRNA species normalized to actin mRNA following a 30 min pulse with 5-EU from n = 4 independent experiments. **d-e**, RT-qPCR of 5-EU-labeled 47S, 28S, and 18S rRNA during a 6 h label-free chase in WT (**d**) and 2E4 (**e**) cells, n = 3 independent experiments. Means + SE. *, *p* < 0.05 for indicated comparisons (with p-value above bracket) by unpaired 2-tailed t-test. Source data are provided as a Source Data File.

**
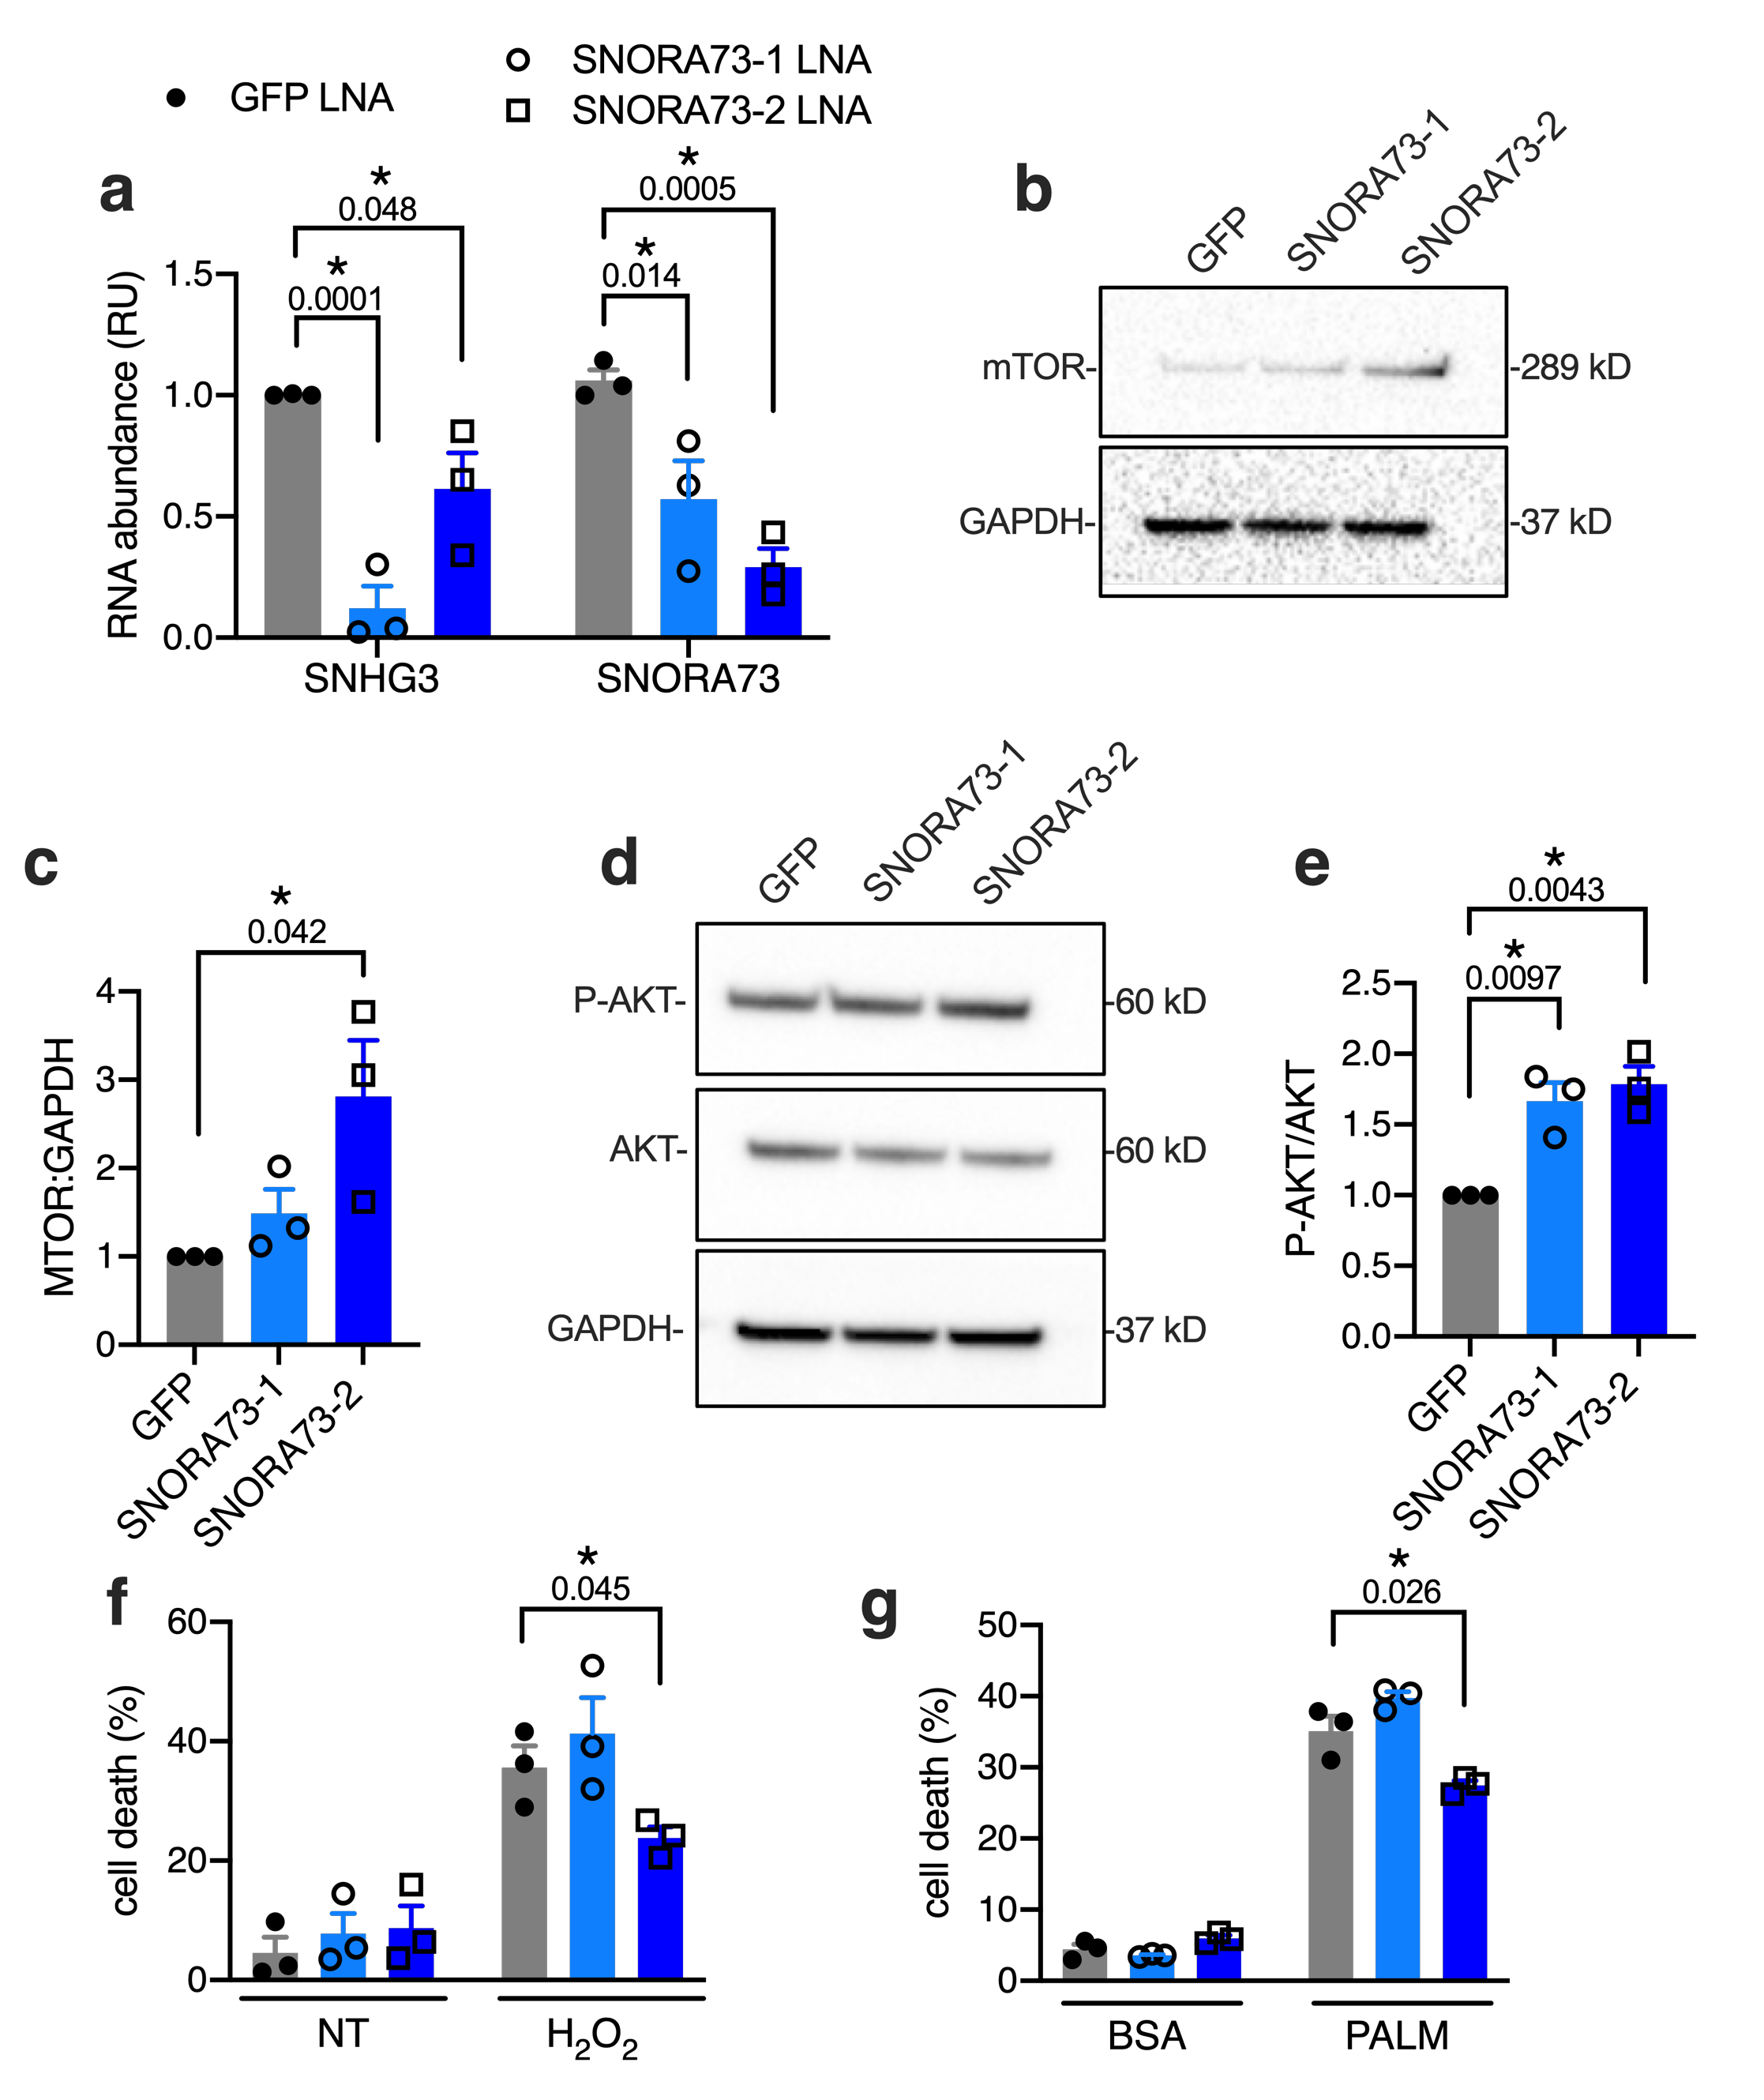
**

**Supplementary Fig. 4. SNORA73 knockdown in human cells enhances mTOR activity and protects against metabolic stress.** Normal skin fibroblasts (NSF) were transfected with control (GFP) or SNORA73 (SNORA73-1, SNORA73-2) LNAs for 24 h. **a**, RT-qPCR of SNHG3 lncRNA and SNORA73A/B. **b**-**c**, Representative immunoblot of mTOR (**b**) with quantification of n = 3 independent experiments **(c**). **d-e**, Representative immunoblot of p-AKT (S473), AKT, and GAPDH following treatment with insulin for 30 min (**d**), with quantification of independent experiments (**e**). **f-g**, Cell death following treatment with H_2_O_2_ for 16 h (**f**) or treatment with PALM or BSA for 48 h (**g**). Means + SE for n = 3 independent experiments. *, *p* < 0.05 for indicated comparisons (with p-values above brackets) by 2-way (**a**) or 1-way (**c, e**) ANOVA with Tukey’s multiple comparison test, or by unpaired 2-tailed t-test (**f, g**). Source data are provided as a Source Data file.

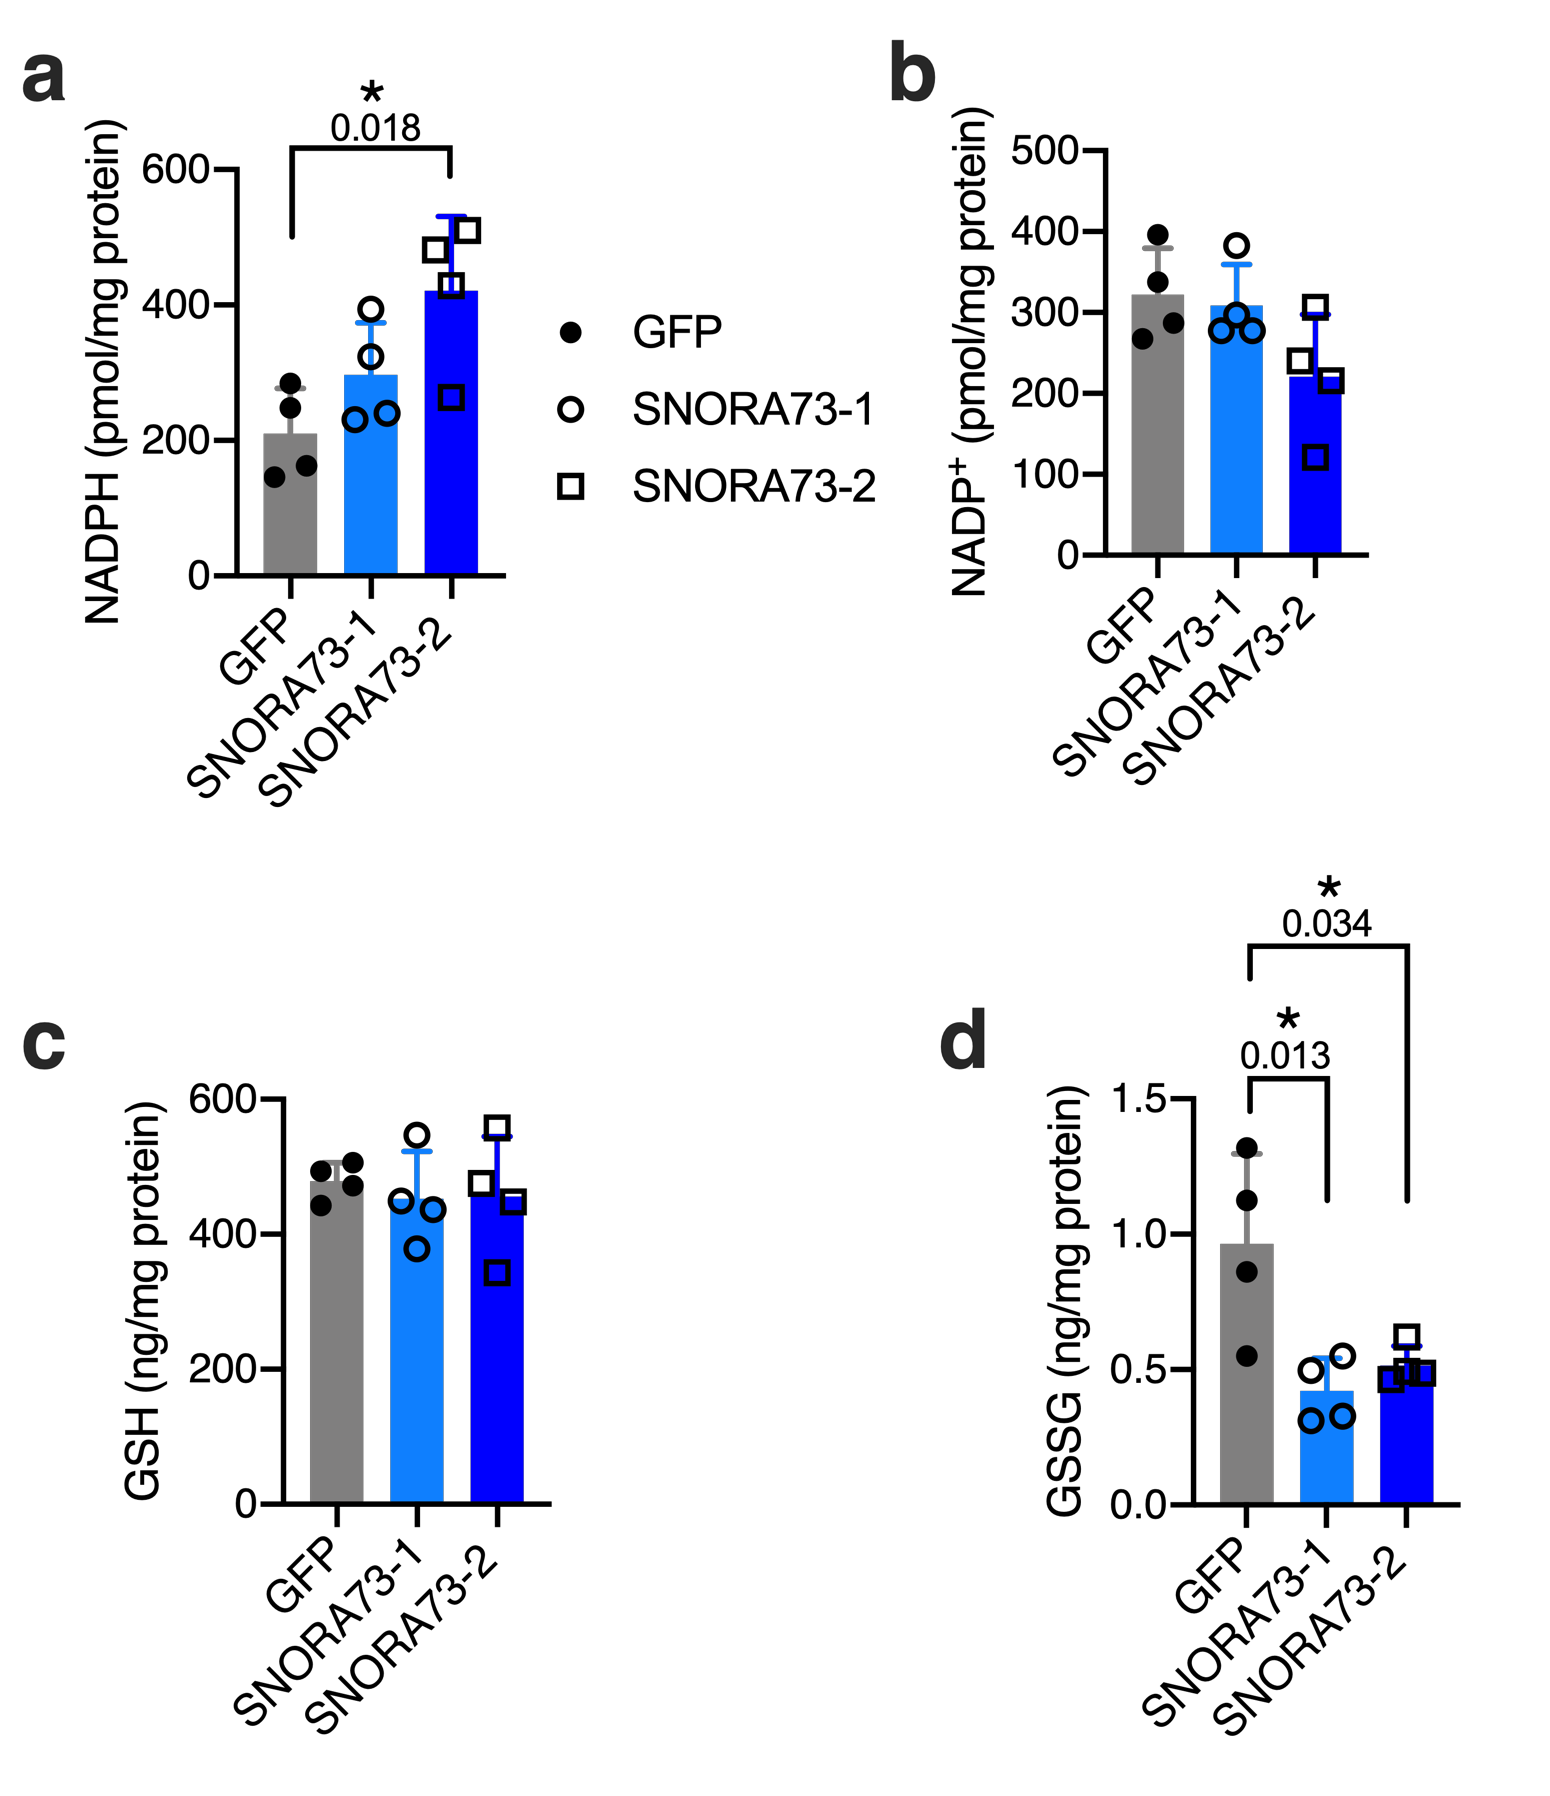

**Supplementary Fig. 5. SNORA73 knockdown in the liver alters redox state.** Analysis of livers of chow-fed mice treated with SNORA73 (SNORA73-1, SNORA73-2) or control (GFP) LNAs. **a,** NADPH. **b**, NADP^+^. **c**, GSH. **d**, GSSG. Means + SE for n = 4 mice per group. *, *p* < 0.05 for indicated comparisons (with p-values above brackets) by 1-way (**a, c, d**) or 2-way (**b**) ANOVA with Tukey’s multiple comparison test. Source data are provided as a Source Data File.

**
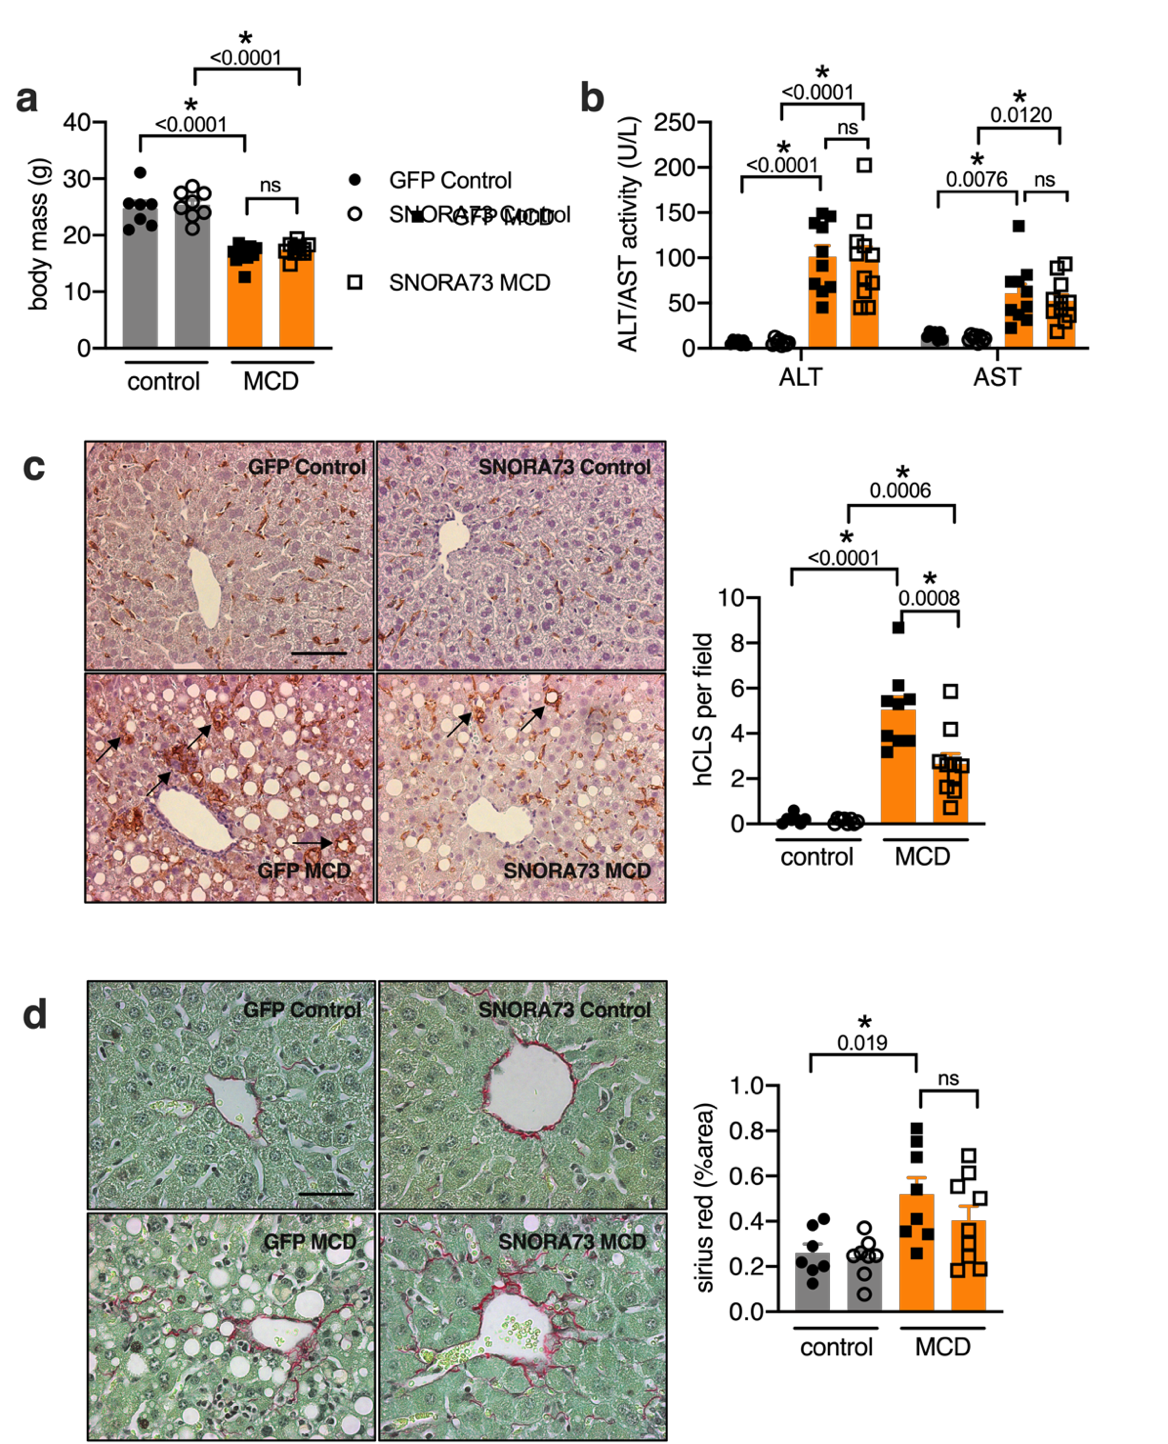
**

**Supplementary Fig. 6. Effect of SNORA73 knockdown on body weight, transaminases, inflammation, and the fibrotic response in mice challenged with MCD diet**. Mice were treated with control (GFP) or SNORA73 (SNORA73-2) LNA during feeding with control or MCD diets for 3 weeks. **a**, Body weights. **b**, Plasma alanine transaminase (ALT) and aspartate transaminase (AST). **c**-**d**, Representative images of F4/80 (**c**) and picrosirius red (**d**) staining in liver tissue with quantification of hepatic crown-like structures (hCLS, arrows) and intralobular picrosirius red staining. Scale bars = 25 μm. Means + SE. For **a- b**, GFP (n = 7) and SNORA73 (n=8) on control diet, and GFP (n=10) and SNORA73 (n = 11) on MCD diet. For **c**, GFP (n = 7) and SNORA73 (n=8) on control diet, and GFP (n=9) and SNORA73 (n=10) on MCD diet. For **d**, GFP (n = 7) and SNORA73 (n=8) on control diet, and GFP (n=8) and SNORA73 (n=9) on MCD diet. *, *p* < 0.05 for indicated comparisons by 1-way (**a, c, d**) or 2-way (**b**) ANOVA with Tukey’s multiple comparison test. ns, not significant**.** Source data are provided as a Source Data File.

**
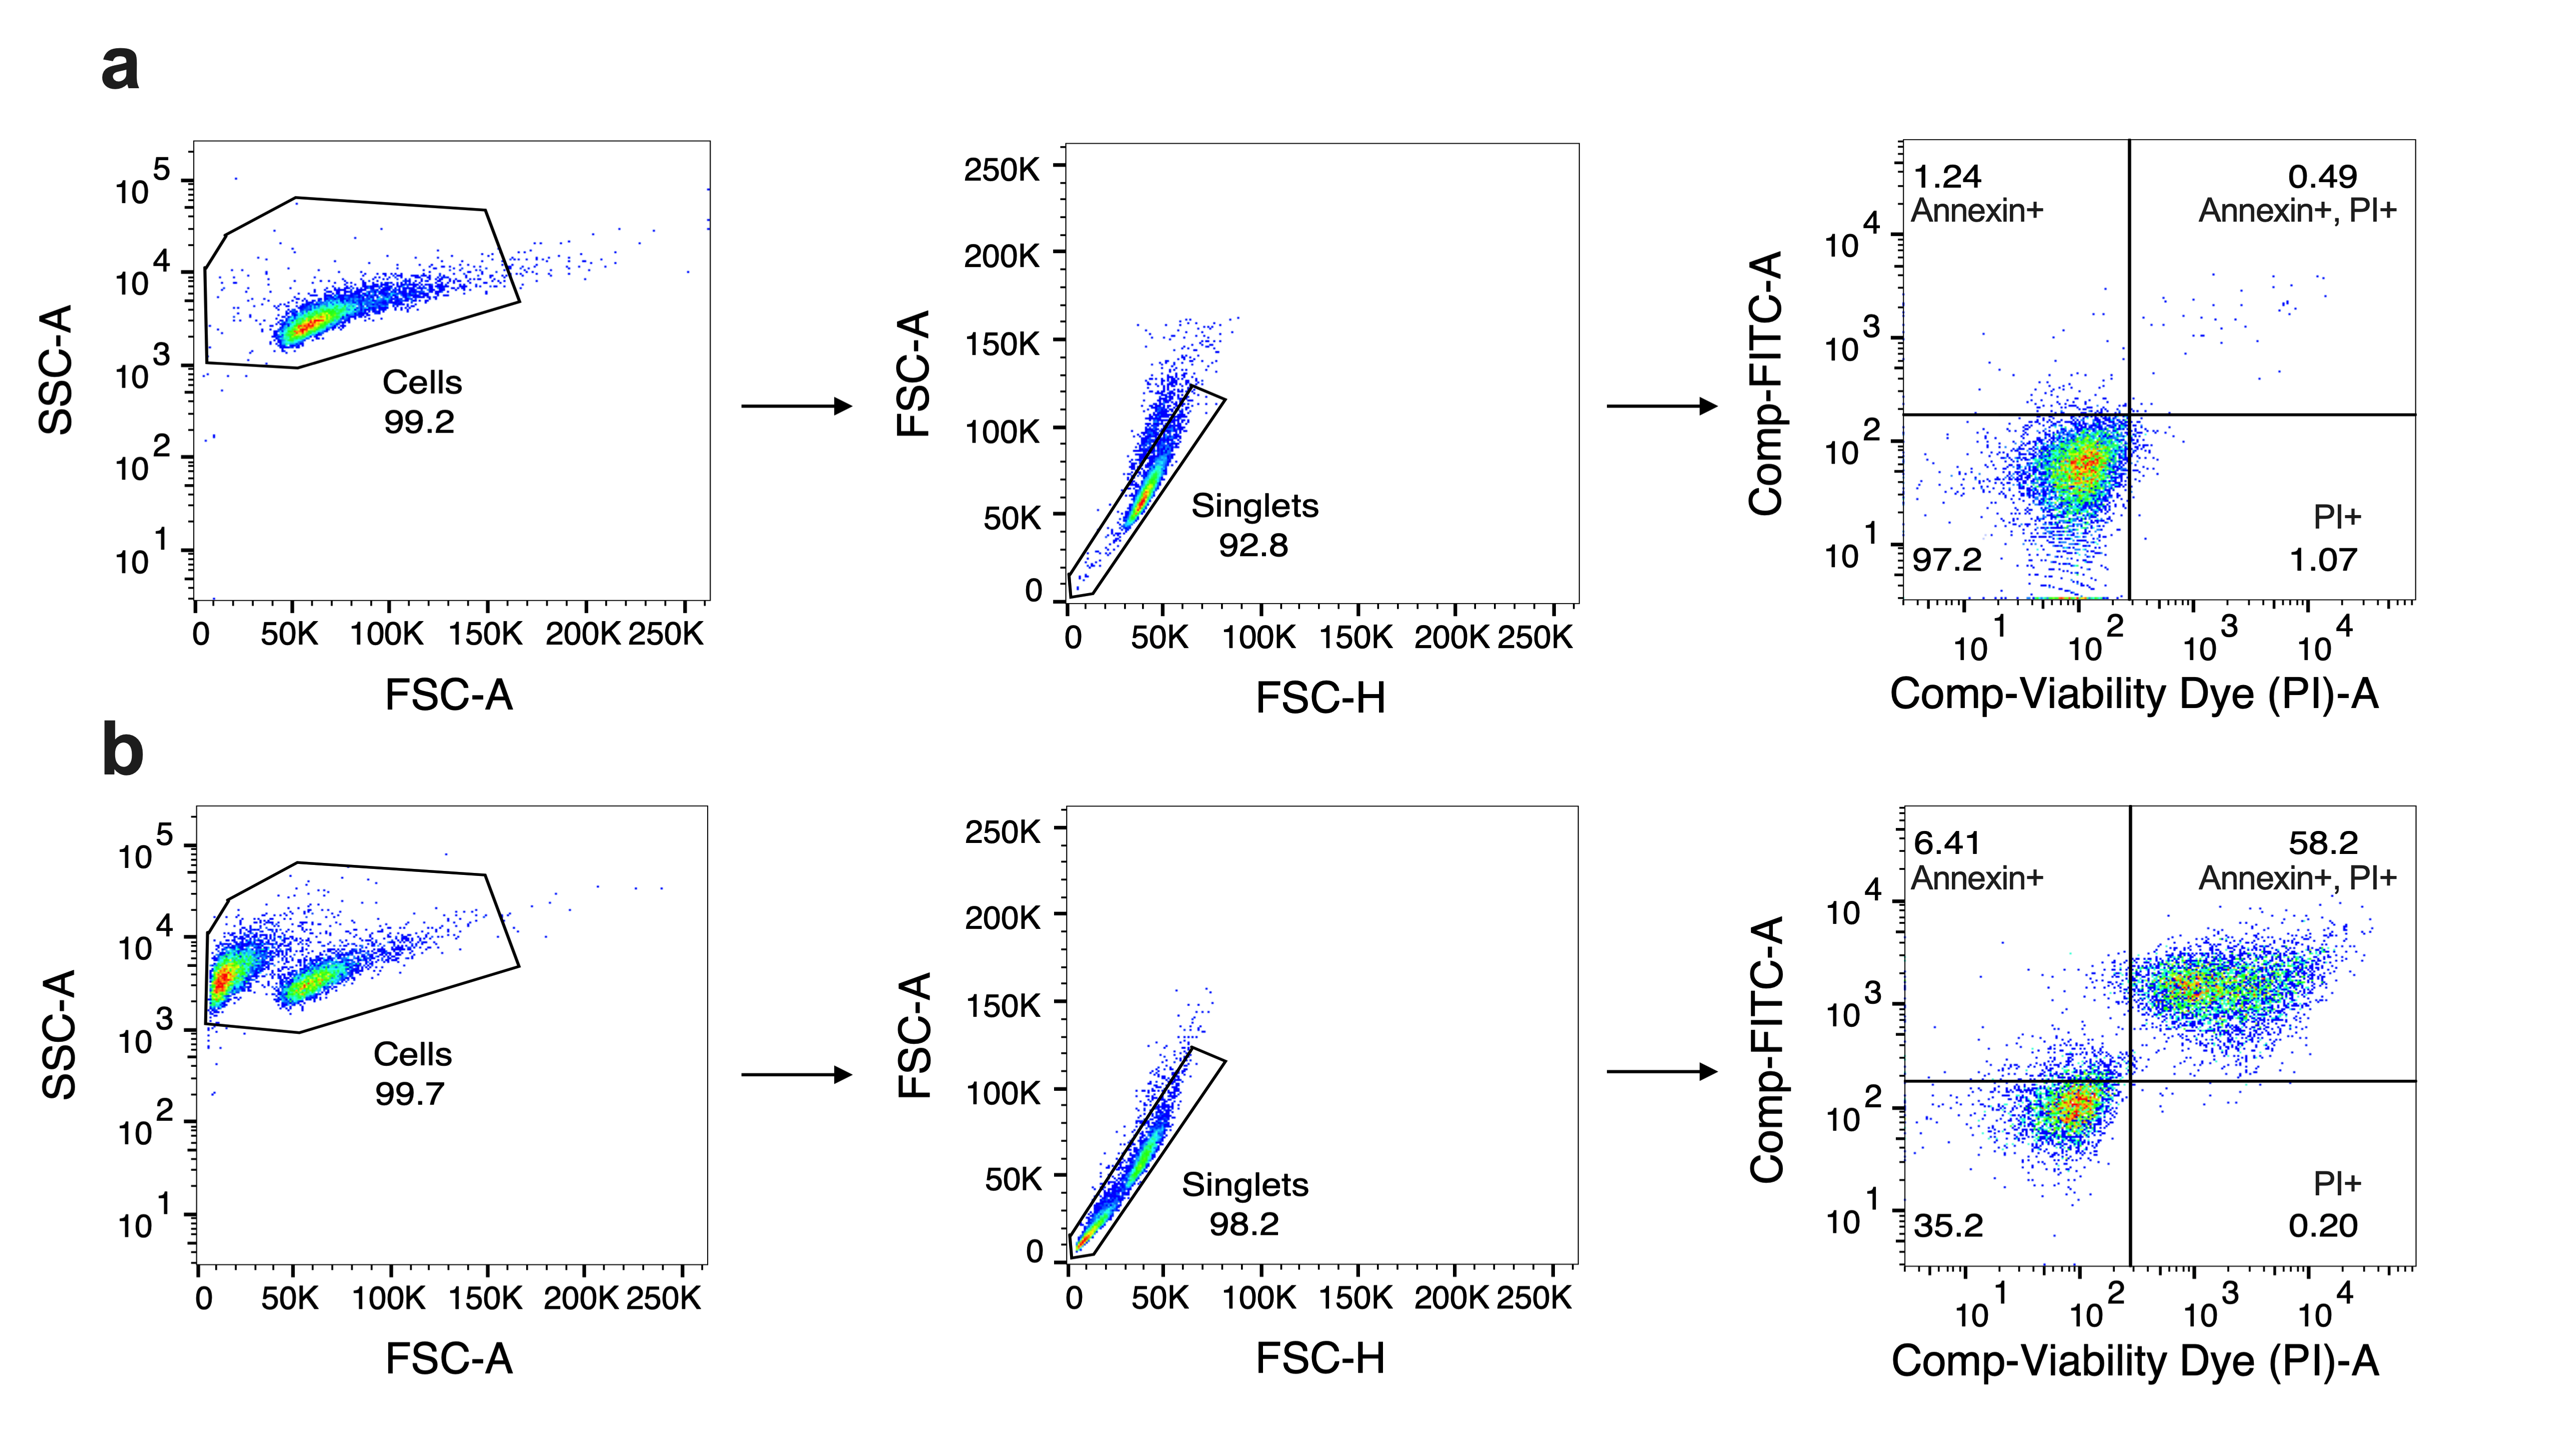
**

**Supplementary Fig. 7. Gating Strategy for Flow Cytometric Analyses.** Representative gating strategy for analyses of untreated (a) and H_2_O_2_-treated (b) WT CHO cells. Cells were initially identified by forward scatter (FSC-A) and side scatter (SSC-A), and then singlets were selected for analysis of Annexin V-EGFP (FITC-A) and propidium iodide (PI-A) staining. Quadrants were set such that <2% untreated cells were positive for either Annexin V-EGFP or PI.

**Supplementary Table 1. Changes in Transcriptome and Translatome for Selected Genes Related to Glucose or Fatty acid Metabolism or Mitochondrial Oxidative Metabolism**

**Supplementary Table 2. Oligonucleotide Sequences**

# Supplementary material for: Loss of SNORA73 reprograms cellular metabolism and protects against steatohepatitis
**Source:** Nat Commun. 2021 Sep 1;12:5214. doi: 10.1038/s41467-021-25457-y
**Supplement:** Supplementary file 2 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used.

## Data analysis

5' RACE products were analyzed by NCBI BLASTN 2.2.16 [Mar-25-2007].

Flow cytometry analysis was performed using BD FACSDiva software [version 8.0.1 (build 2014 07 03 11 47)].

For biochemical and cell biological analyses, Methods state, "results are expressed as mean  $\pm$  SEM for a minimum of 3 independent experiments. For directed comparisons, the statistical significance of differences in mean values was determined by a two-tailed or paired Student's t-test using GraphPad Prism 8 for Mac OS X (version 8.0a). p values were adjusted for multiple comparisons using the Holm-Sidak method where indicated. For all tests,  $p < 0.05$  was considered significant."

For RNA sequence analyses, Quality of RNA-seq reads were checked with fastqc, which computes various quality metrics for the raw reads. Reads were trimmed for adapters and filtered by sequencing Phred quality ( $\geq Q15$ ) by using fastp and aligned to mouse rRNA by using bowtie (reference 77,78). Unmapped reads were extracted by using samtools (reference 79). Reads were aligned to the mouse transcriptome (Ensembl version 102) using kallisto (version 0.46.2) and transcript counts were converted to gene counts using tximport (reference 80,81). Counts were normalized by weighted trimmed mean of M values if necessary (reference 82). Read counts were transformed to log 2 counts per million, their mean-variance relationship was projected, and their observational-level weights were computed with Voom (reference 83). Low expressing genes were filtered out by keeping genes that have counts per million (CPM) more than 0.5 in at least 4 samples. Differential gene expression was determined by performing linear modeling using limma (version 3.46.0, reference 83). Statistical significance was examined by using p-value adjusted for multiple tests (by the Benjamini-Hochberg False Discovery Rate (FDR)), and genes below  $FDR < 0.05$  were accepted as statistically significant. Gene Ontology and KEGG pathways enrichment analyses were performed using ToppFun and DAVID. ToppFun collects the content from multiple databases, including KEGG, WikiPathways and REACTOME (reference 84). Bonferroni FDR correction was applied to the analyses to select the most relevant terms.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data supporting the findings of this study are available within the paper and its supplementary information files. RNA-sequencing data has been deposited in the Gene Expression Omnibus, accession GSE179228.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size calculations were not performed. For cell-based studies sample size was 3-5, based upon pilot experiments that determined effect size. For some animal studies larger sample sizes were necessary because of physiological variability, based on preliminary observations of responses of C57BL6/J mice to the various diets used.                                                     |
| Data exclusions | Testing for outlier values was performed by Grubbs or Rout test as appropriate and outlier values were excluded as described in Methods and figure legends. Following initial analysis of 5 GFP LNA and 5 SNORA73 LNA treated livers by principal component analyses, 1 sample from each group was excluded because it failed to cluster with others in the group, leaving $n = 4$ for each group. |
| Replication     | For cell-based studies, at least 3 independent experiments were performed. 

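In the total RNA libraries of the 10 mice, the first 3 principal components of log2 CPM held 25.0%, 17.6% and 14.5% of the variance. SNORA73 LNA mouse 10 had the highest score on the first component (56.1, against −23.8 to 16.5 in the other 9 mice), and GFP LNA mouse 9 the lowest on the third (−37.7, against −20.3 to 16.9). The mean correlation of mouse 9 with the 4 other GFP LNA mice was 0.973, while each of those had 0.981 to 0.983 with its group. That of mouse 10 with the other SNORA73 LNA mice was 0.964, against 0.973 to 0.977. In polysome RNA mouse 10 had the highest score on the second component (38.0, against −45.5 to 20.5 in the other 9 mice, 16.9% of variance). The lowest mean correlation with the group was that of mouse 2 (0.964, with 0.965 for mouse 9) among GFP LNA mice and of mouse 11 (0.953, with 0.955 for mouse 10) among SNORA73 LNA mice, and the highest score on the first component (22.6% of variance) was that of mouse 11 (62.9, with 0.371 for mouse 9 and 14.7 for mouse 10). With limma-voom over 4 mice per group in total RNA, leaving out mouse 9 and any SNORA73 LNA mouse gave at least 24 genes past the paper's thresholds, and keeping mouse 9 gave at most 3. In polysome RNA the corresponding numbers were 14 and 3. Leaving out mice 9 and 10 gave 96 genes in total RNA, the most of the 25 choices, and 28 in polysome RNA, the second highest number.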

All findings were replicated. Attempts at replication in which control samples failed to demonstrate established findings were not further analyzed. For mouse studies all measurements are from different animals and all findings were replicated.                                                                    |
| Randomization   | Animals were randomly assigned to diets by coin flip.                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Where possible analyses were blinded (e.g., histology, analysis of tissue specimens, mass spectrometry). However, it was not possible to blind some analyses of cellular phenotypes due to limited number of persons working on studies at any one time.                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | As provided in the methods, we used the following antibodies: phospho-Akt (Cell Signaling 4060, 1:1000 dilution), Akt (Cell Signaling 4691, 1:1000 dilution), mTOR (Cell Signaling 2983, 1:1000 dilution), phospho-S6K (Cell Signaling 9234, 1:1000 dilution), S6K (Cell Signaling 2708, 1:1000 dilution), GAPDH (Fisher AB2302MI, 1:10,000 dilution), Horseradish peroxidase-conjugated IgG (anti-chicken, Jackson ImmunoResearch 703-035-155, 1:10,000 dilution), and Horseradish peroxidase-conjugated IgG (anti-rabbit, Jackson ImmunoResearch 111-035-144, 1:10,000 dilution).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | Validation data is provided on the Manufacturers' websites:<br>phospho-Akt (Cell Signaling 4060): <a href="https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060">https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060</a><br>Akt (Cell Signaling 4691): <a href="https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691">https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691</a><br>mTOR (Cell Signaling 2983): <a href="https://www.cellsignal.com/products/primary-antibodies/mtor-7c10-rabbit-mab/2983">https://www.cellsignal.com/products/primary-antibodies/mtor-7c10-rabbit-mab/2983</a><br>phospho-S6K (Cell Signaling 9234): <a href="https://www.cellsignal.com/products/primary-antibodies/phospho-p70-s6-kinase-thr389-108d2-rabbit-mab/9234">https://www.cellsignal.com/products/primary-antibodies/phospho-p70-s6-kinase-thr389-108d2-rabbit-mab/9234</a><br>S6K (Cell Signaling 2708): <a href="https://www.cellsignal.com/products/primary-antibodies/p70-s6-kinase-49d7-rabbit-mab/2708">https://www.cellsignal.com/products/primary-antibodies/p70-s6-kinase-49d7-rabbit-mab/2708</a><br>GAPDH (Fisher AB2302MI): <a href="https://www.fishersci.com/shop/products/anti-gapdh-ab-2-polyclonal-emd-millipore/AB2302MI">https://www.fishersci.com/shop/products/anti-gapdh-ab-2-polyclonal-emd-millipore/AB2302MI</a><br>Horseradish peroxidase-conjugated IgG (anti-chicken): Jackson ImmunoResearch 703-035-155, <a href="https://www.jacksonimmuno.com/catalog/products/703-035-155">https://www.jacksonimmuno.com/catalog/products/703-035-155</a><br>Horseradish peroxidase-conjugated IgG (anti-rabbit): Jackson ImmunoResearch 111-035-144, <a href="https://www.jacksonimmuno.com/catalog/products/111-035-144">https://www.jacksonimmuno.com/catalog/products/111-035-144</a> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | CHO-K1 (CCL-61), NIH 3T3 (CRL-1658), HEK293T (CRL-3216), and human skin fibroblast (CRL-1474) cells were from ATCC. Cell line source and numbers are provided in the Methods. The 2E4 mutant, was generated in our laboratory by introduction of the ROSA-beta-GEO retroviral promoter trap into CHO-K1 cells. |
| Authentication                                                    | Authentication was performed by ATCC for CHO-K1, NIH 3T3, HEK293T, and human skin fibroblast lines. Authentication was performed in our laboratory by 5'RACE and gene-walking PCR for the 2E4 mutant cell line.                                                                                                |
| Mycoplasma contamination                                          | Cell lines were mycoplasma negative.                                                                                                                                                                                                                                                                           |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL6/J male mice were purchased from Jackson Laboratories (JAX 000664). Mice were housed with a 12h:12h light:dark cycle, 70-72 degrees F and 45% humidity. Ages of animal for the different experiments are stated in the Methods and all animals were fed ad libitum. Chow diet study was performed beginning at 8 weeks of age. High fat diet study was performed beginning at 6 weeks of age. Methionine-choline-deficient diet study was performed beginning at 7 weeks of age. |
| Wild animals            | No wild animals were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | All experimental procedures were approved by the Washington University and Joslin Diabetes Center Animal Studies Committees and conducted in accordance with the Public Health Service Policy for the Humane Care and Use of Laboratory Animals.                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Following various cell treatments, cells were trypsinized, pelleted and stained for annexin V-EGFP (BioVision 1004) and propidium iodide Thermo Fisher 1304MP).

Instrument

BD LSRFortessa

Software

Data were collected using BD FACSDiva software and analyzed with FlowJo v10.6.1.

Cell population abundance

Flow cytometry analysis, but not flow sorting, was performed. For each sample, 10,000 cells were analyzed .

Gating strategy

CHO cells were identified by forward scatter (FSC) and side scatter (SSC). Singlets were selected based on FSC-A, FSC-H. Quadrants were set such that <2% of untreated (healthy) cells were GFP or propidium iodide positive. Then in all samples, Annexin+ and PI+ cells were identified and quantified.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

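Livers of chow-fed male mice treated with the GFP LNA (control) or the SNORA73 LNA were analysed at the level of total RNA (transcriptome) and of RNA recovered from polysome fractions (translatome). The processed table held 53028 Ensembl genes in 20 libraries, 1 of total and 1 of polysome RNA from each of 10 mice, 5 per group. Each column was assigned to a mouse and an RNA by the sample labels, and 0 columns were left without a sample. The labels name the knocked-down snoRNA Snora37, while the paper and the study's design name SNORA73. The mouse number links the total and polysome libraries of a mouse, and this is where the pairing in the models with a replicate block comes from.

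The deposited values are estimated counts per gene. The authors trimmed adapters and filtered reads at a Phred quality of at least 15 with fastp, removed reads aligned to rRNA with bowtie, estimated transcript counts against Ensembl 102 with kallisto 0.46.2 and converted them to gene counts with tximport. They then normalized by trimmed mean of M values where necessary, transformed with voom and tested with limma 3.46.0, but the table holds the counts before those steps. The text of the paper does not name the strand option or the index settings of kallisto. Because kallisto shares reads among transcripts they are compatible with, counts of pseudogenes, of members of gene families and of overlapping genes (mt-Nd6 and mt-Nd5, Enho and Dnaic1) are uncertain.

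Estimated counts were rounded to whole numbers. Symbols were matched for 51903 of the 53028 gene identifiers, and genes without a symbol held at most 1.68% of all counts. Positions and lengths were taken from the RefSeq annotation of GRCm38.p6. Genes with a CPM above 0.5 in at least 4 of the libraries in a fit were kept, which is the filter of the paper. They were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM normalization, total and polysome RNA apart. A gene was counted as higher at a log2 fold change of at least 0.5 and lower at a log2 fold change under 0, each with a Benjamini-Hochberg FDR under 0.05, which are the thresholds of the paper. Translational efficiency was tested as the interaction of RNA and LNA over all 20 libraries. Gene sets were tested with camera in limma 3.58.1 on voom values with an inter-gene correlation of 0.01, and over-representation with Fisher's exact test against all genes tested. Differences in scores per mouse were tested with two-sided exact permutation tests.

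The design of each test and most alternatives were set before the data were examined. So were the gene families, which stood in for terms the paper had reported from these livers. The marker lists of cell types and responses, the ribosomal protein set and the rule for the genes named in the text were set beforehand. That rule takes the genes the paper names in its RNA-seq results, the genes of the targeted locus, Mtor, the genes of Supplementary Table 1 with a reported FDR under 0.1, and the 5 genes higher and 5 lower with the largest log2 fold change among those past the thresholds with non-overlapping groups. The alternatives were limma-voom, limma-voom with sample quality weights, DESeq2 1.42.0, DESeq2's size factors in edgeR, library totals without TMM, no filter beyond 1 count, a CPM above 1 in every library, a single fit of all 20 libraries, mitochondrially encoded genes left out, a symmetric fold threshold, each mouse left out in turn, the mouse number as a replicate block, and an estimated inter-gene correlation. Chosen after the data had been seen were the use of the paper's 8 mice for translational efficiency and gene sets. So were the estimated correlation for the ribosomal protein set and a background limited by gene length. The lists of acidic tract, TOP and acute phase genes were also made then.

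The paper used 4 mice per group and excluded 1 sample per group that failed to cluster in principal component analysis, without naming it. A choice of mice was to be taken as the paper's only if its limma-voom log2 fold changes differed from Supplementary Table 1 by a median of less than 0.02 and the next nearest choice differed at least 3 times as much. For total RNA this ratio was 4.84 and for polysome RNA 16.2, each for the choice without GFP LNA mouse 9 and SNORA73 LNA mouse 10. All 25 choices were fitted in each RNA, and some further fits of other subsets were looked at while the data were explored and are not reported. No 2 libraries held identical values, and the highest correlation of log2 CPM between libraries was 0.987 in total RNA and 0.977 in polysome RNA.

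Depth per library ranged from 20005389 to 42023390 counts in total RNA and from 14852951 to 33824659 in polysome RNA. A count of 3 was taken as the floor, and no fold change was given against a group at or under it except as a lower bound. Floors cover counting error only. The tests were checked on simulated counts in which 200 genes changed by 1 on the log2 scale. Over 10 mice, edgeR recovered 75.9% of 199 changed genes tested in total RNA and 51.5% of 200 in polysome RNA, with 3.75% and 1.89% false calls. Over 8 mice, which were not the paper's 8, it recovered 66.8% and 26.6%. DESeq2 recovered 81.4% in total RNA with 11.5% false calls. For translational efficiency 100 genes fell in total RNA and rose in polysome RNA, an interaction with a median of 2.00 on the log2 scale. Of these, edgeR recovered 86% without and 82% with the block. The simulated libraries were drawn independently, without differences between mice, so these numbers cannot judge the block.

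SNORA73 itself could not be followed, because Snora73a and Snora73b had 0 to 4 counts in these polyadenylated libraries and no gene was listed as Snora37. Pathway gene lists, transcript sequences and the reads were not used here. The other experiments of the paper were not analysed here.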

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

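All tests of explanations in this part were chosen after the results they bear on had been seen. Single mice were compared with their group by the gap to the nearest mouse as a share of the group's range, and singled out above 0.71 (the critical value of Dixon's test for 5 mice). Of 127 groups examined (75 of single genes, 28 of scores and 24 of library measures), 16 had such a mouse, where chance gives about 1 in 20, or 6.35. GFP LNA mouse 9 accounted for 11 of these and SNORA73 LNA mouse 10 for 3. Many of the genes examined had been called without mouse 9, which favours genes in which mouse 9 stands apart, so the number for mouse 9 is not evidence of an excess over chance by itself.

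GFP LNA mouse 9 stood apart in total RNA for Cdkn1a (gap over range 0.753), Gbp10 (0.893), Gm48765 (0.770), Herc2 (0.735) and Pparg (0.740), and in polysome RNA for Dnaic1 (0.806), Enho (0.784), Gm10319 (0.870), Ndufb7 (0.761) and Orm3 (0.820). Its mean correlation with the other GFP LNA mice in total RNA also stood apart (0.789). The paper reports that 1 sample of each group was excluded because it failed to cluster, without naming it, and mouse 9 was taken to be that of the GFP LNA group. On a scale where 0 is the mean of the GFP LNA mice and 1 that of the SNORA73 LNA mice used in the paper, over genes chosen without the mouse placed, mouse 9 lay at 0.802 in total RNA and 0.698 in polysome RNA. The other GFP LNA mice lay at −0.00176 to 0.290 in total RNA and −0.0388 to 0.284 in polysome RNA, and the SNORA73 LNA mice at 0.739 to 1.05 and 0.645 to 1.48. An exchange of mice 9 and 10 would put mouse 10 with the GFP LNA mice, but it lay at 0.589 in total RNA and 0.666 in polysome RNA, nearer its own group. If the GFP LNA lowered the acidic tract genes, which was not shown, a GFP LNA without effect in mouse 9 would place it near the SNORA73 LNA mice for these genes. It lay at 0.308 in polysome RNA, nearer its own group, and at 0.766 in total RNA, nearer the other group, so this cannot be settled. A different time of day was tested with a list of clock genes, whose score in mouse 9 (1.50 in total RNA, against −0.929 to 0.0512) gave a ratio of 0.597, below 0.71. Mouse 9 nevertheless had the highest clock score of all 10 mice in both RNAs (1.29 in polysome RNA), with 0.722 and 0.766 in the next highest mouse. A ratio below 0.71 among 5 mice does not rule out a different time of day. The depth of mouse 9 (26425079 counts in total RNA) was within that of its group. If mouse 9 had received the SNORA73 LNA it would be near that group in all genes, but it had 0 counts of Gm15387 in total RNA (50 to 278 with SNORA73 LNA), 71.3 CPM of Gm5641 (117 to 124) and, in polysome RNA, 132 CPM of Anp32b (250 to 684) and 29.1 CPM of Smarce1 (52.2 to 79.1). These genes were called with mouse 9 counted as GFP LNA, which favours such values. Other mistakes in handling are a candidate explanation that was not tested, and an individual difference of this mouse cannot be told apart from them.

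SNORA73 LNA mouse 10 stood apart for Foxo3 in total RNA (0.869) and for a score of 18 acute phase genes, with a ratio of 0.830 in total RNA and 0.740 in polysome RNA. The score was 10.4 in total RNA, against 7.07 to 7.64 in the other SNORA73 LNA mice and 6.71 to 7.07 in the GFP LNA mice used in the paper, and 10.8 in polysome RNA, against 7.22 to 8.14 and 6.87 to 7.40. Mouse 9 lay at 7.64 in total RNA and 8.05 in polysome RNA. Mouse 10 was taken to be the excluded sample of the SNORA73 LNA group. An acute phase response at harvest may explain why it lay apart, since the smaller of the ratios, 0.740, exceeded 0.71. The list was made after values of mouse 10 had been seen, so this is a hypothesis, and its cause was not tested. Between the groups the score in total RNA differed by 0.90 over all 10 mice (exact permutation test, p = 0.0952, adjusted p = 0.190 over 14 scores) and by 0.43 over the 8 mice without mice 9 and 10 (exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). In polysome RNA it differed by 0.92 (exact permutation test, p = 0.175) and 0.47 (p = 0.0857). As a set at an inter-gene correlation of 0.01, these genes were shifted upward in total RNA over all 10 mice and over the 8 (limma camera, adjusted p = 1.33e-05 and 0.00246) and in polysome RNA (adjusted p = 0.00102 and 0.0203). A relation to the LNA therefore cannot be excluded.

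In the other 2 groups, GFP LNA mouse 8 stood apart for Ndufb10 in total RNA (0.735), with 117 CPM against 125 to 128 in the other GFP LNA mice, and SNORA73 LNA mouse 11 for the acidic tract score in polysome RNA (0.745), with a mean log2 CPM of 7.44 against 6.41 to 6.67. That is fewer than chance gives, and no explanation was tested.

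The pseudogene Gm15387 differed between total and polysome RNA in its response to the SNORA73 LNA, with an interaction of −9.93 on the log2 scale (adjusted p = 0.00721 from edgeR over all 20 libraries, and 3.37e-13 with DESeq2). It did not pass with the replicate block, or with the paper's 8 mice, where the smallest adjusted p of any gene was 0.205 from edgeR. It had 0 counts in all 5 GFP LNA libraries of total RNA and 50 to 278 with SNORA73 LNA, but 1067 to 1970 counts in GFP LNA and 843 to 3753 in SNORA73 LNA libraries of polysome RNA. The size of the interaction is therefore set by the zeros. In the GFP LNA livers at least 1067 counts were assigned to it in polysome RNA, so reads shared with another gene and assigned to either copy may account for the zeros. Transcript sequences were not used here, so this was not tested further.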

How the results depend on the processing

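No test in this part was chosen after its result was seen except where said. Over all 10 mice with edgeR, 4 genes were higher and 0 lower in the transcriptome (487 lower at an unadjusted p under 0.05) and 2 higher and 0 lower in the translatome (695 lower at an unadjusted p under 0.05). These counts depended on the mice and the test. DESeq2's size factors in edgeR, the symmetric fold threshold and leaving out mitochondrially encoded genes gave the same counts, and limma-voom gave 5 and 0 in the transcriptome and 2 and 0 in the translatome.

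With the paper's 4 mice per group, edgeR gave 72 higher and 21 lower genes in the transcriptome and 27 and 4 in the translatome, and limma-voom 75 and 21, and 25 and 3. DESeq2 over all mice gave 36 and 21 in the transcriptome and 217 and 50 in the translatome. Sample quality weights gave 37 and 5, and 105 and 7. Without a filter there were 10 and 3, and 66 and 6. With a CPM above 1 in every library there were 2 and 0, and 29 and 2. Library totals without TMM gave 2 and 0, and 0 and 0 (2265 translatome genes at an unadjusted p under 0.05), and changed the balance of all transcriptome genes at an unadjusted p under 0.05 from 654 higher and 487 lower to 197 and 1893, and of translatome genes from 1060 and 695 to 469 and 1796. The single fit of all 20 libraries also gave 4 and 0 in the transcriptome, 3 of them shared with the separate fit, and 221 and 75 in the translatome. Across the 10 fits that each left out 1 mouse, 1 to 49 genes were higher and 0 to 10 lower in the transcriptome, and 0 to 15 higher and 0 to 2 lower in the translatome, the highest values being those without GFP LNA mouse 9. The 4 genes higher in the transcriptome over all mice were among those called in the fits with the paper's mice, with DESeq2, with limma-voom and with sample quality weights. Of these 4 genes, 3 were called in the single fit, 2 with library totals and 2 with a CPM above 1 in every library. With 1 mouse left out, all 4 were called without mouse 9, and 1 or 2 in each other fit. The cause of the differences between tests was not tested.

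Of the 140 genes of Supplementary Table 1, 0 passed an FDR of 0.05 over all mice in either RNA (8 and 21 at an unadjusted p under 0.05). In the transcriptome 3 passed with the paper's mice under edgeR and limma-voom, 2 with DESeq2, 2 without a filter, 1 with sample quality weights, and 0 to 1 with 1 mouse left out. In the translatome 4 passed with DESeq2 and 3 in the single fit, and 0 to 0 with 1 mouse left out.

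For translational efficiency, 1 gene passed over all mice, 1 with the mouse number as a replicate block, 7 with DESeq2, and 1 to 1 with 1 mouse left out. With the paper's mice 0 passed, with or without the replicate block (952 and 409 at an unadjusted p under 0.05), in fits chosen after the data had been seen. Ribosomal protein genes kept an upward shift in translational efficiency with the block (p = 5.53e-17 from limma camera), but with the inter-gene correlation estimated from the data, an alternative also chosen after the data had been seen, the p was 0.0835.

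Among the metabolic gene sets, 1 of 7 passed in each RNA over all mice, 0 with the correlation estimated (0 in each RNA at an unadjusted p under 0.05) and 2 with the paper's mice, a choice made after the data had been seen. Among the adhesion families, 1 of 4 passed in each RNA and 0 with the correlation estimated (0 in the transcriptome and 1 in the translatome at an unadjusted p under 0.05). No family was over-represented among the genes higher over all mice in either RNA, whichever background was used, and 1 was in each RNA with the paper's mice. With the paper's mice the direction of 6 sets that passed in neither setting reversed, in the transcriptome complex II (adjusted p = 0.410), complex IV (0.179) and ATP synthase (0.179), and in the translatome the whole list (0.615), complex III (0.738) and complex IV (0.738). These adjusted p-values are from limma camera, and over the settings tried they ran from 0.179 to 0.963.

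Genes with small or unstable changes also reversed. Mtor in the transcriptome was −0.052 with library totals and −0.0064 to 0.17 with 1 mouse left out. For Snhg3, transcriptome log2 fold changes were −0.056 with library totals, −0.10 and −0.0939 with the paper's mice (edgeR and limma-voom), −0.079 with sample quality weights, and −0.098 to 0.21 with 1 mouse left out. In the translatome it was −0.0054 with limma-voom, −0.11 with library totals, −0.16 and −0.20 with the paper's mice, and −0.18 to 0.23 with 1 mouse left out. Cdkn1a in the transcriptome ran from −1.07 to 0.019 with 1 mouse left out. Of the other values for named genes under alternatives with all mice kept or the paper's mice, 312 kept direction and side of the threshold, 77 passed it only under the alternative and 6 only over all mice with edgeR. With 1 mouse left out these numbers were 320, 12 and 36.

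Depth limits the genes with few counts. Pparg, at 39 counts in SNORA73 LNA mouse 10, and Gm47626, at no more than 40 counts in any library, rest on few reads. In simulated counts of the same depth, some genes were changed by 1 on the log2 scale. Over 10 mice, edgeR recovered 75.9% of them in total RNA and 51.5% in polysome RNA. Over 8 mice, which were not the paper's 8, it recovered 66.8% and 26.6%. The simulated libraries were drawn independently, with no mouse that lay apart. The simulation therefore cannot show what leaving out such mice does to the number of genes.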

Differences from the paper's values

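The paper reports 74 genes higher in the transcriptome, and 4 were found over all 10 mice with edgeR. With the paper's 4 mice per group there were 72 with edgeR and 75 with limma-voom. The other alternatives set before the data were examined gave 1 to 49 genes and did not close the gap.

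For genes lower in the transcriptome the paper's number is 20, against 0 here (487 at an unadjusted p under 0.05). With the paper's mice there were 21 with edgeR and 21 with limma-voom, and 21 also with DESeq2 over all mice, where 25 of the 36 higher and 21 lower genes were among the 93 called with the paper's mice. All other alternatives set before the data were examined, with 0 to 10 genes, left the gap open.

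The paper's number of genes higher in the translatome is 30, against 2 here. The alternatives that closed this gap were the paper's mice with edgeR (27) and limma-voom (25), and a CPM above 1 in every library (29). The last reached this number mostly with other genes, since 8 of its 29 higher and 2 lower genes were among the 31 called with the paper's mice. DESeq2 (217), the single fit of all libraries (221), sample quality weights (105) and no filter (66) gave more, and the rest 0 to 15.

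For genes lower in the translatome the paper's number is 3, against 0 here (695 at an unadjusted p under 0.05). The paper's mice gave 4 with edgeR and 3 with limma-voom, a CPM above 1 in every library gave 2, and leaving out GFP LNA mouse 9 alone gave 2. DESeq2 (50), the single fit (75), sample quality weights (7) and no filter (6) gave more, and the other alternatives gave 0 or 1.

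In the paper's Supplementary Table 1, 3 genes have an FDR under 0.05 in the transcriptome, and 0 had one here (8 at an unadjusted p under 0.05). With the paper's mice there were 3 with edgeR and 3 with limma-voom, and 2 with DESeq2 and 2 without a filter over all mice. The other alternatives gave 0 or 1.

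The paper's fold change of Foxo3 is 1.36 in the transcriptome and 1.56 in the translatome, against 1.15 and 1.20 here. In the transcriptome the paper's mice gave 1.37 with edgeR and 1.37 with limma-voom, sample quality weights 1.28, and leaving out mouse 9 or mouse 10 alone 1.23 and 1.27, all within a standard error of the paper's value. In the translatome the paper's mice gave 1.54 with edgeR and 1.56 with limma-voom, and leaving out mouse 9 alone 1.41. No other alternative set before the data were examined reached the paper's value in either RNA.

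Over the 140 genes of Supplementary Table 1, the log2 fold changes over all 10 mice differed from the paper's by more than their standard error in 15 genes in the transcriptome and 25 in the translatome, and with the paper's mice in 0 genes in either RNA under edgeR and limma-voom.

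The paper states that the metabolic genes other than mt-ND6 and PPARγ were not significantly changed in the transcriptome. Its Supplementary Table 1 lists Foxo3 with the paper's FDR of 0.0446, and over the paper's mice the adjusted p of Foxo3 was 0.0400 with edgeR, while over all 10 mice it was 0.809. For mt-Nd6 and Pparg, which the paper calls changed, the adjusted p over all 10 mice was 0.184 and 0.357 with edgeR. It was under 0.05 with the paper's mice for both genes, and for mt-Nd6 also with DESeq2 (0.000299), without a filter (0.0477), with sample quality weights and without mouse 9 (0.0334).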

Other observations

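The splits of mice behind the numbers of genes, the whole metabolic list, the step of leaving out a mouse, and both tests of the TOP mRNAs were chosen before their results were seen, and all other tests in this part after. A split regroups the same mice into groups of the same size, the real grouping included. For 8 mice all 35 splits were fitted, and for 10 mice 100 were drawn.

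Over all 10 mice, 3 of 100 splits gave as many genes past the thresholds in the transcriptome as the real grouping (4), and the largest number in another split was 57, after an exchange of mice 3 and 9 with mice 4 and 11. In the translatome 1 of 100 splits, the real one, gave as many (2). Over the paper's 8 mice the real grouping was the only 1 of 35 splits with as many genes, both in the transcriptome (93, with at most 2 in any other) and in the translatome (31, with at most 1). For translational efficiency 1 of 100 splits gave as many genes. For the metabolic list, where 0 genes passed over all mice in either RNA (8 and 21 at an unadjusted p under 0.05), 100 of 100 splits necessarily gave as many in the transcriptome and 100 of 100 in the translatome, while over the paper's 8 mice 1 of 35 gave the 3 genes of the transcriptome.

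Leaving out mice changes the number of genes, so the step itself was tested on 100 splits of the 10 mice by leaving out of each group the mouse least correlated with it and fitting the rest with limma-voom in total RNA. Only 2 splits gave as many as 96 genes, the real one and the one that exchanges mice 9 and 10, which by construction leaves the same 8 mice in the same groups. The next largest number was 72. Mice 9 and 10 were the ones left out in 53 of the 100 splits. The step alone is therefore an unlikely source of the 96 genes, at 2 of 100 splits, although it was applied to a grouping in which mouse 9 lay toward the other group.

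The shift of metabolic gene sets was often as strong in regrouped mice. For the whole list, the set p from limma camera was as small in 85 of 100 splits of all mice in the transcriptome, in 63 of 100 in the translatome and in 9 of 35 splits of the 8 mice in the transcriptome. For complex I over the 8 mice it was as small in 4 of 35 splits, and for the mitochondrially encoded genes over all mice in 30 of 100 splits in the transcriptome and 37 of 100 in the translatome. These shifts cannot be told apart from differences between single mice.

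The Ptpr genes, higher as a set, had a set p as small in 9 of 100 splits of all mice in the transcriptome and 5 of 100 in the translatome, and in 1 of 35 splits of the 8 mice in each RNA. Their over-representation among the 72 genes was also seen against a background limited by length and expression (Fisher's exact test, p = 0.000190, 3 of 11 genes called). This background still held 4768 genes and raised the expected number only from 0.0664 to 0.120. The genes called, Ptprk, Ptprg and Ptprd, are 522578, 688602 and 2270506 bp long. The background only set a lower limit on length, at the lower quartile of the genes called. It was not matched to such lengths, so the test cannot exclude gene length. More RNA from endothelial cells could raise the Ptpr genes. Over the 8 mice 6 endothelial markers had a median log2 fold change of 0.22, against 0.30 for the 12 Ptpr genes, which is smaller but not far from it.

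Endothelial markers themselves were higher in SNORA73 LNA livers. The mean log2 CPM of 7 markers listed before the data were seen (Stab2, Pecam1, Kdr, Clec4g, Ptprb, Cdh5 and Eng) differed by 0.33 in total RNA and 0.33 in polysome RNA over all 10 mice (exact permutation test, p = 0.00794 each, the smallest that 5 mice against 5 allow, adjusted p = 0.0556 over 14 scores). All 5 SNORA73 LNA mice lay above all 5 GFP LNA mice in both RNAs, mouse 9 (4.22 in total RNA) and mouse 10 (4.36) included. The set p was as small in 1 of 100 splits in the transcriptome and in 1 of 100 in the translatome. With 5 mice per group and 14 scores, 2 of them at the smallest p, the adjusted p could not be lower, so the correction cannot decide on this result. With the inter-gene correlation estimated, the set p from limma camera was 0.00182 in total RNA and 0.010 in polysome RNA over all 10 mice, and 0.00367 and 0.0152 over the 8. Stab2 is both a marker and a gene called. A larger share of endothelial RNA in SNORA73 LNA livers may be followed up as a hypothesis, but Eng fell in polysome RNA (−0.17), and changes in the proportion of cells cannot be told apart from changes in expression here. For interferon-response genes in the transcriptome, lower in all 5 genes over all mice, the set p was as small in 20 of 100 splits. Over the 8 mice it was as small in 2 of 35 splits in each RNA, and with the correlation estimated the set p from limma camera was 0.0191 in total RNA and 0.0320 in polysome RNA, against 0.170 and 0.375 over all 10.

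Ribosomal protein mRNAs, targets of translational control by mTOR, had a higher translational efficiency with SNORA73 LNA. In the model of all 20 libraries the translational efficiency of 78 genes had a median log2 change of 0.25, with −0.15 in total RNA and 0.07 in polysome RNA. The set p from limma camera was 4.76e-20 without and 5.53e-17 with the replicate block, where deviations of the same mouse in the 2 RNAs had a mean correlation of 0.396. The inter-gene correlation of these genes is high, and with it estimated from the data the p was 0.0835. A p as small came up in 22 of 100 splits. Per mouse, the mean difference between polysome and total RNA was 0.25 higher with SNORA73 LNA, smaller than the SD of 0.271 among GFP LNA mice (exact permutation test, p = 0.135, adjusted p = 0.236 over 14 scores). A set of 20 other TOP mRNAs, listed after the ribosomal protein result was known, had a median change of 0.20 (a set p of 2.79e-06 from limma camera, 5.37e-06 with the replicate block, and 0.0659 with the correlation estimated), with a p as small in 11 of 100 splits. Random lists of similar length and expression did not shift as far (percentile 100 of 10000 lists for ribosomal proteins and 99.99 for the other TOP mRNAs), and thinning all libraries to 14852951 counts left the ribosomal protein median at 0.25. Length and expression are thus unlikely sources of the shift. Thinning is not expected to change a log2 fold change, so it says little about depth, and the shift cannot be told apart from variation between mice.

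Anp32b and Smarce1, the genes higher in the translatome over all mice, led to a list of 40 mRNAs for proteins with acidic tracts, made after the top genes had been seen and so partly chosen for the pattern. In polysome RNA their median log2 fold change was 0.42, with 37 of 40 higher (limma camera, adjusted p = 2.30e-13, and an unadjusted 0.0869 with the correlation estimated), and a p as small came up in 2 of 100 splits. In total RNA the median was 0.18 and a p as small came up in 13 of 100 splits. The score in polysome RNA differed by 0.46 between the groups (exact permutation test, p = 0.0159, adjusted p = 0.0741 over 14 scores), with GFP LNA mice at 6.15 to 6.42 and SNORA73 LNA mice at 6.41 to 7.44. Lists matched on length and expression did not reach it (percentile 100), and thinning to 14852951 counts left the median at 0.41. Acidic tracts are written in purine-rich codons, and the GFP LNA is rich in pyrimidines, so that its paired site has 17 purines of 20, against 7 of 20 for the SNORA73 LNA 2, taken as the one used. A lowering of purine-rich mRNAs by the control LNA is thus a candidate explanation that cannot be told apart from an effect of SNORA73, since no transcript sequences were searched.

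The genes higher over the paper's 8 mice were long. In the transcriptome their median length was 88774.5 bp, against 22291 bp for all genes tested, at percentile 100 of lists matched on expression. In the translatome it was 174261 bp. Ranking the same number of genes over all 10 mice gave a median length of 48910 bp in the transcriptome (percentile 100) and 37462 bp in the translatome (percentile 97.57), so the pattern was weaker. This ranking includes the same 8 mice and shares 25 and 8 genes with those called, so it is not independent of them. After thinning to 20005389 counts, the difference between the groups in the relative level of genes above 200000 bp against genes under 30000 bp over the 8 mice was 0.134 on the log2 scale, against 0.131 before. Expression is therefore an unlikely source of the pattern, while thinning says little about depth. Per mouse, this long-gene score over all 10 mice differed by 0.08 in total RNA (exact permutation test, p = 0.365, adjusted p = 0.426 over 14 scores) and by 0.21 in polysome RNA (p = 0.0238, adjusted p = 0.0833), so it fails the correction. In total RNA mouse 9 had the highest score of all mice (0.221), and over the paper's 8 mice the difference in this score, with genes chosen and centred over all 10 mice, was 0.14 (exact permutation test, p = 0.0857), where genes chosen and scaled over the 8 mice alone gave 0.131. So in total RNA the difference was smaller once mice 9 and 10 were included. An action of either LNA on long unspliced transcripts was not tested.

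For the chow-fed livers of Fig. 6, the paper reports SNHG3 lncRNA as unaltered by RT-qPCR and mTOR as elevated by immunoblot. The mTOR result is thus of protein, and the values here are of Mtor mRNA, so they do not test it. Whether those livers are among the ones sequenced is not stated. In the transcriptome, Snhg3 changed by −0.10 over the paper's 8 mice and 0.10 over all 10 (adjusted p = 0.851 and 0.923 from edgeR), with 4.45 CPM in mouse 9 and 7.39 in mouse 10. Mtor changed by 0.12 and 0.09 (adjusted p = 0.843 and 0.907 from edgeR), with 13.8 and 13.7 CPM in these mice. In the translatome Mtor changed by −0.06 and −0.13 (adjusted p = 0.918 and 0.751 from edgeR).

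The composition of the total RNA libraries differed between the groups. The 10 most abundant genes held 19.5% to 21.2% of counts in the GFP LNA mice and 21.3% to 24.3% in the SNORA73 LNA mice, without overlap, with 19.7% in mouse 9 and 23.4% in mouse 10. In polysome RNA the ranges were 17.6% to 19.5% and 19.8% to 22.8%, again without overlap. With library totals in place of TMM the median log2 fold change of all genes was −0.14 in total RNA and −0.17 in polysome RNA. How much of this comes from the most abundant genes was not tested.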
